# Cold and hot fibrosis define clinically distinct cardiac pathologies

**DOI:** 10.1016/j.cels.2025.101198

**Published:** 2025-03-19

**Authors:** Shoval Miyara, Miri Adler, Kfir B. Umansky, Daniel Häußler, Elad Bassat, Yalin Divinsky, Jacob Elkahal, David Kain, Daria Lendengolts, Ricardo O. Ramirez Flores, Hanna Bueno-Levy, Ofra Golani, Tali Shalit, Michael Gershovits, Eviatar Weizman, Alexander Genzelinakh, Danielle M. Kimchi, Avraham Shakked, Lingling Zhang, Jingkui Wang, Andrea Baehr, Zachary Petrover, Rachel Sarig, Tatjana Dorn, Alessandra Moretti, Julio Saez-Rodriguez, Christian Kupatt, Elly M. Tanaka, Ruslan Medzhitov, Achim Krüger, Avi Mayo, Uri Alon, Eldad Tzahor

**Keywords:** fibrosis, myofibroblast, macrophage, myocardial infarction, heart failure, cold fibrosis, hot fibrosis, autocrine loop, TIMP1, regeneration

## Abstract

Fibrosis remains a major unmet medical need. Simplifying principles are needed to better understand fibrosis and to yield new therapeutic approaches. Fibrosis is driven by myofibroblasts that interact with macrophages. A mathematical cell-circuit model predicts two types of fibrosis: hot fibrosis driven by macrophages and myofibroblasts and cold fibrosis driven by myofibroblasts alone. Testing these concepts in cardiac fibrosis resulting from myocardial infarction (MI) and heart failure (HF), we revealed that acute MI leads to cold fibrosis whereas chronic injury (HF) leads to hot fibrosis. MI-driven cold fibrosis is conserved in pigs and humans. We computationally identified a vulnerability of cold fibrosis: the myofibroblast autocrine growth factor loop. Inhibiting this loop by targeting TIMP1 with neutralizing antibodies reduced myofibroblast proliferation and fibrosis post-MI in mice. Our study demonstrates the utility of the concepts of hot and cold fibrosis and the feasibility of a circuit-to-target approach to pinpoint a treatment strategy that reduces fibrosis. A record of this paper’s transparent peer review process is included in the supplemental information.

## Highlights

• Cold and hot fibrosis are distinct outcomes of acute and chronic cardiac injuries
• The myofibroblast autocrine growth factor loop is a target to reduce cold fibrosis
• TIMP1 is a myofibroblast autocrine growth factor
• Targeting TIMP1 with neutralizing antibodies reduces cold fibrosis after MI in mice

## Introduction

Fibrosis is a pathology in which excessive scarring replaces healthy tissue.^1^^,^^2^^,^^3^ Fibrosis leads to progressive organ failure in heart,^4^ kidney,^5^ liver,^6^ muscle,^7^ lung,^8^^,^^9^ and other tissues. In the heart, fibrosis is included in many pathologies, such as myocardial infarction (MI) and in heart failure (HF), two major causes of mortality.^10^ Preventing or reducing fibrosis is a major unmet medical need.^1^^,^^2^

Fibrosis is a complex biological process due to the interaction of multiple cell types and signaling molecules.^11^^,^^12^ The structural component of the pathology, the scar, is composed of extracellular matrix (ECM) proteins deposited mostly by activated fibroblasts, called myofibroblasts.^13^ Myofibroblasts interact with other cell types including monocyte-derived macrophages,^14^^,^^15^ which are recruited in large numbers into the site of injury and support the fibrotic process.^12^^,^^14^^,^^16^^,^^17^^,^^18^

Recently, we developed a mathematical model of fibrosis, focusing on a circuit of growth factor exchange between myofibroblasts and macrophages.^3^^,^^19^^,^^20^ The model suggests three possible outcomes—healing, hot fibrosis, or cold fibrosis. Hot fibrosis is characterized by high number of both myofibroblasts and macrophages which support each other’s growth. Cold fibrosis, in contrast, consists of abundant myofibroblasts without activated macrophages. Healing is accompanied by the collapse of the two cell populations and return to baseline (i.e., tissue homeostasis). The model predicts that myofibroblast growth is driven by an autocrine growth factor signaling loop^19^ and that suitable modulation of the growth factor milieu can provide transitions between healing and fibrotic states. Hot and cold fibrosis have been recently found in histological analysis of transplanted human kidneys.^21^ However, the relevance of hot and cold fibrosis in the heart has not been tested.

We sought to test these concepts and the ability to therapeutically manipulate them in distinct *in vivo* cardiac diseases—MI-induced fibrosis and fibrosis caused by ventricular pressure overload (induced by transverse aortic constriction; TAC). MI occurs when a blood vessel that feeds the heart is blocked, causing ischemia and cardiomyocyte cell death.^22^^,^^23^ Subsequently, immune cells rapidly invade the injured zone leading to the local expansion and activation of myofibroblasts. This results in changes in the microenvironment dictated by the release of various cytokines, growth factors, and matrix proteins, as described mathematically by Lindsey and colleagues.^18^^,^^24^^,^^25^ The injured non-regenerative myocardium is replaced by a fibrotic scar over a period of several weeks, a process called cardiac remodeling, that gradually leads to reduced heart function, morbidity, and mortality.^26^^,^^27^^,^^28^ In TAC, increased ventricular pressure occurs when the aortic arch is constricted, leading to increased workload and compensatory hypertrophy. Chronic pressure overload eventually transitions to cardiac dysfunction along with extensive fibrosis throughout the ventricle.^29^

Cardiac fibrosis is an inevitable outcome in adult mammals following diverse cardiac injuries but is absent in neonatal mice and pigs due to the regenerative potential of the young heart.^30^^,^^31^^,^^32^^,^^33^^,^^34^ Recent advances in animal models of cardiac injuries suggest that fibrosis can be reduced by certain interventions^35^^,^^36^^,^^37^^,^^38^^,^^39^^,^^40^^,^^41^^,^^42^^,^^43^^,^^44^—changing a long-held notion in the field that fibrosis (or scarring) is irreversible. These interventions have yet to be translated to the clinic.

Here, we develop a double-reporter mouse and used spatial histological analyses, bulk, single-cell, and spatial transcriptomics in mice, pigs, and humans to show that fibrosis after MI is a dynamic process leading to cold fibrosis, dominated by myofibroblasts without activated macrophages. In contrast, chronic insults such as TAC lead to hot fibrosis with coexisting macrophages and myofibroblasts. We used the mathematical circuit model to identify a target that drives cold fibrosis—the myofibroblast autocrine signaling loop. We then identified the growth factors that contribute to this autocrine loop using transcriptomic analysis coupled with *in vitro* and *in vivo* experiments. We show that inhibiting one of these factors, the (emerging) cytokine TIMP1,^45^ by means of neutralizing antibodies reduces myofibroblasts proliferation and fibrosis following MI in mice. This study provides physiological support for the concept of cold and hot fibrosis, indicating that acute injury leads to cold fibrosis and chronic injury to hot fibrosis, and demonstrates the feasibility of a circuit-to-target approach to reduce cold fibrosis after acute cardiac injury by inhibiting a myofibroblast autocrine growth factor-TIMP1.

## Results

### Acute MI results in cold fibrosis

Our starting point for understanding cardiac fibrosis is a quantitative theory of inflammation-dependent fibrosis^19^ (Figure 1A). This theory is based on a dynamical model for the growth and interaction of myofibroblasts and macrophages based on *in vitro* co-culture experiments.^20^ The state of the tissue is described in a phase portrait whose axes are the abundance of myofibroblasts and macrophages (Figure 1A). Arrows mark the dynamics of the cells over time. The model shows three possible outcomes for injury. All three start by macrophage infiltration, accompanied by fibroblast activation and proliferation leading to an increase in both cell types.

**Figure 1:**
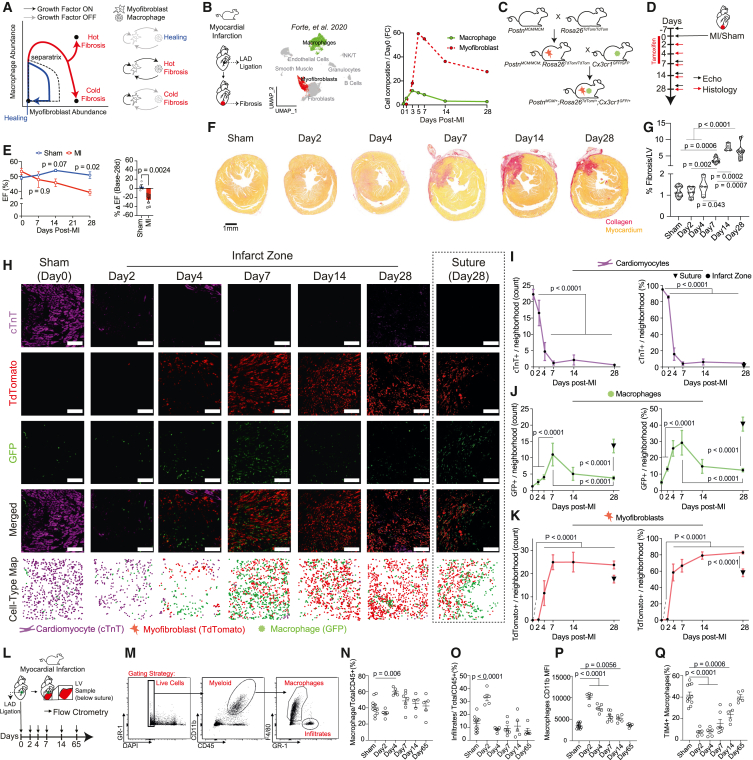
Acute myocardial infarction results in cold fibrosis (A) Mathematical model of the myofibroblast-macrophage cell circuit predicts three possible outcomes: hot fibrosis, cold fibrosis, and healing based on the abundance of these two populations (axes).^19^ The basin of attraction for the healing state is bounded by a separatrix. The scheme also denotes the growth factor signaling as either ON (black lines) or OFF (gray lines) at each specific fixed point. (B) Single-cell RNA sequencing (scRNA-seq) dynamic analysis of total macrophage and myofibroblast populations (% of total interstitial cells) in an adult mouse heart following-MI data obtained from Forte et al.^46^ Data are represented as cell composition fold change (FC) to day 0. These data are further described in Figures S1A and S1B. UMAP of clusters highlighting macrophages (green, full line) and myofibroblasts (red, straited line). Cell-type clusters also include smooth muscle cells, fibroblasts, endothelial cells, granulocytes, NK/T cells, and B cells. (C) Breeding strategy used to create the macrophage-myofibroblast double-reporter (MAMY) mice. First, we crossed Postn^MCM/MCM^ mice with Rosa26^tdTom^^a^^to/tdTom^^a^^to^ mice to obtain an established tamoxifen-inducible cardiac myofibroblasts lineage-tracer^47^^,^^48^ (STAR Methods). We then crossed these mice with a global monocyte/macrophage reporter-Cx3cr1^GFP/GFP^.^47^ Triple-heterozygote mice were used as experimental animals (Postn^MCM/+^Rosa26^TdTomto/+^Cx3cr1^GFP/+^). (D) Experimental scheme whereby MAMY mice (Postn^MCM/+^Rosa26^TdTomto/+^Cx3cr1^GFP/+^) underwent sham or MI by permanent left anterior descending artery (LAD) ligation. To label myofibroblasts with tdTomato, mice were given daily tamoxifen injections following MI (red line). Cardiac function was tracked using 2D echocardiography at multiple time points following MI: 7 days prior to MI (baseline), and 7, 14, and 28 days post-MI (black arrows). Hearts were collected for histological fibrosis and immunofluorescence (IF) analysis on days: 2, 4, 7, 14, and 28 post-MI/sham (red arrows). (E) Ejection fraction (EF; %) analysis was performed on MI/Sham operated MAMY mice (Sham, *n* = 4; MI, *n* = 7). To extract the direct % change in EF between days 28 post-MI and baseline, we calculated the ΔEF value per animal (STAR Methods). Red, MI; blue, sham. Results are represented as mean ± SEM. Statistical analysis performed using two-way ANOVA with Sidak’s adjusted *p* values (left) or two-tailed unpaired t test (right). Individual points represent individual biological replicates. (F) Representative histology images of MAMY hearts stained with sirius red on days 2, 4, 7, 14, and 28 post-MI/sham. Scale bar, 1 mm. Collagen, red; healthy myocardium, yellow. (G) MAMY mice fibrosis area/left ventricle (LV) in % was calculated per timepoint: Sham (*n* = 12), day 2 (*n* = 7), day 4 (*n* = 4), day 7 (*n* = 9), day 14 (*n* = 4), and 28 (*n* = 13) post-MI. Mix-max violin plot represent the median (middle full line) and quartiles (striated lines). Statistical analysis performed using one way ANOVA with Tukey’s multiple comparisons test. (H–K) Quantification of spatiotemporal distribution of cardiac-troponin-T cells (cardiomyocytes, cTnT+; purple), the lineage-traced (tdTomato+; red) myofibroblasts, and macrophages (GFP+, green) in Sham hearts and infarct zone of MI operated hearts. cTnT+, tdTomato+, and GFP+ cells were also measured at the suture area of 28 days post-MI hearts (STAR Methods, Figure S1C). (H) Representative immunofluorescence (IF) images of Sham (*n* = 5; 1,487 ± 118.5 SEM cells per replicate) and MI operated hearts on days 2 (*n* = 4; 1,088 ± 341.8 SEM cells per replicate), 4 (*n* = 4; 1,027 ± 352.6 SEM cells per replicate), 7 (*n* = 4; 1,792 ± 153.3 SEM cells per replicate), 14 (*n* = 3; an average of 1,471 ± 275.2 SEM cells per replicate), and 28 (*n* = 5; 1,627 ± 248.7 and 1,049 ± 315.9 SEM cells per replicate for infarct zone and suture, respectively) post-MI. Images are represented as either single channel for GFP, tdTomato, and cTnT, as a merged IF image and as a cell-type map that illustrates the identified cells as representative points. White scale bar, 100 μm. cTnT+ cells (I), GFP+ cells (J), and tdTomato+ cells (K) were quantified as count per 100 μm neighborhood or as % of cells per 100 μm neighborhood (STAR Methods, Figure S1C). Results are represented as mean ± SEM. In (I)–(K), infarct zone is denoted as a full circle, day 28 suture is denoted as an upside-down triangle. Statistical analysis performed using the Mann-Whitney test with Bonferroni adjusted *p* values (I–K). (L) Experimental scheme whereby adult Hsd:ICR (CD1) mice hearts underwent MI by permanent LAD ligation and further processed by flow cytometry (STAR Methods). LV samples below the suture of MI or sham operated mice were collected at 6 different time points following injury at days: 0/Sham (*n* = 11), 2 (*n* = 5), 4 (*n* = 5), 7 (*n* = 7), 14 (*n* = 5), and 65 (*n* = 5). (M–Q) (M) Representative flow cytometry plots of the gating scheme used to identify (N) total cardiac macrophages (out of total immune cells- CD45^+^), (O) infiltrating cells (monocytes and neutrophils out of total immune cells-CD45^+^), (P) cardiac activated macrophages, measured by CD11b mean fluorescence intensity (MFI),^49^ and (Q) Resident macrophages (TIM4^+^ macrophages out of total macrophages. Data presented as mean ± SEM. Statistical analysis performed using one way ANOVA with Dunnett’s multiple comparisons procedure.

In healing (i.e., the regenerative setting), both populations eventually shrink back to pre-injury levels, providing a trajectory that rises and then falls in the phase portrait (Figure 1A, blue line).

The other two outcomes are fibrotic states. In hot fibrosis, myofibroblasts and macrophages support each other’s growth by a reciprocal exchange of growth factors, providing an upward trajectory with high numbers of both myofibroblasts and macrophages (Figure 1A). In cold fibrosis, both macrophages and myofibroblasts initially rise, but then macrophage numbers return to baseline while myofibroblasts persist. Cold fibrosis is thus a state of abundant myofibroblasts that support their own growth, with a low number of macrophages similar to the pre-injury state (Figure 1A).

Whether hot or cold fibrosis occurs depends on the tissue parameters in the model and the type of injury. For example, strong paracrine signaling support between macrophages and myofibroblasts leads to hot fibrosis, whereas a weaker paracrine support is predicted to result in cold fibrosis.^19^ We hypothesize that the pathology and therapeutic options for fibrosis should differ in a setting of hot or cold fibrosis.

To explore hot and cold fibrosis in clinically relevant settings, we began with acute MI induced by permanent ligation of the left anterior descending artery (LAD) in mice, a classical experiment in which fibrosis gradually develops after injury.^28^

We first explored the dynamics of macrophage and myofibroblast populations in mice after MI. To do so, we analyzed the single-cell RNA sequencing (scRNA-seq) data by Forte et al.^46^ and quantified the fold change (FC) ratio shift in abundance of macrophages and myofibroblasts at seven time points. Macrophage and myofibroblast abundance first increased, peaking at days 3–7. At day 14, macrophages decreased leaving persistent myofibroblasts at days 14 and 28 (Figures 1B, S1A, and S1B).^50^ At 28 days post-MI, the scar is mature, hence, this trajectory is consistent with cold fibrosis. Similar dynamics were observed by Jin et al.^25^

To directly quantify myofibroblasts and macrophages and their spatial arrangement *in situ*, we developed a macrophage-myofibroblast double-reporter mouse line, “MAMY,” in which cardiac myofibroblasts are labeled with tdTomato and macrophages with GFP. The MAMY mouse is based on the extensively validated global monocyte-macrophage reporter: Cx3cr1^GFP/GFP^,^47^^,^^51^^,^^52^ and a tamoxifen-inducible Cre-Lox system, Postn^MCM/MCM^^51^^,^^52^ crossed with Rosa26^TdTomto/TdTomto^^48^^,^^53^ mice, a lineage reporter that robustly labels cardiac myofibroblasts^48^^,^^50^ (Figure 1C, STAR Methods; Note S1). An important aspect of this mouse line is the assessment of macrophage numbers using the GFP reporter, reflecting hot (high) and cold (low) fibrosis states.

We performed MI in adult MAMY mice (Postn^MCM/+^Rosa26^TdTomto/+^Cx3cr1^GFP/+^) by permanently ligating the LAD. We next administered tamoxifen daily by intraperitoneal (IP) injections for 7 days and sampled sham and MI operated hearts at days 2, 4, 7, 14, and 28 post-MI (Figure 1D, STAR Methods). MI resulted in reduced ejection fraction (EF) (Figure 1E) and a gradual increase in the size of replacement fibrosis assayed by sirius red staining^54^ (Figures 1F and 1G).

To quantify myofibroblasts, macrophages, and cardiomyocytes, we analyzed heart cross sections with fluorescent microscopy from the MI infarct zone—an area of massive myocardium loss and permanent scar, and from healthy myocardial tissues of sham-operated hearts (referred as time point 0).

We counted tdTomato and GFP cells, as well as cardiomyocytes marked by cardiac troponin T (cTnT) staining, within a 100-μm neighborhood around each cell (Figures 1H and S1C). In the infarct zone, cardiomyocyte number was markedly reduced following injury and remained low in the mature scar (Figures 1H and 1I). Macrophage counts increased, peaking at day 7, and then significantly declined by day 28 (Figures 1H and 1J). Myofibroblasts numbers increased after injury, peaking at day 7, and remained elevated through day 28. This pattern is consistent with cold fibrosis.

The MAMY mouse allowed us to view the spatial organization of the cells. We noticed that in the permanent LAD ligation experiments, around the suture, there was a distinct spatial organization pattern of myofibroblasts and macrophages (Figures 1H–1K and S1C). This resembles a tissue foreign body response (FBR) characterized by fibrosis accumulating around a foreign body such as a surgical suture.^55^^,^^56^ We, therefore, quantified cells in the suture region at day 28 and identified that abundant macrophages (GFP cells) were arrayed around the suture, along with abundant myofibroblasts (tdTomato cells). In contrast, macrophages were markedly reduced at distances beyond 100 μm from the suture (infarct zone). We conclude that the local response to a foreign body in the mature suture region (28 days) is consistent with hot fibrosis.^57^^,^^58^

We repeated the MI experiment in Hsd:ICR (CD1) mice, with an extended 65-day endpoint. Since these mice do not contain a double-reporter system, we quantified cells using flow cytometry. We harvested cells from the injured left ventricle, below the suture, at different time points, and analyzed them using cardiac macrophage markers specific to both recruited and resident cells (Figures 1L and 1M). The macrophage fraction relative to all immune cells (CD45^+^) increased and then returned to baseline levels, as did the fraction of infiltrating monocytes and neutrophils (GR1^+^) (Figures 1N and 1O) and the fraction of activated macrophages (Figure 1P). In contrast, TIM4^+^ tissue resident macrophages, which are required for cardiac regeneration and repair^59^^,^^60^^,^^61^ were depleted rapidly but were gradually restored in proportions to baseline levels 65 days post-MI (Figure 1Q). The cardiac macrophage population thus returns to baseline in the aftermath of MI, consistent with a cold fibrosis trajectory.

### Chronic ventricular pressure overload results in hot fibrosis

We next studied HF resulting from ventricular pressure overload. We performed permanent TAC in adult MAMY mice and tracked them for 28 days (Figure 2A). TAC generated a persistent increase in aortic pressure gradient that leads to an enlarged left ventricle with increased heart weight to body weight (HW/BW) ratios, and a marginal decrease in EF (Figures 2B–2F). TAC hearts showed extensive fibrosis indicated by sirius red staining (Figures 2G–2I). We identified three distinct patterns of sirius red staining, which correspond to replacement fibrosis—patched fibrosis with no cardiomyocytes, interstitial fibrosis—fibrosis between cardiomyocytes, and perivascular fibrosis surrounding blood vessels^54^ (Figures 2G–2I).

**Figure 2:**
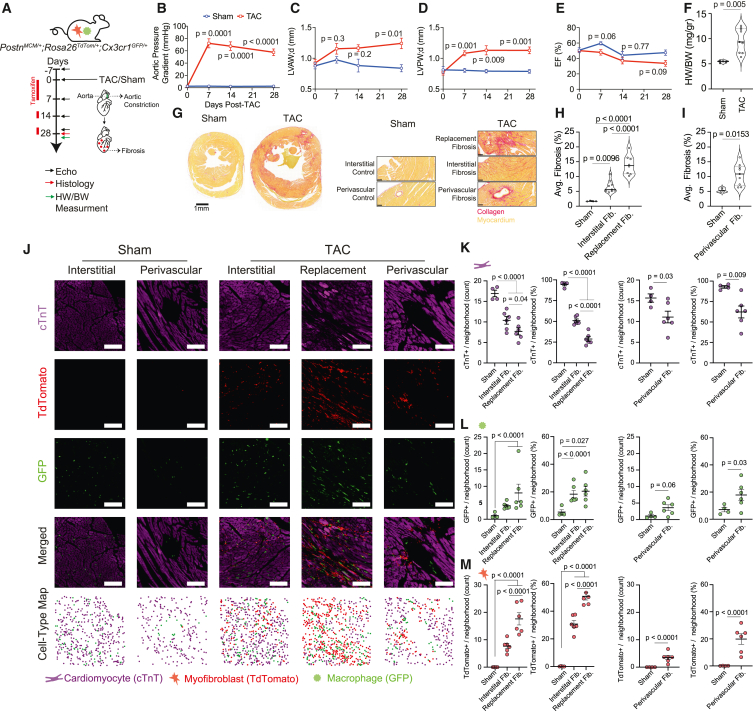
Chronic ventricular pressure overload results in hot fibrosis (A) Experimental scheme whereby MAMY mice (Postn^MCM/+^Rosa26^TdTomto/+^Cx3cr1^GFP/+^) underwent sham or transverse aortic constriction (TAC) to induce chronic pressure overload. To label myofibroblasts with tdTomato, mice were given 7 daily tamoxifen injections immediately following TAC, and on days 13–14 and 27–28 post-TAC (red line). Cardiac function was tracked using 2D echocardiography at baseline (−7) and on multiple time points following TAC: 7, 14, and 28 days (black arrows). Hearts were collected for histological fibrosis and immunofluorescence (IF) analysis 28 post-MI/sham (red arrows). Heart weight (HW) to body weight (BW) ratios were further analyzed 28 days following TAC (green arrow). (B–E) Temporal echocardiography measurements of MAMY mice following TAC/sham, including (B) aortic pressure gradient (mmHg), (C) left ventricle anterior wall diameter in diastole (LVAW;d, in mm), (D) left ventricle posterior wall diameter in diastole (LVPW;d, in mm), and (E) ejection fraction (EF; %). Results are represented as mean ± SEM. Statistical analysis performed using two-way ANOVA with Sidak’s adjusted *p* values. (F) HW/BW ratios (mg/gr) of MAMY mice sham (*n* = 4) and TAC (*n* = 9) hearts 28 days post-TAC. Mix-max violin plot represent the median (middle full line) and quartiles (striated lines). Statistical analysis performed using two-tailed unpaired t test. (G) Left: representative images of MAMY hearts sirius red stained sections, 28 days post-TAC/sham. Scale bar, 1 mm. Right: fibrosis in TAC hearts was quantified separately based on its histological presentation: interstitial, replacement and perivascular fibrosis. Scale bar, 100 μm. Collagen, red; healthy myocardium, yellow. (H) MAMY mice TAC interstitial (*n* = 9) and replacement (*n* = 8) fibrosis (fib) field of views (FOVs) were compared with healthy sham (*n* = 4) myocardium (data presented as average %/FOV). Mix-max violin plot represent the median (middle full line) and quartiles (striated lines). Statistical analysis performed using one way ANOVA with Tukey’s multiple comparisons test. (I) MAMY mice TAC perivascular fibrosis (*n* = 9) was compared with sham perivascular regions (*n* = 4). Average fibrosis area/FOV (%) was calculated. Mix-max violin plot represent the median (middle full line) and quartiles (straited lines). Statistical analysis performed using two-tailed unpaired t test. (J–M) MAMY mice neighborhood quantification of cardiac-troponin-T cells (cardiomyocytes, cTnT+; purple), the lineage-traced (tdTomato+, red) myofibroblasts, and macrophages (GFP+, green) in TAC/Sham hearts (STAR Methods, similar analysis demonstrated for MI hearts in Figure S1C). (J) Representative IF images of interstitial and perivascular sham (*n* = 4; 1,833 ± 117.4 and 946.5 ± 71.68 SEM cells per replicate, respectively), and interstitial (*n* = 6; 1,422 ± 156.7 SEM cells per replicate), replacement (*n* = 6; 1,474 ± 286.5 SEM cells per replicate) and perivascular (*n* = 6; 963.5 ± 68.77 SEM cells per replicate) fibrosis (fib) in hearts 28 days post-TAC. Images are represented as either single channel for: GFP (green), tdTomato (red), and cTnT (purple), as a merged IF image and as a cell-type map illustrated the identified cells as representative points. White scale bar, 100 μm. cTnT+ cells (K), GFP+ cells (L), and tdTomato+ cells (M) were quantified as count per 100 μm neighborhood or as % of cells per 100 μm neighborhood (STAR Methods, Figure S1C). Results are represented as mean ± SEM. Each dot represents a single biological replicate. Statistical analysis performed using the Mann-Whitney test with Bonferroni-adjusted *p* values when appropriate.

Cardiomyocyte numbers were reduced in all types of fibrosis (Figures 2J and 2K), whereas myofibroblast numbers were elevated in all fibrotic states and were positively correlated with fibrosis severity- replacement fibrosis showed higher counts compared with interstitial fibrosis (Figures 2J–2M). Macrophages were elevated in both interstitial and replacement fibrosis regions to a similar extent (Figures 2J and 2L). Myofibroblast and macrophage numbers were also elevated in TAC perivascular fibrosis regions (macrophages showed only a trend). We conclude that interstitial and replacement fibrosis following TAC injury are consistent with hot fibrosis.

Figure S2A shows the myofibroblast to macrophage ratios in all fibrosis cases studied. MI (cold fibrosis) shows high myofibroblast content over macrophage (6:1 ratio), whereas in TAC and FBR (hot fibrosis) we calculated a cell ratio close to 1:1 myofibroblasts to macrophages. Taken together, we conclude that while acute MI in mice leads to cold fibrosis, chronic injuries such as TAC and a FBR show hot fibrosis.

### Cold fibrosis following MI is conserved in humans and pigs

We focused on cold fibrosis after MI and asked whether it is conserved from mice to humans. To do so, we analyzed human Visium spatial transcriptomic data by Kuppe et al.^62^ These data contain samples of uninjured human hearts and from MI hearts at early (days 0–15 post-MI) and late (30+ days post-MI) time points following injury (Figure 3A). We performed deconvolution analysis on each spatial Visium spot to determine the abundance of fibroblasts, myofibroblasts, and myeloid cells (see STAR Methods). Myeloid cells increased in the first 2 weeks and returned to baseline 30 days after MI. In contrast, both fibroblasts and myofibroblasts increased and remained high in the late timeframe post-MI (Figure 3B). This pattern is consistent with cold fibrosis.

**Figure 3:**
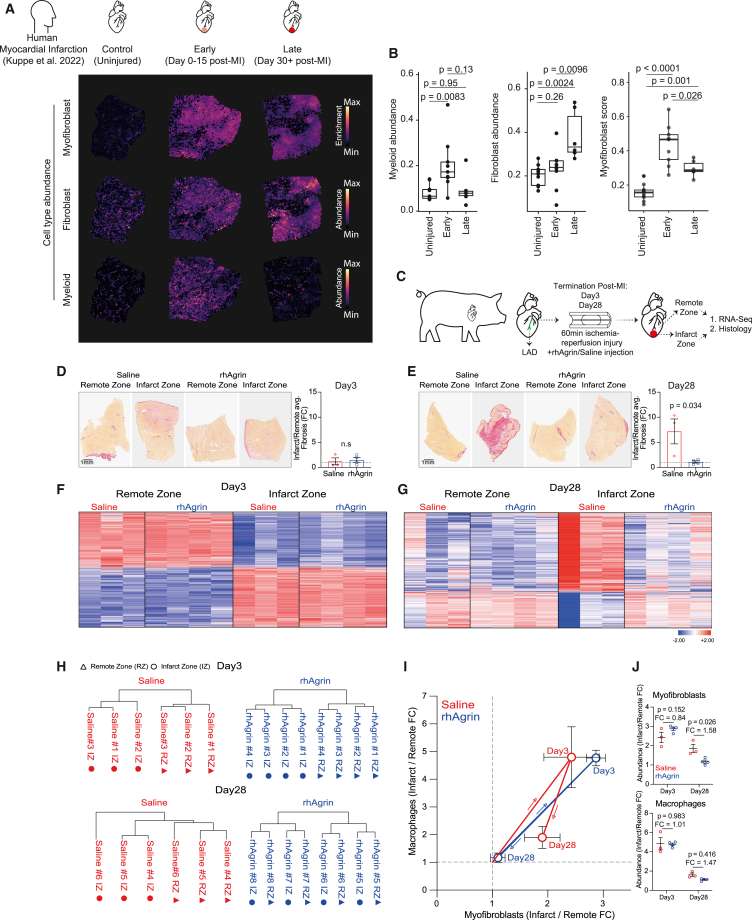
Cold fibrosis after MI is conserved in humans and in a clinically relevant porcine model (A and B) (A) Representative human left ventricle spatial transcriptomics slides (Visium) of patients following acute-myocardial infarction (MI) and non-transplanted donor hearts. Samples were divided based on time following MI as either: uninjured (*n* = 10), early (days 0–15 post-MI; *n* = 6), and late (30 days+; *n* = 6). (B) Abundance of fibroblasts and myeloid cells was quantified based on deconvolution scores of cell types per spot (STAR Methods). Myofibroblast were calculated as enrichment of the mean myofibroblast state score within spots with a minimal 10% value of cell-type abundance (STAR Methods). Statistical analysis used Wilcoxon tests with Benjamini-Hochberg adjusted *p* values. (C) Experimental design of pig MI experiment: adult (3 months old) pigs underwent MI by temporarily occluding their LAD using a balloon catheter (STAR Methods). Following reperfusion (balloon deflation), pigs were immediately treated with recombinant human Agrin (rhAgrin) or Saline control, in an antegrade trajectory. Injured pig hearts were collected at either day 3 (*n* = 4 for rhAgrin; *n* = 3 for Saline) or day 28 (*n* = 4 for rhAgrin; *n* = 3 for saline) and dissected to distinct tissue areas (infarct and remote zones). Remote and infarcted samples were subjected to bulk-mRNA sequencing and histology for fibrosis assessment. (D and E) Representative sirius red staining images are shown from (D) day 3 and (E) day 28 post-MI. Fibrosis was quantified as the average % fold change (FC) between infarct/remote zone sections for each pig individually. Fibrosis (day 3 or day 28) for Saline and rhAgrin hearts was measured using two-tailed unpaired t test. Scale bars: 1 mm. striated line denotes FC = 1. n.s, non-significant difference. (F and G) Heatmaps based on log_2_ transformed normalized counts for all (upregulated and downregulated) differentially expressed genes (defined by |log_2_fold change| ≥ 1, *p*-adjusted value < 0.05 and max raw counts > 30) between remote and infarct zones for Saline and rhAgrin-treated hearts at day 3 (5,961 genes) (F) and 28 (1,079 genes) (G) post-MI. Rows represent genes and columns represent each biological sample and its spatial distribution according to infarct or remote zone. Data are represented as mean ± SD. (H) Hierarchical clustering per condition (day [3 or 28] +treatment [rhAgrin or Saline]), based on the 1,000 most variable genes. Triangles and circles represent remote and infarct zones, respectively. (I) Deconvolution of bulk-mRNA sequencing of pig hearts following MI of either rhAgrin (blue) or Saline-treated (red) samples. Macrophage and myofibroblast abundances were assessed by gene signatures as FC, between infarct and remote zones (STAR Methods, Figure S3C, and Table S5). (J) Macrophage and myofibroblast abundances, based on deconvolution of bulk-mRNA sequencing (as in I). Treated samples were compared per time point (day 3 or 28), separately by two-tailed unpaired Student t test. Results are represented as mean ± SEM.

We next investigated acute MI in a clinically relevant porcine model. Pigs underwent a 60 min ischemia-reperfusion injury by an inflation of a balloon within the LAD coronary artery.^63^ Following reperfusion, pigs were treated, in an antegrade intracoronary trajectory, with saline solution (control) or with human recombinant Agrin protein (rhAgrin), a regenerative ECM protein that promotes cardiac repair in mice and pigs.^35^^,^^64^ We obtained heart samples from the remote and infarct zones at days 3 and 28 following MI and performed bulk-mRNA sequencing and histological scar analysis (Figure 3C).

As expected, hearts treated with saline (control) showed extensive sirius red staining indicating severe fibrosis at day 28, whereas hearts treated with rhAgrin had less fibrosis, consistent with our previous findings^64^ (Figures 3D, 3E, S3A, and S3B). Unlike saline-treated hearts, rhAgrin-treated infarct zone samples showed a similar gene expression profile to their paired healthy remote zones at day 28 (Figures 3F–3H and S3D–S3J; Tables S1, S2, S3, and S4).

Next, we quantified myofibroblast and macrophage abundance at both time points (Figures 3I and 3J) using deconvolution (STAR Methods, Figure S3C; Table S5). Saline-treated pig hearts had increased macrophage abundance at day 3 which declined by day 28 in the infarct region, whereas myofibroblasts abundance remained high at 28 days, indicative of cold fibrosis. In contrast, rhAgrin-treated hearts showed a healing trajectory with increased myofibroblast and macrophage abundance at day 3, which returned to baseline levels at day 28, similar to the healing loop predicted by the mathematical model (Figure 1A). We conclude that acute MI leads to cold fibrosis in humans and pigs and that cold fibrosis can be prevented under appropriate interventions (as demonstrated with rhAgrin treatment).

### Macrophages return to a homeostatic state, whereas fibroblasts acquire a pro-fibrotic phenotype in cold fibrosis

To further explore the cell states in cold fibrosis development, we used scRNA-seq data by Forte et al.^46^ from cardiac interstitial cells following MI (Figures 1B, S1A, and S1B). We analyzed the gene expression of fibroblasts (including myofibroblasts) and macrophages at day 0 (i.e., pre-injury), day 3 and day 28 at the peak of fibrosis. Each cell population is a continuum of gene expression, rather than discrete clusters. We identified the main functions of each cell type using Pareto task inference (ParTI)^65^ (STAR Methods). ParTI analyzes a continuum of gene expression according to specialist and generalist cells, where specialist cells are close to the vertices of a polytope (triangle, tetrahedron, etc.) that encloses the gene expression continuum. The main tasks of the population can be inferred from the gene expression of cells closest to each of the vertices.

We started by analyzing fibroblasts and macrophages 3 days post-MI, in which both cell populations rapidly grow.^50^^,^^66^ Both macrophages and fibroblasts showed 5 major tasks (*p* value < 0.02 fibroblasts, *p* value = 0.001 macrophages) (Figures 4A and 4E; Video S1). Gene Ontology (GO) analysis of enriched genes near the vertices illustrated that fibroblast tasks relate to cytokine response, retinoid metabolism, angiogenesis, IL12 and IL1 signaling, and keratan sulfate metabolism (Figures 4A, 4B, S4A, and S4C; Table S6). Macrophage tasks included IL1 signaling, respiratory burst and migration, translation, phagocytosis/ECM, and a response to ischemia (Figures 4E, 4F, S4B, and S4D; Table S6). Interestingly, fibroblasts archetype #4, associated with immune-regulating functions was populated almost exclusively by day 3 cells (day 3/day 0 FC; FC > 60), suggesting the acquisition of a new fibroblast function soon after injury (Figure 4C).

**Figure 4:**
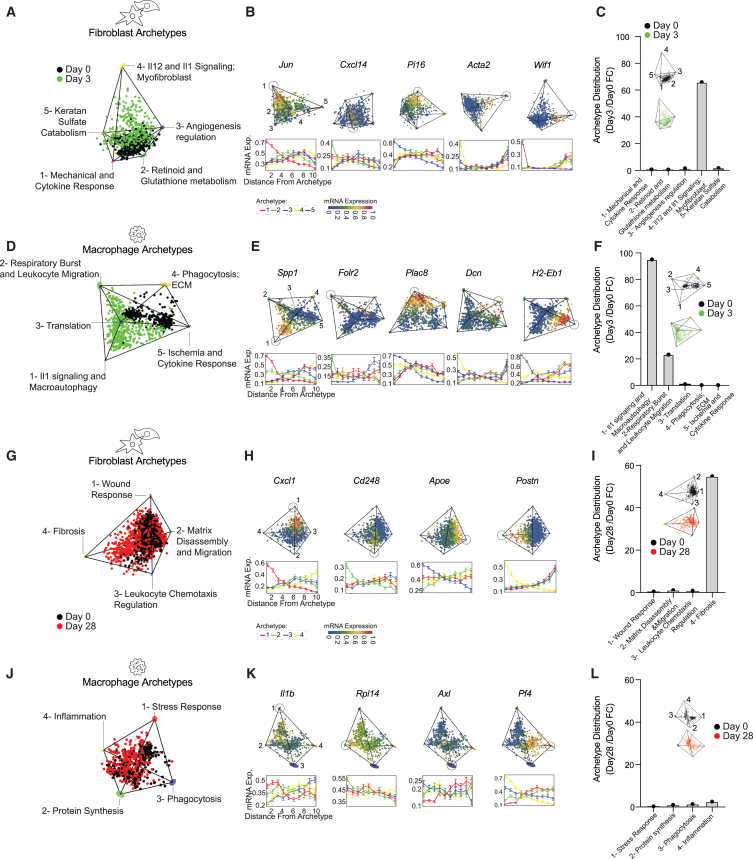
In cold fibrosis, macrophages return to homeostatic functions whereas fibroblasts acquire a persistent fibrotic cell state (A) Pareto analysis was used to characterize the continuum of gene expression within each cell type as distributed between specialist and generalist cells. Pareto analysis was done using ParTI.^65^ Fibroblasts (including myofibroblasts) from day 0 (black) and day 3 (green) following MI fill in a 5-vertex polyhedron in gene expression space (*p* value < 0.02). The cells are projected on the first three principal components (Video S1). (B) Gene expression of the top enriched genes for the day 0 + 3 post-MI fibroblast archetypes. Upper: cells within the polyhedron are colored by the normalized mRNA expression level of each gene (on a scale of 0–1). Lower: mRNA expression level plotted as a function of the euclidean distance from each archetype (in gene expression space) where cells were binned into 10 bins and the mean expression across the bins was computed. (C) Fold change (FC) of the proportion of fibroblasts from day 3 (green) and day 0 (black) that are closest to each archetype. (D) Macrophages from day 0 (black) and day 3 (green) following MI fill in a 5-vertex polyhedron in gene expression space (*p* value < 0.001). The cells are projected on the first three principal components (Video S1). (E) Gene expression of the top enriched genes for the day 0 + 3 post-MI macrophage archetypes. Upper: cells within the polyhedron are colored by the normalized mRNA expression level of each gene (on a scale of 0–1). Lower: mRNA expression level plotted as a function of the euclidean distance from each archetype (as in B). (F) FC of proportion of macrophages from day 3 (green) and day 0 (black) that are closest to each archetype. (G) Fibroblasts (including myofibroblasts) from day 0 (black) and day 28 (red) following MI fill in a 4-vertex polyhedron in gene expression space (*p* value < 0.0001). The cells are projected on the first three principal components (Video S2). (H) Gene expression of the top enriched genes for the day 0 + 28 post-MI fibroblast archetypes. Upper: cells within the polyhedron are colored by the normalized mRNA expression level of each gene (on a scale of 0–1). Lower: mRNA expression level plotted as a function of the euclidean distance from each archetype (as in B). (I) FC of proportion of fibroblasts from day 28 (red) and day 0 (black) that are closest to each archetype. (J) Macrophages from day 0 (black) and day 28 (red) following MI fill in a 4-vertex polyhedron in gene expression space (*p* value < 0.02). The cells are projected on the first three principal components (Video S2). (K) Gene expression of the top enriched genes for the day 0 + 28 post-MI macrophage archetypes. Upper: cells within the polyhedron are colored by the normalized mRNA expression level of each gene (on a scale of 0–1). Lower: mRNA expression level plotted as a function of the euclidean distance from each archetype (as in B). (L) FC of proportion of macrophages from day 28 (red) and day 0 (black) that are closest to each archetype. Archetypes for macrophages and fibroblasts are denoted based on color (1, red; 2, green; 3, blue; 4, yellow; 5, purple).

Video S1. A 3D rotating presentation of days 0 and 3 post-MI pareto analysis, related to Figure 4 Fibroblasts (including myofibroblasts) and macrophages from day 0 (black) and day 3 (green) following MI fill in a 5-vertex polyhedron in gene expression space. The cells are projected on the first three principal components and rotated for optimal presentation (Related to Figures 4A and 4D).

Concomitant with fibroblasts, macrophages acquired new tasks within the first 3 days. Archetype #1 (day 3/day 0 FC > 90) showed recruited monocyte markers such as *Plac8*,^61^ and archetype #2 (day 3/day 0 FC > 20) showed resident macrophage marker genes (i.e., *Folr2*^67^). Both archetypes were enriched with GO terms associated with angiogenesis and a phagocytic response to injury (Figures 4G and S4B).

We further used ParTI to analyze macrophages and fibroblasts in the mature scar (day 28). Macrophages and fibroblasts revealed 4 major tasks (*p* value < 0.0001 fibroblasts, *p* value = 0.02 macrophages) (Figures 4I and 4L; Video S2). The macrophage tasks relate to stress response, protein synthesis, phagocytosis, and inflammation, and the fibroblast tasks include wound response, matrix disassembly/migration, leukocyte regulation, and fibrosis/ECM deposition, as determined by GO analysis (Figures 4I, 4J, 4L–4N, and S5A–S5D; Table S6). Interestingly, fibroblasts at day 28 post-MI almost exclusively populated archetype #4: fibrosis/ECM deposition task (Figure 4I). This indicates that during MI-driven cold fibrosis, fibroblasts acquire and sustain distinct cell state changes. These changes are consistent with a previous study that highlighted the transition of cardiac myofibroblasts to matrifibrocytes within the mature scar.^50^

Video S2. A 3D rotating presentation of days 0 and 28 post-MI pareto analysis, related to Figure 4 Fibroblasts (including myofibroblasts) and macrophages from day 0 (black) and day 28 (red) following MI fill in a 4-vertex tetrahedron in gene expression space. The cells are projected on the first three principal components and rotated for optimal presentation (Related to Figures 4G and 4J).

In contrast, macrophages were spread more equally between the 4 archetypes in a comparison between day-0 and day-28 cells (Figures 4L, S5B, and S5D). This is consistent with our MAMY mice histological data and flow cytometry analysis suggesting that macrophage identity, activity, and number all gradually return to baseline levels between days 14 and 65, when cold fibrosis is established (Figures 1H–1Q).

We find similar behavior in the pig data, where the gene signature of fibroblast archetype #4 (fibrosis/ECM deposition) was enriched in saline-treated infarct zone samples 28 days following MI (Figure S6A). We conclude that the initial transient MI period with both high macrophages and myofibroblasts is enriched in immune functions, whereas late cold fibrosis has homeostatic macrophage phenotypes and a distinct fibroblast ECM producing state, which is conserved in mice and pigs.

### The circuit model predicts that the myofibroblast autocrine signaling loop is a target for reducing cold fibrosis

We next asked which molecular interactions might be suitable targets for reducing cold fibrosis using *in silico* perturbations of our mathematical model. We simulated different interventions by changing each of the model parameters. For each changed parameter, we computed the basin of attraction to the healing state (Figure 5A). The parameter with the largest impact is the myofibroblast autocrine growth factor loop.^19^ According to the model, inhibition of the myofibroblast autocrine loop significantly expands the healing margins. Notably, at a threshold level of about 40% inhibition of autocrine growth factor production, the cold fibrosis fixed-point vanishes, and the only remaining steady state possible is the healing state, where both myofibroblasts and activated macrophages return to baseline (Figure 5B). Thus, our model indicates that the myofibroblast autocrine growth factor loop is a target for reducing cold fibrosis. It further suggests that moderate (40%) inhibition of this loop can be beneficial.

**Figure 5:**
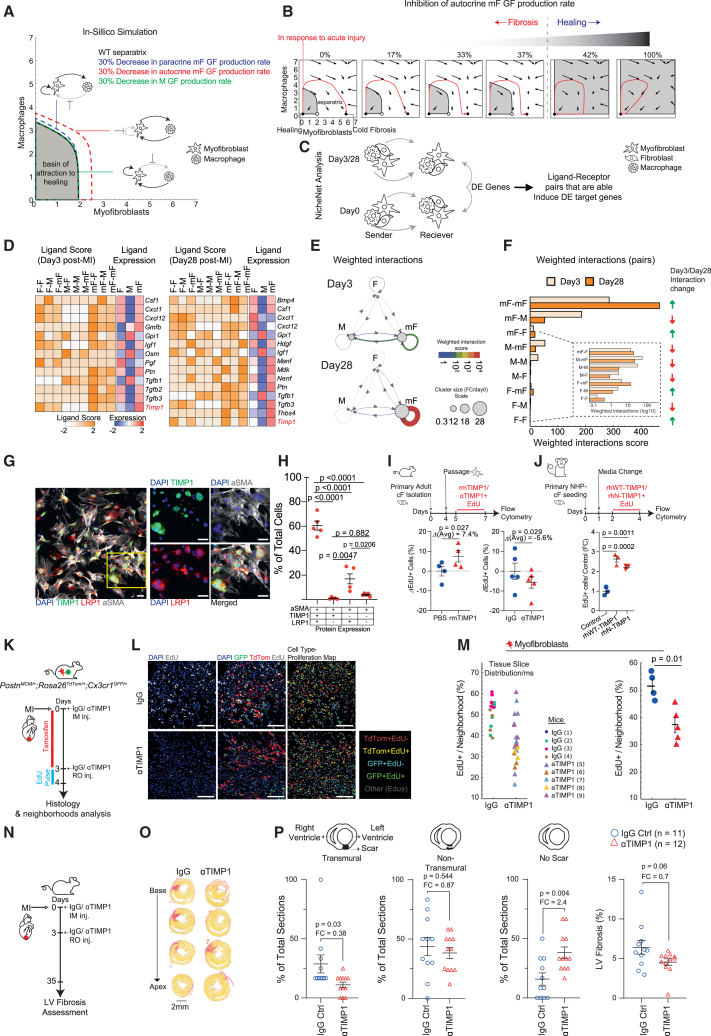
Targeting the autocrine loop of myofibroblasts by inhibiting TIMP1 reduces fibrosis after acute MI in adult mice (A) Phase plot where the axes represent the number of cells. The separatrix (dashed lines) separates the basins of attraction of healing (gray area) and cold fibrosis (white). The separatrix is calculated with reference (WT) parameters (black), and with a 30% decrease in the production rates of the macrophage paracrine growth factor (green), myofibroblast paracrine growth factor (blue), and myofibroblast autocrine growth factor (red). (B) Simulations of the cell-circuit response (red lines) to acute injury that leads to cold fibrosis with reference (WT) parameters (left). Healing is seen with a 42% or larger decrease in the myofibroblast autocrine growth factor production rate. (C) Schematic representation of NicheNet analysis to identify ligand-receptor interactions between fibroblasts (Fs), macrophages (Ms), and myofibroblasts (mFs) at days 3 and 28 following MI. NicheNet performed on the scRNA-seq data of Figures 1B, S1A, and S1B. (D) Heatmap of potential ligands based on F, M, and mF differentially expressed (DE) genes at days 3 (right) and 28 (left) post-MI. Ligand scores (Pearson correlation) and average ligand expression per cell type are presented as mean ± SD (by either white-orange scale or blue-red scale, respectively). (E and F) Weighted interactions between F, M, and mF following MI (days 3 and 28) (STAR Methods). In (E), line color represents weighted interaction strength; circle size represents the fold change (FC) shift in cluster size compared with day 0. In (F), individual weighted interactions/pair of communicating cells is plotted as a bar graph for both days 3 and 28. Green arrow, increase in weighted interaction strength; red arrow, decrease in weighted interaction strength. Inset graph showing the individual weighted interactions in log_10_ scale. (G) Representative immunofluorescence images of TIMP1 (green), LRP1 (red), alpha smooth muscle actin (ɑSMA, gray), and DAPI (blue) in primary adult cardiac myofibroblasts cultures. (*n* = 5 biological replicates, 2,510 ± 515 SEM cells per replicate). Scale bars, 50 μm, white frame represents the inset on the right. (H) Quantification of images based on their TIMP1, LRP1, and ɑSMA protein expression (as % of total cells) presented as mean ± SEM. Statistical analysis performed using one way ANOVA with Tukey’s multiple comparisons test. (I) Top: schematic representation of cardiac myofibroblasts proliferation assay *in vitro*. Primary cardiac myofibroblasts were treated in cell culture for 48 h with either recombinant mouse TIMP1 (rmTIMP1) or anti-TIMP1 neutralizing antibodies (ɑTIMP1) and the appropriate control (either PBS or IgG, respectively). Cells were further incubated with 5-ethynyl-2′-deoxyuridine (EdU) to directly measure cell cycle using flow cytometry. Bottom: cardiac myofibroblast proliferation was assessed in cultures by means of delta EdU^+^ (%) cells of control (either PBS or IgG) and 48-h-treated cells (either rmTIMP1 or ɑTIMP1, respectively). In rmTIMP1 and ɑTIMP1 experiments, *n* = 4 and 5 biological replicates, respectively. Data are represented as mean ± SEM. Avg, average. Statistical analysis performed using two-tailed paired t test. (J) Top: schematic representation of non-human-primate (NHP) cardiac fibroblasts (cFs) proliferation assay *in vitro*. Primary cardiac fibroblasts were treated in cell culture for 48 h with either full recombinant human TIMP1 (rhWT-TIMP1; *n* = 3 replicates) or with the human N terminus fragment of TIMP1 (rhN-TIMP1; *n* = 3 replicates) anti-TIMP1 and control (untreated cells; *n* = 3 replicates). Cells were further incubated with 5-ethynyl-2′-deoxyuridine (EdU) to directly measure cell cycle using flow cytometry. Bottom: NHP-cFs proliferation was assessed in cultures by FC of EdU^+^ (%) cells relative to control, respectively. Data are represented as mean ± SEM. Statistical analysis performed using one way ANOVA with Tukey’s multiple comparisons test. (K) Schematic experimental plan by which adult MAMY mice underwent MI and treated with either TIMP1 neutralizing antibodies (ɑTIMP1, *n* = 5) or IgG control (*n* = 4). To activate the MerCreMer system and obtain tdTomato expression, tamoxifen was injected daily following MI (STAR Methods). To label proliferating cells, mice were induced with a 24 h EdU pulse on day 3, and hearts were collected on day 4 post-MI for histological and immunofluorescence analysis. (L) Representative immunofluorescence images of MAMY hearts treated with either ɑTIMP1 or IgG control 4 days post-MI and 24 h EdU pulse. Scale bar, 100 μm. GFP-green, tdTomato-red, EdU-white, and DAPI-blue. Following segmentation and annotation cells were further analyzed based on their proliferative state, EdU±: myofibroblasts (tdTomato+), macrophage (GFP+), other (tdTomato−GFP−). Images are represented either by their immunofluorescence channels or as a cell-type proliferation map illustrates the identified cells and their proliferative state as representative points. (M) Quantification of proliferative myofibroblasts (tdTomato+EdU+) abundance (% of cells) per cellular neighborhood (100 μm in diameter) in the infarct zone of ɑTIMP1 or IgG-control-treated MAMY hearts (STAR Methods, Figure S9A). Left: distribution of data per tissue slice per biological replicate. Each color represents a biological replicate. Right: average tdTomato+EdU+/neighborhood per biological replicate. Results are represented as mean ± SEM. Blue circles: IgG control; red triangle: ɑTIMP1. Statistical analysis performed using the Mann-Whitney test. (N) Schematic experimental plan by which adult mice underwent MI and treated with either ɑTIMP1 (*n* = 12 biological replicates) or IgG control (*n* = 11 biological replicates) immediately after injury onset and 3 days after injury. At 35 days left ventricular (LV) fibrosis was assessed by sirius red staining. (O) Representative sequential sirius red staining images along the base to apex axis of ɑTIMP1/IgG-control-treated hearts. Scale bars: 2 mm. (P) Fibrosis parameters presented as % of total sections that are either transmural, non-transmural, or sections with no scar (STAR Methods), and scar area out of the LV quantification. Statistical analysis performed using two-tailed unpaired t test.

### TIMP1 promotes cardiac myofibroblast proliferation

We sought to characterize the growth factors involved in the myofibroblast autocrine signaling loop. To do so, we used NicheNet, an algorithm that infers ligand-receptor interactions within a transcriptomic dataset, using prior knowledge on ligand-receptor interactions and regulatory networks.^68^ We applied NicheNet to the scRNA-seq dataset by Forte et al.^46^ (Figures 5C–5F and S7E). To focus on growth factor interactions, we retained ligands according to a curated list of growth factors (see STAR Methods). This analysis detected paracrine and autocrine growth factor interactions of macrophages (M), fibroblasts (F), and myofibroblasts (mF) (Figures 5C and 5D). Among the growth factor interactions between the cell populations, the strongest is the autocrine loop of myofibroblasts (Figures 5D–5F). The myofibroblast autocrine interaction increased between days 3 and 28, whereas all other interactions involving macrophages decreased, as expected in a cold fibrosis outcome (Figure 5F).

To establish whether each interaction is specific to cold fibrosis development or maintenance, we investigated whether the interaction is differentially expressed between day 0 and day 3 or 28 post-MI (Figures 5E and 5F). We found known factors that play important roles in cardiac fibrosis, such as transforming growth factor beta (*Tgfb1*, *Tgfb2*, and *Tgfb3*)^69^^,^^70^ and Oncostatin-M (*Osm*).^71^ We also identified tissue inhibitor of metalloproteinase 1 (*Timp1*) and thrombospondin 4 (*Thbs4*), which were not previously characterized as cardiac myofibroblast growth factors.

We focused on *Timp1* since it was strongly expressed at both early (day 3) and late phases of cold fibrosis (day 28), consistent with its increased levels in serum samples following MI in mice.^24^ TIMP1 has been studied in relation to fibrosis mostly in the context of its inhibition of matrix metalloproteinases (MMPs) activity as a pro-fibrotic and an anti-fibrotic factor^24^^,^^72^^,^^73^ but was also reported as a growth factor in scleroderma fibroblasts.^74^

In the heart, *Timp1* is expressed almost exclusively by myofibroblasts (Figure S7A). Following MI, its expression peaks at day 3, coinciding with the peak of myofibroblast proliferation (Pearson-*r* = 0.94, *p* = 0.015) (Figures S7B and S7C). *Timp1* expression persists for 28 days after MI in both mice and pigs (Figures S7B and S7E; Table S4). The P1 (post-natal day 1) mouse heart is well known for its robust regenerative potential.^75^ *Timp1* shows a difference in expression in the regenerative (P1) versus non-regenerative hearts (P8, 8-day old mice) in response to MI, it peaked and dropped quickly in P1 hearts following MI and remained high in post-MI P8 hearts (Figure S7D). *TIMP1* expression also dropped in rhAgrin-treated pig hearts 28 days post-MI compared with control samples (Figure S7J).

We next validated the relevance of TIMP1 in human cold fibrosis following MI using LIANA+,^76^ an algorithm that decodes signaling events from transcriptomics datasets. We applied LIANA+ to the human MI Visium transcriptomic data by Kuppe et al.^62^ and quantified the spatial colocalization of the *TIMP1-POSTN* gene pair (Figure S7F). Following MI, the co-expression of *TIMP1* and the myofibroblast marker gene *POSTN* increased and remained high as cold fibrosis was established (30+ days following MI). This result suggests that *TIMP1* is spatially associated with myofibroblasts in human hearts following MI. We conclude that TIMP1 is linked to cold fibrosis in mice, pigs, and humans and that its reduction at later stages is associated with healing.

We analyzed the expression of potential TIMP1 receptors: *Lrp1*, *Cd63*, *App, Cd82*, *Cd74*, and *Cd44*^45^^,^^73^^,^^77^ (Figure S7G). All interstitial cell types in the heart were found to express at least one of the known TIMP1 receptors. Myofibroblasts predominantly express three receptors: *Lrp1*, *Cd63*, and *App*. NicheNet predicted that the receptor for TIMP1 is the low-density-lipoprotein-receptor-related protein 1 (LRP1) (Figure S7H). Indeed, TIMP1 can directly interact with LRP1.^78^ In myofibroblasts, *Lrp1* mRNA peaks at day 3 and persists to day 28 (Figure S7I). Similar to *Timp1*, bulk-mRNA analysis of regenerative, P1 hearts after MI in mice showed a transient peak of *Lrp1*, whereas non-regenerative P8 hearts had sustained expression of *Lrp1* up to 7 days post-MI (Figure S7J).

We next co-stained TIMP1 and LRP1 in primary cardiac myofibroblasts obtained from adult mouse hearts (Figure 5G). The majority (60%) of cardiac myofibroblasts (αSMA+ cells) co-expressed TIMP1 and LRP1. A minority (20%) expressed LRP1 alone, with very few cells expressing TIMP1 alone or neither (Figure 5H).

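Visium measures mRNA on a slide printed with barcoded spots, and each spot collects RNA from the group of cells lying above it. The data are 1 heart section from 1 adult ICR mouse at each of 4 days after MI, and the first section is labelled day 1, which is the day used throughout. The authors deposited the number of unique molecular identifiers (UMIs, 1 for each captured mRNA molecule) counted per gene and spot by Space Ranger on the mm10 genome, without normalization and only for spots under tissue. The day 1 section had 2151 spots with 12640454 UMIs in total, and the day 4 section had 2026 spots with 15572491 UMIs. On day 7 there were 2184 spots with 10983077 UMIs, and on day 14 there were 2741 spots with 17315715 UMIs. Spots with more than 1% of their UMIs in hemoglobin genes were removed. The remaining spots had a median of 6410 UMIs on day 1, 8799 on day 4, 5188 on day 7 and 8310.5 on day 14, and a median of 1879, 2287, 1703 and 2012 detected genes. Spot positions and images were not used here, so no spots were removed for their distance from the tissue edge. Values per gene are UMIs summed over the spots of a region and given as CPM, counts per 1000000 UMIs of that region, with exact Poisson 95% intervals. Shares of spots have exact Clopper-Pearson 95% intervals. Both kinds of interval cover counting error only. With 1 mouse per day there are no replicates at any day, so the spread between mice is unknown and no test between days was run.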

To explore the spatiotemporal expression dynamics of *Timp1* and *Lrp1* following MI, we performed Visium spatial transcriptomics on adult mouse tissue sections from days 2, 4, 7, and 14 post-MI (Figure S8A). 

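Spots of all 4 sections were grouped by k-means into 3 clusters, a number taken from the paper. Each UMI share was multiplied by 10000, 1 was added, and the natural log was taken before centring and reduction to 10 principal components. The first 3 components held 10.5%, 2.78% and 1.08% of the variance. To keep the genes that are compared between clusters out of the grouping, 2272 genes were used for clustering and the other 2497 only for reporting. Each cluster took the name of the region whose marker genes scored highest in it, the score being the mean z-score of those markers over spots. The cluster called the scar region had a scar marker score of 1.09 (Sparc, Dcn, Vim, Lgals1, Col4a1 and Mgp). Border markers scored 0.95 in the border region (Nppb, Acta1, Flnc, Xirp2 and Myh7), and remote markers scored 0.48 in the remote region (Mb, Fabp3, Atp2a2, Ckmt2, Cox6a2 and Tnni3). The scar region held 40, 302, 381 and 293 spots on days 1, 4, 7 and 14, the border region 664, 379, 328 and 52 spots, and the remote region 1186, 998, 1139 and 1741 spots. No scar marker was among the 10 genes most raised in the scar region, where the immune and stress genes Saa3, Hp and Lilrb4a ranked highest and Sparc had rank 11. Sprr1a led the border region, and its top 10 held the marker Acta1, the chemokines Ccl2 and Ccl7, and the skeletal muscle genes Myh1, Tnnc2, Tnni2 and Atp2a1, whose UMIs came almost all from a group of spots of the day 7 section. Efnb3 and Kcnj3 led the remote region, where the marker Fabp3 had rank 17. Spots of the scar region were shallow, with a median of 1055.5 UMIs on day 1, 5338 on day 4, 2286 on day 7 and 1033 on day 14. Measured against the median spot of the same section, the median over all scar-region spots was 35.0%. On day 1 the scar region is small and mixed: Sparc was higher than in the rest of the section (log2 ratio 2.18), as were Vim (1.42), Lgals1 (1.28) and Col4a1 (1.05), while Dcn was not detectably different (0.23, 95% interval -0.39 to 0.78), Mgp was lower (-1.24), and 9 of the 40 spots had at least 10 UMIs of 5 adipocyte genes.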

We find three gene expression clusters by unbiased clustering (Figures S8B–S8E, STAR Methods). 

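Differences between regions were tested over sections, not over spots. UMIs were summed per section and region into 12 libraries of 52027 to 15125656 UMIs, and edgeR's quasi-likelihood test compared regions with the section as a block. The 4 sections are from different days, and the test asks whether their average difference departs from 0, with 6 residual degrees of freedom. A small p-value does not mean that each day shows the difference. The number of sections with the same direction is therefore given beside it. Regions were found from expression, so genes that vary together with the clustering genes differ between them by construction. Col1a1, the alpha 1 chain of collagen I, lies on chromosome 11 of GRCm38 (the mm10 build) from 94936224 to 94953042. It was higher in the scar region than in the remote region by a log2 fold change of 4.43 (standard error 0.40, adjusted p = 5.06e-06, 4 of 4 sections). For Col3a1 (chromosome 1, 45311538 to 45349706) the log2 fold change was 3.79 (standard error 0.54, adjusted p = 0.000219, 4 of 4 sections), and for the fibronectin gene Fn1 (chromosome 1, 71585520 to 71653200) it was 5.18 (standard error 0.31, adjusted p = 7.65e-08, 4 of 4 sections). In the border region these genes were raised by 2.59, 2.50 and 3.29. With the total UMIs of each library in place of edgeR's TMM factors, an alternative chosen after seeing the data, the median log2 fold change of all 2497 genes rose from 0.07 to 0.82 in the scar region and from 0.02 to 0.44 in the border region, and Col1a1 in the scar region rose to 5.18, its largest shift under any alternative. Fn1 in the scar region moved most with 5 clusters, to 4.33. Here and below, the scar region of 5 clusters takes in most border-region spots of days 4, 7 and 14. Myh6 (chromosome 14, 54941921 to 54966927), the cardiomyocyte alpha myosin heavy chain, was lower in the scar region by a log2 fold change of -4.06 (standard error 0.25, adjusted p = 2.75e-08, 4 of 4 sections) and in the border region by -1.57. The myosin light chain gene Myl2 (chromosome 5, 122100951 to 122113472) had a log2 fold change of -3.91 in the scar region (standard error 0.24, adjusted p = 2.58e-08, 4 of 4 sections) and of -1.39 in the border region. With 5 clusters the falls in the scar region were smaller, -1.93 for Myh6 and -1.94 for Myl2. Nppa (chromosome 4, 148000722 to 148002079) encodes atrial natriuretic peptide. In the border region its log2 fold change was 4.03 (standard error 0.32, adjusted p = 1.75e-05, 4 of 4 sections). The smaller value in the scar region, 0.85 (standard error 0.30, adjusted p = 0.0248, 4 of 4 sections), was no longer past an adjusted p of 0.05 without day 1 (0.65), without day 7 (0.90), without the section block (0.37) or with all genes of at least 10 UMIs tested (0.32), while with 5 clusters it rose to 3.00. Ankrd1 (chromosome 19, 36111961 to 36120099) was higher in the border region by 1.65 (standard error 0.23, adjusted p = 0.000178, 4 of 4 sections). In the scar region it was lower, with a log2 fold change of -1.48 (standard error 0.24, adjusted p = 0.000138, 3 of 4 sections), and this turned to 0.69 when 5 clusters were made. Clu (chromosome 14, 65968483 to 65981547), which encodes clusterin, had a log2 fold change of 2.43 in the border region (standard error 0.18, adjusted p = 6.18e-06, 4 of 4 sections). Its value of 0.74 in the scar region (standard error 0.17, adjusted p = 0.00181, 4 of 4 sections) was not past the threshold with genes of at least 10 UMIs (0.19) or without the section block (0.72).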

The spatial position of these clusters indicates that they correspond to the infarct zone (with scar components such as *Col1a1*, *Col3a1*, and *Fn1*), remote zone (with functional cardiomyocyte marker genes such as *Myh6*, and *Myl2*) and a defined border zone population between them (marked by genes such as *Nppa, Ankrd1*, and *Clu*^79^^,^^80^^,^^81^) (Figures S8D and S8E; Table S7). *Timp1*-*Lrp1* co-expressing spots were increasingly abundant in the infarct zone over time (Figure S8F).

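Timp1 (ENSMUSG00000001131) lies on chromosome X of GRCm38 from 20870166 to 20874735, on the plus strand and within Syn1, which is read from the other strand. Lrp1 (ENSMUSG00000040249) lies on the minus strand of chromosome 10 from 127538161 to 127621148. In the scar region Timp1 reached 499.7 CPM (95% interval 326 to 732) on day 1, 3132 CPM (3047 to 3218.5) on day 4, 1077 CPM (1014 to 1144) on day 7 and 1102 CPM (999.5 to 1212) on day 14. The day 1 value rests on 26 Timp1 UMIs in 40 spots. Timp1 in the border region was at 1414.5 CPM on day 1 and fell to 704, 219 and 221 CPM on the later days, and in the remote region it fell from 55.4 to 45.4, 19.6 and 7.14 CPM. Lrp1 in the scar region was at 846 CPM (614.5 to 1135) on day 1, 736 CPM (696 to 779) on day 4, 676 CPM (626 to 729) on day 7 and 925 CPM (832 to 1026.5) on day 14. Remote-region Lrp1 stayed between 67.2 and 97.1 CPM. Over the 4 sections, Timp1 was higher in the scar region than in the remote region by a log2 fold change of 5.16 (edgeR, standard error 0.69, adjusted p = 0.000195, 4 of 4 sections) and Lrp1 by 2.44 (standard error 0.19, adjusted p = 1.83e-07, 4 of 4 sections).

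**Figure D1:**
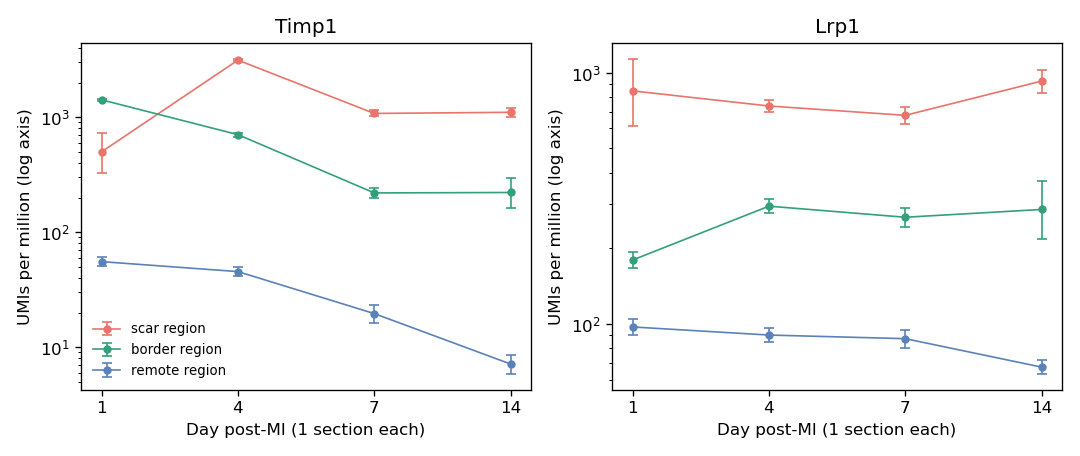
Timp1 and Lrp1 UMIs per 1000000 UMIs of each region (log axis) against days after MI (1, 4, 7 and 14) in the scar, border and remote regions, with exact Poisson 95% intervals. Scar-region Timp1 is highest on day 4 at 3132, and border-region Timp1 is highest on day 1 at 1414.5.

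A spot was taken as double positive when its UMI share was above the median over all sections for both genes. Within the scar region, 9 of 40 spots were double positive on day 1 (22.5%, 95% interval 10.8% to 38.5%), 273 of 302 on day 4 (90.4%, 86.5% to 93.5%), 208 of 381 on day 7 (54.6%, 49.4% to 59.7%) and 99 of 293 on day 14 (33.8%, 28.4% to 39.5%). Seen the other way, the scar region held 1.69% of the 531 double-positive spots of day 1 (0.778% to 3.19%), 38.9% of 702 on day 4 (35.3% to 42.6%), 50.9% of 409 on day 7 (45.9% to 55.8%) and 64.7% of 153 on day 14 (56.6% to 72.3%). The number of double-positive spots in a section, and with it the base of this second share, was smallest on day 14. The scar region itself made up 2.12%, 18.0%, 20.6% and 14.0% of the spots. Its part of double-positive spots rose by 25.8 points from day 4 to day 14, a difference that became -1.39 points (-9.56 to 5.94) when 5 clusters were made. With 5 clusters the scar region takes in most border-region spots of days 4, 7 and 14. That value therefore concerns mostly the 2 regions together, not the scar region alone. Because shallow spots miss genes, each spot was also thinned at random to 1300 UMIs and counted as positive with at least 1 UMI, which left out 366 shallower spots, 184 of them in the scar region of day 14. The share within the scar region was then 25.0% (7.27% to 52.4%), 50.9% (45.0% to 56.7%), 37.7% (32.1% to 43.5%) and 41.3% (31.9% to 51.1%) on days 1, 4, 7 and 14. The difference between days 14 and 4 went from -56.6 points (-62.8 to -49.7) to -9.57 points (-20.6 to 1.89), which does not exceed counting error. Averaged over all possible thinnings, an alternative chosen after seeing the data, the shares were 22.2%, 52.6%, 34.6% and 42.5%, and days 14 and 4 differed by -10.1 points, where an interval from resampled spots leaves out 0 (-17.4 to -2.79). In the random thinning the scar region's part of double-positive spots was 3.33%, 65.9%, 83.3% and 91.8%, and averaged over thinnings it was 3.04%, 68.2%, 78.4% and 86.3%, a smaller rise from day 4 to day 14 (18.0 points in place of 25.9).

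**Figure D2:**
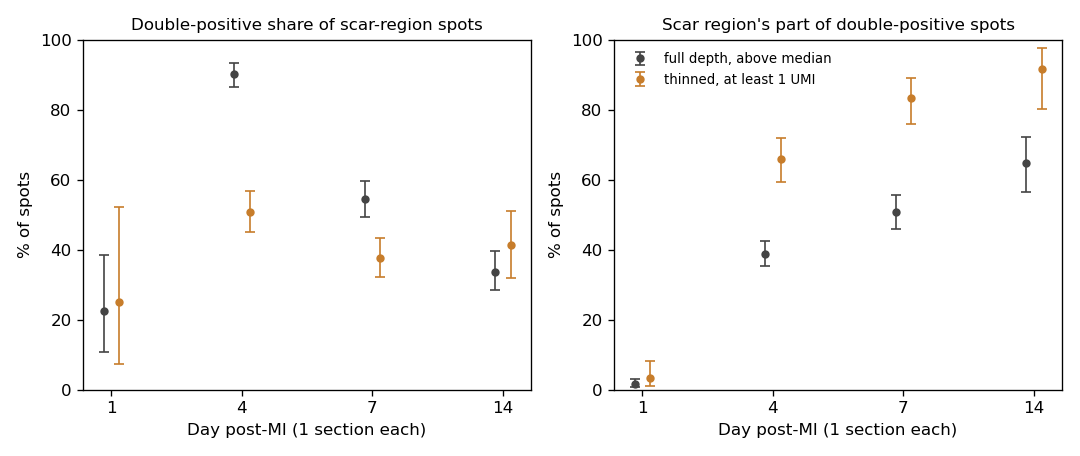
Share of scar-region spots that are Timp1-Lrp1 double positive in %, and the scar region's part of all double-positive spots of a section in %, against days after MI, at full depth and after thinning to 1300 UMIs per spot, with exact 95% intervals. The first share is highest on day 4 at both depths (90.4% and 50.9%), and the second rises from each day to the next.

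Citing the distribution of positive spots over the zones (Figure S8F), the paper states that spots co-expressing both genes became more frequent in the infarct zone over time.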

To test the possible growth factor activity of TIMP1 *in vitro*, we used a culture assay of primary cardiac myofibroblasts which were treated with either recombinant mouse TIMP1 (rmTIMP1) or with a neutralizing antibody against TIMP1 (ɑTIMP1) (Figures 5I and S7K). We found that rmTIMP1 induced an increase in 5-ethynyl-2′-deoxyuridine (EdU) incorporation in myofibroblasts, a marker of cell division, whereas inhibition of TIMP1 by the neutralizing antibodies reduced EdU incorporation (Figure 5I).

To test the mouse-to-human translational relevance of TIMP1, we repeated our culture assay using primary non-human-primate cardiac fibroblasts (NHP-cFs). NHP-cFs were incubated with recombinant human TIMP1 (rhWT-TIMP1) (Figure 5J). rhWT-TIMP1 induced a 2.5-fold increase in EdU+ NHP-cFs. To gain additional mechanistic insight, we used a fragment of TIMP1, which lacks the C-terminal domain of the protein, rhN-TIMP1.^82^ We found that rhN-TIMP1 increased NHP-cFs proliferation to a similar extent as rhWT-TIMP1 excluding signaling via CD63 or APP.^77^^,^^82^ Overall, this demonstrates that the growth factor activity of TIMP1 is conserved from mice to primates/humans.

To test whether TIMP1 promotes proliferation *in vivo*, we performed MI using permanent LAD ligation in adult MAMY mice and treated them with ɑTIMP1 or immunoglobulin G (IgG) control antibodies immediately after the injury by intramuscular (IM) injection and 3 days later by retroorbital (RO) injection (Figure 5K; STAR Methods). To quantify proliferating cells, a pulse of EdU was given to mice at day 3 post-MI, 24 h prior to heart extraction at day 4.

We enumerated tdTomato and GFP cells in each 100 μm neighborhood based on their proliferative capacity (EdU±) and generated a cell-type proliferation map (Figure S9A, STAR Methods). We find that ɑTIMP1-treated mice showed reduced amounts of proliferative myofibroblasts (tdTomato+EdU+) compared with IgG controls (Figures 5L and 5M). ɑTIMP1 antibody treatment did not affect macrophage abundance (GFP+ cells), proliferation (GFP+EdU+), or the fraction of pro-fibrotic macrophages (marked by Galectin-3^83^^,^^84^) (Figures S9B–S9D and S9F). Moreover, while ɑTIMP1 treatment did not significantly attenuate the fraction of ɑSMA+ myofibroblasts, a slight trend was observed (Figure S9E).

Based on these *in vitro* and *in vivo* assays, we conclude that TIMP1 acts as a growth factor for cardiac myofibroblasts. It is expressed by cardiac myofibroblasts after injury together with its predicted receptors forming an autocrine signaling loop driving myofibroblast proliferation.

### Inhibiting TIMP1 reduces fibrosis after acute cardiac injury

The mathematical model predicts that inhibition of the autocrine growth factor loop should reduce fibrosis (Figure 5A). To test this *in vivo*, we performed MI using permanent LAD ligation on adult Hsd:ICR (CD1) mice. We injected IgG control or ɑTIMP1 neutralizing antibodies directly to the injured myocardium following injury, and again 3 days after injury by RO injection (Figure 5N). We analyzed heart sections 35 days after injury (Figures 5O and 5P). Mice treated with ɑTIMP1 antibody showed reduced fibrosis—the number of tissue sections with detectable scarring was 2.4-fold lower in the ɑTIMP1 treated mice compared with mice treated with IgG control antibody. ɑTIMP1 treatment reduced the severity of the scar, causing a 2.5-fold reduction in the number of sections that showed a transmural scar, defined as a scar that is continuous through the entire left ventricular wall. We conclude that inhibiting TIMP1 can attenuate fibrosis following MI.

We also tested heart function at days 3, 7, and 35 post-MI. We did not find a significant difference in EF nor fractional shortening (FS) values between treated and control groups. This may be due to the low correlation between fibrosis and systolic function parameters measured by echocardiography (i.e., EF and FS) following MI in mice (Figures S9G–S9I).

## Discussion

We combined mathematical modeling together with *in vitro* and *in vivo* experimental approaches to investigate the concepts of hot and cold fibrosis in cardiac pathology and to identify targets to reduce fibrosis following cardiac injury. Previous mathematical modeling have demonstrated the important role of myofibroblast-macrophage interactions in driving and sustaining fibrosis.^18^^,^^19^^,^^24^ Accordingly, we defined two types of fibrosis, hot fibrosis with coexisting myofibroblasts and macrophages and cold fibrosis driven by myofibroblasts alone.^19^ We developed a macrophage-myofibroblast double-reporter (MAMY) mouse that provides a tool to differentiate between cold and hot fibrosis *in vivo*. We find that acute MI results in cold fibrosis in mice, which is conserved in pigs and humans. After a transient immune-interacting state, myofibroblasts acquire a pro-fibrotic phenotype in cold fibrosis following MI and support their own proliferation by means of a growth factor autocrine loop. In contrast, chronic injury in mice resulted from either pressure overload injury (TAC) or the existence of a FBR (surgical suture) leads to hot fibrosis, with coexisting myofibroblasts and macrophages. Using a circuit-to-target approach, we predicted that inhibiting the myofibroblast autocrine loop should abrogate cold fibrosis. We identified TIMP1 as an autocrine growth factor for cardiac myofibroblasts. Antibody-mediated inhibition of TIMP1 reduced fibrosis in adult mice following MI.

Our findings suggest that fibrosis is different in distinct modes of cardiac injury. Acute injury in MI leads to cold fibrosis, whereas chronic injury—FBR and TAC—leads to hot fibrosis. Moreover, our results indicate that the pathology of acute MI consists of two phases, which could be viewed as two distinct disease states. The early phase is characterized by the activation of both myofibroblasts and macrophages with immune-interaction phenotypes. The late phase shows persistent myofibroblasts and a reduction in macrophage number and activity to basal levels.

Fibrosis in the heart has been mostly studied based on histological presentation. Histological definitions of fibrosis include replacement, interstitial, or perivascular fibrosis.^54^ We propose that similar histological features can result in different fibrotic compositions (hot or cold fibrosis). Specifically, we identified replacement fibrosis as the outcome in both MI and TAC injuries. However, in MI, we observed cold fibrosis, whereas replacement fibrosis in TAC presents hot fibrosis. Our data thus suggest that fibrosis classification can be extended beyond the current histological categories.^21^

This study highlights the utility of a minimal mathematical model for identifying a target to reduce fibrosis. Targeting the autocrine loop makes sense because in cold fibrosis, the absence of macrophages leaves myofibroblasts as the primary source of their own growth factors. The model predicts that in order to abolish the cold fibrosis fixed point, it is not necessary to inhibit the autocrine loop completely. Instead, the loop needs only to be inhibited below a threshold (∼40%) leaving a single regenerative healing fixed point.

We identified TIMP1 as a cardiac myofibroblast autocrine growth factor both *in vivo* and *in vitro* and as a target for reducing cold fibrosis after MI. The canonical function of TIMP1 is inhibition of metalloproteinases, including MMPs.^85^ Originally, TIMP1 was identified as a growth factor and is now emerging as a potent pro-inflammatory cytokine.^45^ As a growth factor, TIMP1 facilitates cell-cycle activity in scleroderma fibroblasts^74^ and hepatic stellate cells.^86^ TIMP1-induced cellular proliferation was shown to be independent of its MMP inhibition activity in keratinocytes and multiple cell lines.^87^^,^^88^ We show that TIMP1 acts as a growth factor for cardiac myofibroblasts and suggest that this activity is due to interaction with LRP1, but not with CD63 or APP. Future studies employing direct blocking or knockdown of LRP1 are necessary to fully clarify its role in TIMP1-induced proliferation. Indirect activation of proliferation via MMP inhibition was not excluded. Our data suggest that TIMP1’s function as a cardiac myofibroblast growth factor is conserved in mice, primates, and humans. In humans, increased levels of TIMP1 in the bloodstream have been linked to major cardiovascular risk factors.^89^ Accordingly, TIMP1 knockout mice showed reduced fibrosis in a model of hypertension-induced chronic cardiac injury.^90^ In contrast, these TIMP1 knockout mice had an exacerbated acute liver fibrosis.^72^ Anti-TIMP1 antibody treatment reduced virus-induced myocarditis in mice.^91^ It would be intriguing to see whether inhibiting TIMP1 alleviates fibrosis in other contexts in which it acts as a growth factor for pro-fibrotic cells. Agrin treatment, shown to reduce fibrosis after MI, appears to work by a distinct mechanism, inducing regenerative senescence in cardiac fibroblasts.^92^

Although TIMP1 is expressed exclusively by cardiac myofibroblasts post-MI, we find that TIMP1 receptors are present in all cardiac interstitial cells. This suggests, in the context of MI, a widespread influence of TIMP1 not limited to cardiac myofibroblasts. Our *in vivo* data suggest that TIMP1 inhibition did not affect monocyte (GFP+) infiltration, macrophage proliferation, or fate; however, we cannot rule out potential roles of TIMP1 in other arms of inflammation and subsequent fibrosis.^45^

Inhibiting the myofibroblast autocrine loop is an example of a more general strategy in which modulation of growth factor interactions promotes the collapse of an entire cell population. This strategy differs in a qualitative way from other approaches that aim at affecting ECM deposition from pro-fibrotic cells or modulating their phenotypes. The collapse of a cell type removes all of its secreted factors in a single step and thus may be more decisive as a treatment for a complex pathology such as fibrosis. An example is the recent use of chimeric antigen receptor-T (CAR-T) technology to specifically target cardiac myofibroblasts.^37^

In line with our study, a recent publication used a similar autocrine loop inhibition strategy in the context of late stage liver cirrhosis.^93^ This study did not address the question whether liver cirrhosis (severe liver scarring) is hot or cold. Interestingly, elevated blood levels of TIMP1 induce an autocrine signaling loop of TIMP1 expression in hepatic stellate cells.^94^ Thus, the inhibition of the autocrine signaling loop of a key pro-fibrotic cell population might be a general strategy to target fibrosis across organs.

Whereas cold fibrosis depends on the myofibroblast autocrine signaling loop, one may ask what drives hot fibrosis. Our model indicates that hot fibrosis requires paracrine signaling between macrophages and myofibroblasts. Key paracrine signals supporting hot fibrosis in chronic cardiac injuries were reported in recent studies showing that activated macrophages secrete IL1β that promotes fibroblast activation and subsequent fibrosis in cardiac-pressure-overloaded mice and humans.^95^^,^^96^ It would be fascinating to explore hot and cold fibrosis in different organs and contexts.

The macrophage fibroblast circuit may apply beyond fibrosis: recent work identified a similar circuit with an autocrine loop in the breast tumor microenvironment.^97^ Fibroblasts had a strong autocrine loop and the strongest outgoing signaling, whereas macrophages had the strongest incoming signals. Viewing the cancer microenvironment as a type of hot fibrosis may help to use the present circuit-to-target approach to design interventions to collapse the tumor microenvironment for therapeutic purposes.^19^^,^^98^

In summary, we tested *in vivo* the concepts of hot and cold fibrosis from a mathematical cell-circuit model and found that acute MI evolves to cold fibrosis, whereas chronic cardiac injuries evolve to hot fibrosis. We propose that the therapeutic strategies should differ between cold and hot fibrosis and use the cell circuit to identify the autocrine loop as a target in cold fibrosis. We further demonstrate a treatment strategy to reduce fibrotic scarring in mouse heart by inhibiting an autocrine growth factor of myofibroblasts. Our study highlights the utility of mechanistic yet simple mathematical models to cut through the complexity of pathological processes and to provide useful concepts and molecular strategies for treatment.^3^

## Resource availability

### Lead contact

Further information and requests for resources should be directed to and will be fulfilled by the lead contact, Eldad Tzahor ().

### Materials availability

This study did not generate new materials.

### Data and code availability

• Data: all data are available in the main text or the supplementary materials. All count matrices and metadata for each transcriptomic dataset: pig bulk-RNA sequencing and Visium spatial transcriptomics, will be publicly available in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under data accession no. GEO: GSE247856, and GEO: GSE249517, as of the date of publication.
• Code: all custom generated code are available in the AlonLabWIS git. This repository has been archived at Zenodo with (https://doi.org/10.5281/zenodo.14555560).
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

We thank Marina Cohen from the Histology Unit, Department of Veterinary Resources, Weizmann Institute of Science for histological processing and staining. We also thank Dr. Hadas Keren-Shaul and Danna Robbins (The Nancy & Stephen Grand Israel National Center for Personalized Medicine, Weizmann Institute of Science) for pig bulk-mRNA sequencing library preparation and sequencing. We would like to acknowledge histology and next-generation sequencing facilities at the Vienna Biocenter Core Facilities (VBCF) for all aspects of Visium handling, sectioning, and sequencing. We thank Prof. Steffen Jung, Dr. Jung-Seok Kim, and Dr. Sebastien Trzebanski from the Department of Immunology and Regenerative Biology, Weizmann Institute of Science, Rehovot, Israel for insightful comments and technical assistance in flow cytometry experiments. This study has been supported by grants to E.T. from the European Research Council (ERC AdG grant no. 788194, CardHeal), REANIMA European Union’s Framework Programme for Research and Innovation “Horizon2020.” E.T. and R.S. were supported by the Israel Science Foundation (ISF, no. 2214/22). This study was further supported by a Cancer Research UK grant (C19767/A27145) and by the European Research Council under the European Union’s Horizon 2020 research and innovation program (grant agreement No. 856487) to U.A. M.A. was supported by the EMBO Long-Term Fellowship (ALTF 304-2019), the Zuckerman STEM Leadership program, and the Israel National Postdoctoral Award Program for Advancing Women in Science. C.K. was funded by the ERC Advanced Grant Cor-Edit-P (grant no. 101021043). E.M.T. was funded by REANIMA European Union's Framework Programme for Research and Innovation “Horizon2020” and FWF P36045 “Regenerative strategies for cardiac repair.” E.B was funded by the EMBO ALTF447-2020 and the Marie Curie Post-doctoral individual fellowship “Axomatrx.” A.K. and D.H. were funded by the Deutsche Forschungsgemeinschaft, Bonn, Germany (KR2047/8-2, KR2047/14-1, and KR2047/15-1).

## Author contributions

Conceptualization: S.M., M.A., A.M., U.A., and E.T.; methodology: S.M., M.A., and A.M.; investigation: S.M., M.A., A.M., E.B., D.H., Y.D., K.B.U., J.E., A.G., D.K., D.L., T.S., M.G., A.S., L.Z., J.W., A.B., C.K., H.B.-L., R.O.R.F., O.G., E.W., T.D., and Z.P.; visualization: S.M., M.A., A.M., and D.M.K.; funding acquisition: E.T. and U.A.; project administration: E.T. and U.A.; supervision: E.T., U.A., R.M., E.M.T., C.K., J.S.-R., A.K., and A.L.M.; writing—original draft: S.M., M.A., A.M., U.A., and E.T.; writing—review & editing: all authors.

## Declaration of interests

E.T. is a Founder of a biomedical startup related to Agrin therapy for heart disease and has related patents. J.S.-R. reports funding from GSK, Pfizer, and Sanofi and fees/honoraria from Travere Therapeutics, Stadapharm, Astex, Pfizer, Grunenthal, Moderna, Tempus and Owkin.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

anti-TIMP1	R&D Systems	Cat# AF980
IgG control	R&D Systems	Cat# AB-108-C
Anti-CD16/32	BioLegend	clone: 93
Anti-CD45	BioLegend	clone: 30-F11
Anti-CD11b	BioLegend	clone: M1/70
Anti-GR-1	BioLegend	clone: RB6-8C5
Anti-F4/80	Bio-Rad	Cl:A3-1
Anti-TIM4	BioLegend	Clone: RMT4-54
Anti-LRP1	Abcam	Cat# ab92544
Anti- ɑSMA	Sigma Aldrich	Cat# A2547
Anti-GFP	Abcam	Cat# ab6673
Anti-RFP	Rockland	Cat# 600-401-379
Anti-Galectin-3	BioLegend	clone: M3/38
Anti-cardiac troponin T	DSHB	clone: CT3
Cy™3 AffiniPure Fab Fragment Goat Anti-Mouse IgG2a	Jackson ImmunoResearch	Cat# 115-167-186
Cy™3 AffiniPure Donkey Anti-Rabbit IgG (H+L)	Jackson ImmunoResearch	Cat# 711-165-152
Alexa Fluor® 647 AffiniPure Donkey Anti-Mouse IgG (H+L)	Jackson ImmunoResearch	Cat# 715-605-150
Alexa Fluor® 488 AffiniPure Donkey Anti-Mouse IgG (H+L)	Jackson ImmunoResearch	Cat# 715-545-150
Alexa Fluor® 647 AffiniPure Donkey Anti-Mouse IgG (H+L)	Jackson ImmunoResearch	Cat#705-605-147
Donkey Anti-Goat IgG H&L (Alexa Fluor® 488)	Abcam	Cat# ab150129

**Chemicals, peptides, and recombinant proteins**		

Isoflurane	Abbott Laboratories	Cat# AWN-34014202
Buprenorphine	Richter Pharma	N/A
Biological glue- Histoacryl®	B. Braun Melsungen AG	Cat# LUXBBS105005/2
Tamoxifen	Sigma Aldrich	Cat# T5648
Corn oil	Sigma Aldrich	Cat# C8267
5-ethynyl-2'-deoxyuridine (EdU)	Thermo-Fisher	Cat# C10424
rhAgrin	R&D Systems	Cat# 6624-AG
Collagenase-I	Sigma Aldrich	Cat# C0130
Collagenase-XI	Sigma Aldrich	Cat# C7657
Hyaluronidase	Sigma Aldrich	Cat# H3506
Collagenase II	Worthington	Cat# LS004177
Recombinant-mouse TIMP1	Abcam	Cat# ab206786
Recombinant human WT TIMP-1	In-house synthesized. Schoeps et al.^82^	N/A
Recombinant human N-TIMP-1	In-house synthesized. Schoeps et al.^82^	N/A

**Deposited data**		

Pig bulk-RNA sequencing	This paper	GSE247856
Visium spatial transcriptomics (Mice)	This paper	GSE249517

**Experimental models: Organisms/strains**		

Hsd: ICR (CD1) mice	Envigo	N/A
Postn^MerCreMer^ mice	Jackson Laboratory	#029645
Rosa26^TdTomato^ mice	Madisen et al.^53^	N/A
Cx3cr1^GFP^ mice	Jackson Laboratory	#005582
Postn^MCM/+^Rosa26^TdTomto/+^Cx3cr1^GFP/+^ mice	This paper	N/A

**Oligonucleotides**		

Genotyping primers for Postn^MerCreMer^: WT-Forward- GGT GCT TCT GTA AGG CCA TC; Common- CCT TGCAAT AAG TAAAACAGCTC, Mutant Forward-GGT GGGACATTTGAGTTGCT	Jackson Laboratory	#029645
Genotyping primers for Rosa26^TdTomato^: Mutant forward- GGCATTAAAGCAGCGT ATCC, mutant reverse- CTGTTCCTGTAC GGCATGG, internal control forward-CCGAAAATCTGTGGGAAGTC, internal control reverse-AAGGGAGCTGCAGT GGAGTA.	Madisen et al.^53^ Duva et al.^36^	N/A
Genotyping primers for Cx3cr1^GFP^: 1-TTCACGTTCGGTCTGGTGGG, 2-GGTTCCTAGTGGAGCTAGGG, 3-GATCACTCTCGGCATGGACG	Prof. Steffen’s Jung’s lab (Weizmann Institute of Science)	N/A

**Software and algorithms**		

Original code	This paper	https://doi.org/10.5281/zenodo.14555560
Vevo Lab Software Version 5.8.1	VisualSonics	https://www.visualsonics.com/product/software/vevo-lab
Diva Software	BD	https://www.bdbiosciences.com/en-eu/products/software/instrument-software/bd-facsdiva-software
FlowJo Software Version 10.6.2	BD	https://www.flowjo.com/
QuPath software Versions 0.5.1	Bankhead et al.^99^	https://qupath.github.io/
Qupath StarDist Extension	Schmidt et al.^100^	https://github.com/qupath/qupath-extension-stardist
ImageJ/Fiji software	Schneider et al.^101^ Schindelin et al.^102^	https://imagej.net/downloads
CaseViewer Software Version 2.4	3DHISTECH	https://www.3dhistech.com/
SpaceRanger Version 1.3.0	10X Genomics	https://www.10xgenomics.com/support/software/space-ranger/latest
Seurat algorithm Version 4.1.1	Satija et al.^103^ Butler, et al.^104^	https://satijalab.org/seurat/
Loupe Browser Software Version 6.1.0	10X Genomics	https://www.10xgenomics.com/support/software/loupe-browser/latest
Wolfram Mathematica Software Versions 14.0	Wolfram Alpha	https://www.wolfram.com/mathematica/quick-revision-history/
Scanpy algorithm Version 1.9.1	Wolf et al.^105^	https://github.com/scverse/scanpy
Liana-py algorithm Version 1.1.0	Dimitrov et al.^76^	https://github.com/saezlab/liana-py
Htseq-count version 0.11.2	Anders et al.^106^	https://htseq.readthedocs.io/en/master/index.html
STAR algorithm Version 2.7.3a	Doblin et al.^107^	https://github.com/alexdobin/STAR
DESeq2 algorithm Version 1.26.0	Love et al.^108^	https://www.bioconductor.org/packages/release/bioc/vignettes/DESeq2/inst/doc/DESeq2.html
Rstudio Software Version 3.6.1	Posit PBC	https://posit.co/download/rstudio-desktop/
Morpheus	N/A	https://software.broadinstitute.org/morpheus
ParTi algorithm	Hart, etl al.^65^	https://github.com/AlonLabWIS/ParTI
Sanity algorithm	Breda et al.^109^	https://github.com/jmbreda/Sanity
NicheNet algorithm	Browaeys et al.^68^	https://github.com/saeyslab/nichenetr
GraphPad Prism software Version 8.0.1	GraphPad	https://www.graphpad.com/

**Other**		

Trypsin EDTA solution B	Sartorius	Cat# 03-052-1B
Click-IT EdU flow cytometry kits	Invitrogen	Cat# C10424, #Cat C10420
Neonatal heart dissociation kit	Miltenyi Biotec	Cat# 130-098-373
GentleMACS C-Tubes	Miltenyi Biotec	Cat# 130-093-237
DMEM/F12	Sigma Aldrich	Cat# D6421
L-glutamine	Biological Industries	Cat# 03-020-1B
Pyruvate	Biological Industries	Cat# 03-042-1B
Non-essential amino acids	Biological Industries	Cat# 01-340-1B
penicillin, streptomycin, amphotericin B	Biological Industries	Cat# 03-033-1B
Horse serum	Biological Industries	Cat# 04-004-1A
FBS	Biological Industries	Cat# 04-007-1
Gelatin	Sigma Aldrich	Cat# G1393
DMEM/F12	Thermo Fisher Scientific	Cat# 21331020
FBS	Sigma Aldrich	Cat# F7524-500ML
L-glutamine	Thermo Fisher Scientific	Cat# 25030081
Penicillin–streptomycin	Thermo Fisher Scientific	Cat# 15140122
Fibronectin-coated plates	Sigma Aldrich	Cat# F1141-5MG
Paraformaldehyde	Electron Microscopy Sciences	Cat# 15710
Citrate buffer	Sigma Aldrich	Cat# C999
Heat-inactivated horse serum	Biological Industries	Cat# 04-124-1A
Immu-Mount	Thermo Fisher	Cat# 9990402
Paraffin	Leica	Cat# 39601006
Picro-Sirius red staining	Abcam	Cat# ab246832
Optimal Cutting Temperature (OCT)	Sakura Finetek	Cat# 4583
SuperFrost plus slides	Thermo Scientific	Cat# 630-0951
Hematoxylin	Fisher Scientific	Cat# 6765002
Eosin	Fisher Scientific	Cat# 10483750
Visium Spatial Tissue Optimization Slide	10X Genomics	Cat# 1000193
Visium spatial gene expression slide	10X Genomics	Cat# 1000187
miRNeasy Mini Kit	Qiagen	Cat# 217004

### Experimental model and study participant details

#### Mice

All mice were housed in a pathogen-free environment at the Weizmann Institute of Science animal facility. Mice were provided *ad libitum* access to food and water and were monitored daily for health and activity. The animal housing area maintained an ambient temperature of approximately 22.5°C and 50% humidity. Mice from different experimental groups were housed under 12-hour light–dark cycles and received identical treatment conditions. All experimental procedures were approved by the Animal Care Committee of the Weizmann Institute of Science (approval numbers: 00660121-2, 00510122-3, 00060124-3, 03770624-2), and all studies were compliant with all the relevant ethical regulations regarding animal research.

Mice used in this study were either purchased from Envigo or bred in house. Mice purchased from Envigo include Hsd: ICR (CD1), Female, 31-34 grams, 10-12 weeks. Mice arrived at least 4 days before any procedure. In house bred mice include the Postn^MCM/+^Rosa26^TdTomto/+^Cx3cr1^GFP/+^ Macrophage-myofibroblast double reporter mice (MAMY). These were achieved in 2 consecutive breeding steps. First, to obtain a cardiac myofibroblast lineage tracer,^48^ we crossed the tamoxifen inducible-Cre mice (Postn-MerCreMer, Jackson Laboratory, #029645) with Rosa26-TdTomato mice. Rosa26-tdTomato indicator mice carry a conditional allele for a red fluorescent protein variant, which is only expressed following CRE-mediated recombination.^53^ We then crossed Postn^MCM/MCM^Rosa26^TdTomto/TdTomato^ mice with Cx3cr1^GFP/GFP^^48^ (Prof. Steffen Jung’s lab, Weizmann Institute of Science. Also available at Jackson Laboratory, #005582) to obtain the MAMY animals (Note S1). Genotyping primers used to validate transgenic animals is as follows: for Postn-MCM: WT-Forward- GGT GCT TCT GTA AGG CCA TC; Common- CCT TGCAAT AAGTAAAACAGCTC, Mutant Forward-GGTGGGACATTTGAGTTGCT. For Cxrcr1-GFP we used 3 primers: 1-TTCACGTTCGGTCTGGTGGG, 2-GGTTCCTAGTGGAGCTAGGG, 3-GATCACTCTCGGCATGGACG. For Rosa26- TdTomato we used 4 primers: Mutant forward- GGCATTAAAGCAGCGTATCC, mutant reverse- CTGTTCCTGTACGGCATGG, internal control forward- CCGAAAATCTGTGGGAAGTC, and internal control reverse- AAGGGAGCTGCAGTGGAGTA.

### Method details

#### Mouse myocardial infarction

Myocardial infarction (MI) was induced in adult male and female MAMY mice: Postn^MCM/+^Rosa26^TdTomto/+^Cx3cr1^GFP/+^ (12-20 weeks of age), and in female 12 weeks Hsd: ICR (CD1) mice by a permanent ligation of the left anterior descending (LAD) coronary artery. Mice were anesthetized using isoflurane (Abbott Laboratories, Cat# AWN-34014202) and, following tracheal intubation, were artificially ventilated. Toe pinch was performed to test the depth of anesthesia. Prior to all surgical procedures mice were administered with buprenorphine in a subcutaneous manner, as an analgesic agent (0.066 mg/kg). Lateral thoracotomy was performed at the third intercostal space by blunt dissection of the intercostal muscles. Following the exposure of the left ventricle the LAD an 8-0 silk suture was used to tie the LAD coronary artery. The suture was validated by holding in the tie for 5 seconds, and the observance of an ischemic (white) area below the suture. Following this validation, the procedure ended by closing the chest cavity and skin by either suture or biological glue- Histoacryl® (B. Braun Melsungen AG, Cat# LUXBBS105005/2), respectively. Following awakening, mice were warmed for several minutes in a recovery cage. Sham operated animals underwent similar surgical procedures without the LAD constriction.

To activate the Tamoxifen inducible Postn driven MerCreMer system in MAMY (Postn^MCM/+^Rosa26^TdTomto/+^Cx3cr1^GFP/+^) mice experiments, Tamoxifen (Sigma, Cat# T5648) diluted in corn oil (Sigma, Cat#C8267) according to mice weight (50ug/gr) was injected intraperitoneally (IP) immediately after MI and for 6 more days (daily).

For anti-TIMP1 neutralizing antibody experiments - immediately after LAD ligation, anti-TIMP1 (AF980, R&D) antibodies or IgG control (AB-108-C, R&D) were injected using an insulin syringe directly to the myocardium of the infarct area at a concentration of 0.1ug/gr. Mice were also given a booster injection with a single retro-orbital sinus injection of anti-TIMP1 antibodies or IgG control (0.166ug/gr).

For the assessment of myofibroblasts proliferation following anti-TIMP1 antibodies or IgG control we performed a 24 hours EdU pulse in MAMY mice following MI. Mice were injected subcutaneously with 12.5mg/kg EdU (Thermo-Fisher, Cat#C10424) 3 days following-MI. Heart were collected on day 4, 24 hours followed EdU pulse initiation.

For the evaluation cardiac function, we used transthoracic echocardiography performed on mice sedated with 2-3% isoflurane (Abbot Laboratories) using Vevo3100 (VisualSonics). Analysis was performed in a blinded manner using Vevo Lab 3.2.6 software (VisualSonics). In all MI experiments mice with baseline ejection fraction (EF) values lower than 45% were excluded from the experiment. Mice were then randomized to treatment groups with equal EF values. In anti-TIMP1/IgG control fibrosis and electrocardiography experiment (Figures 5M–5O, S9G, and S9H), animals that were too severely injured 3 days following injury (EF< 30%) were excluded from the experiment.

#### Mouse transverse aortic constriction

Chronic ventricular pressure overload was induced by transverse aortic constriction (TAC). Postn^MCM/+^Rosa26^TdTomto/+^Cx3cr1^GFP/+^ MAMY mice were anesthetized using isoflurane and, following tracheal intubation, were artificially ventilated. Toe pinch was performed to test the depth of anesthesia. Prior to all surgical procedures mice were administered with buprenorphine in a subcutaneous manner, as an analgesic agent (0.066 mg/kg). Skin incision and anterior thoracotomy in 3rd intercostal space was performed. Aortic constriction was carried out by encircling the ascending aorta using two loose knots, against a 27G blunt needle placed in a parallel position to the aorta. The first and second knots were quickly tied against the needle followed by a prompt removal of the needle, leaving a permanent knot on the aorta. Chest wound was closed with a 5-0 suture and biological glue- Histoacryl®. Mice awakening and recovery was done under warm conditions in a separate recovery cage. Sham operated animals underwent similar surgical procedures without the aortic constriction.

Tamoxifen diluted in corn oil (according to mice weight; 50ug/gr) was injected intraperitoneally (IP) immediately after TAC and for 6 more days. As TAC is a form of chronic injury tamoxifen was further injected on days 13-14 and 26-27 post-TAC initiation to collect the complete TdTomato signal.

For the evaluation of baseline and post-injury cardiac function and aortic pressure gradient *(mmHg)*, we used transthoracic echocardiography performed on mice sedated with 2-3% isoflurane (Abbot Laboratories) using Vevo3100 (VisualSonics). To evaluate the pressure gradient of the aortic arch we used color doppler, identified the construction site and placed the pulsed doppler cursor in parallel to the blood flow distant to the surgical node and measured the blood flow velocity *(V)*. To determine the pressure gradient *(ΔP)*, we used the modified Bernoulli equation *(ΔP=4^∗^V*^*2*^*)* in each mouse. Analysis was performed in a blinded manner using Vevo Lab 3.2.6 software.

For the evaluation of muscle hypertrophy, we measured heart weight (HW) to body weight (BW) ratio of mice following TAC. both BW and HW were measured using a balanced analytical scale (PTX-FA210S).

#### Pigs heart samples

All pig samples used in this study were obtained from a previous study.^64^ In the original study, Landrace pigs, 3 months old (male and female) ∼22-35 kg, were purchased from a local farm. Animal care and all experimental procedures were performed in accordance with the German and National Institutes of Health animal legislation guidelines. All procedures were approved by the local animal care and use committees and reviewed and approved by the responsible local regulatory authority (Regierung von Oberbayern, Sachgebiet 54). All pig experiments were conducted in the Institute for Surgical Research at the Technical University of Munich (TUM) as described previously.^63^^,^^64^

To induce ischemia-reperfusion injury, a percutaneous transluminal coronary angioplasty balloon was placed in the LAD distal to the bifurcation of the first diagonal branch and inflated with 6 atm. Correct localization of the coronary occlusion and patency of the first diagonal branch was ensured by injection of contrast agent. The percutaneous transluminal coronary angioplasty balloon was deflated after 60 minutes of ischemia; the onset of reperfusion was documented angiographically. At the onset of reperfusion, animals were treated with 33 μg/Kg (in 5mL of saline) of rhAgrin (#6624-AG, R&D Biosystems) or saline alone as a control.

Pig heart samples were collected on days 3 and 28 following the MI. Hearts were harvested and stained with Tetrazolium chloride (TTC) to visualize scar/infarct. Left ventricles were dissected transversely into 5, 1cm thick slices, and each slice was further sectioned into 4/8 sections. Sections were annotated as infarct zones (positive for TTC) and remote zones (TTC negative). Sections were frozen on dry ice and stored for subsequent histological (staining) and RNA (sequencing) analysis.

In this study, we exclusively utilized archived heart samples from *Behar et al.*^64^ These samples were accessed with permission, and no new animal experiments were performed for this work.

#### Flow Cytometry

Adult mice were euthanized by neck dislocation and hearts were perfused with 10 ml of cold phosphate buffered saline (PBS). Left ventricles were dissected, below the surgical suture, chopped finely and digested in RPMI containing Collagenase-I (Sigma, 450U/ml), Collagenase-XI (Sigma, 120U/ml), Hyaluronidase (Sigma, 60U/ml) and DNase-I (Sigma, 10mg/ml), 37°C, for 1 hour, while agitated (200rpm). Digested materials were passed through a 100um metal mesh into 12 ml PBS and pelted by cooled centrifugation (4°C, 1400rpm, 5min). Supernatant was removed and the pellet was resuspended in 3ml of MACS buffer (2%FBS,1mM EDTA in PBS). Cells were collected by cooled centrifugation (4°C, 1400rpm, 5min), supernatant was removed, and samples were blocked in 50ul of anti-CD16/32 antibodies (BioLegend, clone: 93, 1:200) in MACS buffer (20min, 4°C). Samples were resuspended in a 3ml MACS buffer, centrifuged (4°C, 1400rpm, 5min), supernatant was removed, and cell surfaces were stained in 50ul of antibody mix in MACS buffer (20 min, 4°C in the dark). Samples were washed in a 3ml MACS buffer containing DAPI (1:10,000) and pelted by cooled centrifugation (4°C, 1400rpm, 5min). Single cell suspension was resuspended in 0.5ml of MACS buffer and filtered through 40 um mesh prior to flow cytometry analysis by Fortessa (BD Biosciences, BD Diva Software).

For the primary mouse cardiac myofibroblast proliferation assay, cells were incubation with 10uM EdU (5-ethynyl-2' -deoxyuridine) (Invitrogen, C10424) for 48 hours together with either recombinant-mouse TIMP1 protein (1μg/ml, ab206786, Abcam), PBS, anti-TIMP1 (1ug/ml, AF980, R&D) antibodies or IgG control (1μg/ml, AB-108-C, R&D). Cells were washed once with warm (37°C) PBS and then lifted from wells using Trypsin EDTA solution B (Sartorius, Cat# 03-052-1B) (5mins, 37°C). Trypsin solution B was neutralized by adding full-DMEM media and cells were pelted by centrifugation (Room temperature, 2200rpm, 5min). Cells were then washed once with 1% bovine serum albumin (BSA) in PBS and pelted by cooled centrifugation (4°C, 1400rpm, 5min). Cells were fixed and permed using Click-IT fixative and perm buffers and further processed based on the manufacturer’s instructions (Invitrogen, Cat# C10424). Cells were then filtered through a 40μm mesh prior to flow cytometry analysis. Following data acquisition single cell analysis was performed using FlowJo (v10.6.2) software.

Gating for flow cytometry analysis: Myeloid cells were defined as single cells, DAPI^-^CD45^+^CD11b^+^. Infiltrating cells (Neutrophils and Monocytes) were defined as single-cells, DAPI^-^CD45^+^CD11b^+^GR-1^+^ cells. Macrophages were defined as single-cells, DAPI^-^CD45^+^CD11b^+^GR-1-F4/80^+^ cells, and further parsed based on TIM4 in order to confirm tissue residency.^61^ Proliferating primary cardiac myofibroblasts were defined as Edu^+^ cells/ total single cells identified.

Mouse Antibodies: CD45 (BioLegend, clone: 30-F11, 1:100), CD11b (BioLegend clone: M1/70, 1:100), GR-1 (BioLegend, clone: RB6-8C5, 1:100), F4/80 (Bio-Rad, clone: Cl:A3-1, 1:80), TIM4 (BioLegend, clone: RMT4-54, 1:100).

#### Primary mouse cardiac myofibroblast cultures

For primary cardiac myofibroblast enriched cultures, cells were first isolated from adult (10-12 weeks) female ICR mice hearts using a neonatal dissociation kit (Miltenyi Biotec,130-098-373) and gentleMACS homogenizer (Miltenyi Biotec). Following euthanasia hearts were extracted, rinsed in PBS and chopped finely on a sterile surface using fine scissors. Chopped pieces were then transferred to GentleMACS C-Tubes (Miltenyi Biotec, Cat# 130-093-237) together with 2.5ml of the neonatal dissociation kit (Miltenyi Biotec,130-098-373) digestion buffer (prepared based on manufacturer’s instructions). GentleMACS C-Tubes were then incubated for 25 mins at 37°C, and then spun using the GentleMACS homogenizer (Miltenyi Biotec) for 30secs (spin program: *’m_neoheart_01_01’*). GentleMACS C-Tubes were then incubated at 37 °C for 25 mins (this step was repeated twice to achieve a total of 4 incubations and spins). Following the 4th incubation in 37 °C for 25 mins, cells were spun twice. Cell suspension was then neutralized with pre-heated (37 °C) full-DMEM media- DMEM/F12 (Sigma, Cat# D6421) supplemented with L-glutamine (1%; Biological Industries, Cat# 03-020-1B), pyruvate (1%; Biological Industries, Cat# 03-042-1B), non-essential amino acids (1%; Biological Industries, Cat# 01-340-1B), penicillin, streptomycin, amphotericin B (1%; Biological Industries, Cat# 03-033-1B), horse serum (5%; Biological Industries, Cat# 04-004-1A) and FBS (10%; Biological Industries, Cat# 04-007-1). Cells were then pelleted by centrifugation (5mins, room temperature, 2200rpm). Resuspended in 1ml full-DMEM media, cells were filtered through a 100μm m mesh and cultured in gelatin-coated (0.1%; Sigma, Cat# G1393) 6-well plates. The next day cells were washed three times and media was replaced with fresh media. On the 3rd day following isolation cells were washed twice and media was replaced with fresh media. On day four, cells were split and seeded in 12-well plates (10^5^ cells/well) for flow cytometry analysis or in 96-well plates (either 5^∗^10^3^ or 2^∗^10^4^ cells/well) for immunofluorescence staining. Cells were then cultured for 48 hours and either fixed, by 4% paraformaldehyde (Electron Microscopy Sciences, Cat# 15710), and stained for immunofluorescence analysis or further processed for flow cytometry analysis. Throughout the experimental period cells were placed in an incubator (37°C and 5% CO_2_).

#### Non-human-primate cardiac fibroblasts cultures

Non-human-primate (NHP) cardiac fibroblasts were isolated as previously described.^110^ Briefly, explanted NHP left ventricle tissue obtained from German primate centre, Göttingen (reference 33.19-42502-04-16/2264), Karolinska Institutet, Sweden (reference N 277/14) or Walter Brendel Institute, Germany (reference ROB-55.2–2532.Vet_02-14-184) were minced and incubated with 550 units/ml collagenase II (Worthington,Cat# LS004177) for 15 min at 37°C for a series of six rounds of dissociations. After each digestion, supernatant containing dissociated cells was collected. Isolated cardiac fibroblasts were washed twice with DMEM–F12 (Thermo Fisher Scientific, Cat# 21331020) and cultured in cFibro medium containing: DMEM–F12, 10% FBS (Sigma-Aldrich, Cat# F7524-500ML), 2 mM L-glutamine (Thermo Fisher Scientific, Cat# 25030081) and 1% penicillin–streptomycin (Thermo Fisher Scientific, Cat# 15140122) on fibronectin-coated plates (Sigma-Aldrich, Cat# F1141-5MG).

1.25x10^4^ NHP cardiac fibroblasts were plated per well on fibronectin-precoated 96-well plates for 24h, washed twice with warm 1x PBS and cultured in serum-free media (DMEM + 0.1% BSA + P/S). After another 24h, cells were treated with 17.54nM of in-house synthesized recombinant human TIMP-1 (rhWT-TIMP1) or N-TIMP-1 (rhN-TIMP1),^82^ or PBS in the presence of 10nM EdU for 48h. Proliferation of cells was determined with the Click-it EdU Alexa fluor 488 flow cytometry kit (Thermo-Fisher Scientific, #Cat C10420) based on manufacturer’s instructions and detected on a SA3800 (Sony) flow cytometer. Analysis was performed with FlowJo version 10 (FlowJo Inc.). Single cells were gated from all detected events and EdU-positive cells were detected based on unstained control.

#### Immunofluorescence

Immunofluorescence was performed for both tissue culture plates and tissue sections from formalin fixed paraffin embedded (FFPE) blocks. Cells in 96-well plates were fixed by 4% paraformaldehyde for 10 minutes, followed by 3 washes of PBS (Room temperature) on a shaker. Following fixation cells were permeabilized by 0.1% Triton X-100 for 7 minutes and blocking with 2% BSA in PBS for 1 hour in room temperature, on a shaker. Primary antibodies were prepared in blocking solution and antibodies were incubated overnight (4°C, gentle agitation). Cells were then washed 3 times for 10 min with PBS and stained with the suitable secondary antibody (1:200, Jackson ImmunoResearch) and DAPI (4,6-diamidino-2-phenylindole dihydrochloride) for 1h at room temperature. Wells were later washed 3 times with PBS in room temperature, on a shaker. Images were obtained with a Nikon Eclipse Ti2 fluorescent microscope with Nikon NIS-Elements software.

Immunofluorescence of FFPE MAMY mice tissue sections (5um-thick) following MI/Sham or TAC/sham was performed by deparaffinization and heat-mediated antigen retrieval in citrate buffer (Sigma, Cat# C999, pH6). Slides in citrate buffer were left to cool off to room temperature on an orbital shaker. Slides were then permeabilized (0.5%Triton X-100 in PBS) for 12 minutes and blocked in a humidity chamber at room temperature conditions for 1 hour in blocking solution: 5% heat inactivated horse serum (Biological Industries Cat# 04- 124-1A) in 0.1% Triton X-100 in PBS). primary antibodies were then added in blocking solution for overnight incubation in a humidity chamber (at 4°C). Slides were then washed 3 times for 10mins in PBS, followed by the application of secondary antibodies (1:200) and DAPI (1:1000) diluted in PBS for 1hr in a humidity chamber at room temperature conditions. Slides were then washed 3 times for 10mins in PBS and mounted with Immu-Mount (Thermo Fisher, Cat# 9990402). Slides were then imaged using PANNORAMIC SCAN II slide scanner (3DHISTECH).

The following primary antibodies were used for staining. anti-LRP1 (cell culture, 1:100, ab92544, Abcam), anti-TIMP1 (cell culture, 1:50, AF980, R&D systems), anti-aSMA (cell culture & tissue sections, 1:400, A2547, Sigma), Anti-GFP (tissue sections, 1:100, ab6673, Abcam), anti-RFP (tissue sections, 1:200, 600-401-379, Rockland), Anti-Gal3 (tissue sections, 1:100, M3/38, Biolegend), anti-cardiac troponin T (cTnT) (tissue sections, 1:20, CT3, DSHB).

The following secondary antibodies were used for staining: Cy™3 AffiniPure Fab Fragment Goat Anti-Mouse IgG2a (Jackson ImmunoResearch, Cat#115-167-186), Cy™3 AffiniPure Donkey Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch, Cat#711-165-152), Alexa Fluor® 647/488 AffiniPure Donkey Anti-Mouse IgG (H+L) (Jackson ImmunoResearch, Cat#715-605-150/ 715-545-150), Alexa Fluor® 647 AffiniPure Donkey Anti-Mouse IgG (H+L) (Jackson ImmunoResearch, Cat#705-605-147), Donkey Anti-Goat IgG H&L (Alexa Fluor® 488) (Abcam, ab150129).

#### Histology and picro-sirius red staining

Mouse hearts were briefly perfused with 10ml cold PBS and then fixed with 4% paraformaldehyde (Electron Microscopy Sciences, Cat# 15710) (overnight, shaking, 4°C). Paraformaldehyde fixed hearts samples were cut in the middle in a transverse manner and both half-heart pieces representing Base and Apex were embedded together in paraffin (Leica, Cat# 39601006). Embedded hearts were cut into 5-6 rows (holding 12 sections, 5μm thick), separated by 300μm intervals. Following block cutting, sections were baked overnight (37°C). Picro-sirius red staining was done based on manufacturer’s protocol (Abcam, Cat# ab246832). Sirius red sections were imaged in bright-field mode using the PANNORAMIC SCAN II slide scanner (3DHISTECH). Images were processed by CaseViewer v2.4 (3DHISTECH).

#### Spatial transcriptome processing (Mouse)

Following MI, adult mice were euthanized, and hearts were harvested on days 1, 4, 7 and 14 post-Injury. Hearts were briefly washed in Optimal Cutting Temperature (OCT) (Sakura Finetek, Cat# 4583) solution and placed in a new mold containing OCT. The molds were placed in pre-cooled Isopentane bath in liquid N_2_. Molds were placed on dry ice until storage in -80°C. For tissue sectioning, blocks were placed in cryostat (Epredia CryoStar NX70 cryostat, Thermo Fisher) until equilibration and were sectioned at 10μm thickness. Blocks were cut and sections were placed on SuperFrost plus slides (Thermo Scientific, Cat# 630-0951) and were rapidly stained with H&E (quick wash with H_2_O, 15sec in Hematoxylin (Cat# 6765002, Fisher Scientific), quick wash with H_2_O, counterstain for 15sec with Eosin (Cat# 10483750, Fisher Scientific) and wash with H_2_O before mounting the slide) and evaluated for localization and extent of damage. This process was repeated until the optimal region was reached.

To assess optimal permeabilization conditions for Visium experiment, 8 adjacent sections were placed on the Visium Spatial Tissue Optimization Slide (Cat# 1000193, 10X Genomics) and were subjected to different permeabilization times. Optimal permeabilization time was 30mins and was used in the Visium experiment.

Once all sections were selected for Visium, blocks were placed in cryostat until equilibration along with the Visium spatial gene expression slide (10X Genomics, Cat# 1000187). Blocks were then aligned and a single 10μm section was placed on the Visium slide. After all sections were placed on the Visium slide, the downstream pipeline was continued in accordance with the manufacturer's guidelines (10x genomics, Visium Spatial Gene Expression Reagent Kits User Guide). The slides were imaged with Axio Imager.Z2 (upright) with Zeiss Axiocam 506 Color camera. Visium data was processed with SpaceRanger (v1.3.0) with the images manually aligned, with reference genome mm10. The filtered feature barcode matrix of each slide was imported to Seurat (v4.1.1) and merged.

#### Pig mRNA library preparation and sequencing

Total RNA was extracted from 28 frozen pig samples in a paired manner (Remote and Infarct zones from the same animal were used to obtain optimal internal control [rhAgrin day 3 (n = 4), Saline day 3 (n = 3), rhAgrin day 28 (n = 4), Saline day 28 (n = 3)]. Following acquisition, frozen samples were crushed into fine powder using a mortar and pestle and further processed using miRNeasy Mini Kit (Qiagen, Cat# 217004) according to manufacturer's guidelines. Replicates of high RNA integrity (RIN), determined by TapeStation (Agilent) (RIN=8.2±0.1) were processed for RNA-seq library preparation.

RNA-seq libraries were prepared at the Crown Genomics institute of the Nancy and Stephen Grand Israel National Center for Personalized Medicine, Weizmann Institute of Science. Libraries were prepared using the INCPM-mRNA-seq protocol. Briefly, the polyA fraction (mRNA) was purified from 500ng of total input RNA followed by fragmentation and the generation of double-stranded cDNA. After Agencourt Ampure XP beads cleanup (Beckman Coulter), end repair, A base addition, adapter ligation, and PCR amplification steps were performed. Libraries were quantified by Qubit (Thermo fisher scientific) and TapeStation (Agilent). Sequencing libraries were constructed with barcodes to allow multiplexing. Sequencing was done on a NovaSeq600 instrument (Illumina) using an S1 100 cycles kit, allocating approximately ±35.7million single-end 100-base-pair reads per sample (single read sequencing). Fastq files for each sample were generated by the usage bcl2fastq v2.20.0.422.

### Quantification and statistical analysis

#### Cell segmentation and quantification

In culture, following staining for LRP1, TIMP1, αSMA and DAPI, images were obtained with a Nikon Eclipse Ti2 fluorescent microscope with Nikon's NIS-Elements software and analyzed using QuPath v0.3.0 software.^99^ Nuclei detection and cell segmentation was performed based on DAPI staining using a custom StarDist model followed by expansion by up to 5 um to approximate the full cell area.^100^ A Random-trees object classifier was trained on multiple representative images to identify positive signals for each of the markers that were used for staining.

In MAMY mice tissue sections- following staining for GFP, TdTomato, cTnT or Gal-3, aSMA and DAPI, immunofluorescence images were obtained with a PANNORAMIC SCAN II slide scanner (3DHISTECH). and analyzed using QuPath v0.5.1 software. Cell segmentation was performed based on nuclei DAPI staining, using a custom StarDist model followed by expansion by up to 5 um to approximate the full cell area.^100^

For the multiple staining of GFP, TdTomato and cTnT, A Random-trees object classifier was trained on representative images to identify positive signals for each of the relevant cell-types (macrophage, myofibroblast and cardiomyocytes, respectively).

For the multiple staining of GFP and Gal-3, TdTomato and aSMA or GFP, TdTomato and EdU, an individual random-trees object classifier was trained using a multitude of representative images for each of the relevant cell-types/ state/ proliferation marker. These were merged into a single composite classifier that was used for all FOVs analyzed.

Heart sections from MAMY mice subjected to MI, Sham (MI), TAC, and Sham (TAC) were stained and imaged across three separate imaging sessions. For each session, an object classifier was individually calibrated using autofluorescence correction and no-primary-antibody controls.

#### Double-reporter (MAMY) mice neighborhood analysis

MAMY mice heart sections were collected from either sham, MI or TAC operated animals. In MI, sections were collected on days: 2, 4, 7, 14, and 28 days following injury or sham operation (control). At day 28 following MI, a sample was also taken from the area near the suture to analyze the response to a foreign body (FBR). Additionally, samples were taken from mice 28 days post-TAC/ sham surgery. Sham operated animals were used as controls. In TAC, fibrotic area was divided based on histological presentation to: areas with interstitial fibrosis, replacement fibrosis, and the perivascular (PV) fibrosis area that was compared to sham PV regions as controls. The analysis focused on three cell types: cardiomyocytes, macrophages, and myofibroblasts identified based on cellular markers: cTnT, GFP and TdTomato, respectively. For each cell-type identified, the cell composition within a 50μm radius (100μm in diameter from the center of each cell; demonstrated in Figure S1C) was calculated using a custom-made code in Mathematica version 14. Cell composition data were averaged per field of view (FOV) and then further averaged across multiple FOVs for each animal. Both absolute counts and percentages of the three cell-types were analyzed. Statistical comparisons for MI samples were made between the time points and sham, as well as between day 7 and the other time points, with day 7 being the time point at which fibrosis enters the stationary phase and macrophage abundance reaches its maximum before declining back to approximate background levels. For TAC samples, either interstitial sham or perivascular sham were used as controls for either interstitial and replacement fibrosis, or PV fibrosis, respectively. Statistical tests used included the Mann-Whitney test with Bonferroni correction when appropriate.

For MAMY mice MI/ sham experiments, the number of biological replicates and number of cells used is as follows: Sham (n = 5; an average of 1487±118.5 SEM cells per replicate), day 2 (n = 4; an average of 1088±341.8 SEM cells per replicate), day 4 (n = 4; an average of 1027±352.6 SEM cells per replicate) day 7 (n = 4; an average of 1792±153.3 SEM cells per replicate), day 14 (n = 3; an average of 1471±275.2 SEM cells per replicate), day 28 infarct zone (n = 5; an average of 1627±248.7 SEM cells per replicate), day 28 suture (n = 5; an average of 1049±315.9 SEM cells per replicate).

For MAMY mice 28days post-TAC/ sham the number of biological replicates and number of cells used is as follows: TAC (n = 6), sham (n = 4). MAMY mice images were further analyzed based on the fibrotic histological presentation: Sham interstitial (an average of 1833±117.4 SEM cells per replicate), interstitial fibrosis (an average of 1422±156.7 SEM cells per replicate), replacement fibrosis (an average of 1474±286.5 SEM cells per replicate), PV sham (an average of 946.5±71.68 SEM cells per replicate), PV fibrosis (an average of 963.5±68.77 SEM cells per replicate).

For MAMY mice 4days post-MI, EdU pulse and aTIMP1/IgG control treatment experiment, the number of biological replicates and number of cells used is as follows: aTIMP1 treatment group includes 5 biological replicates; 3-6 tissue slices sampled per animal (Figure S9A); An average of 57,485±5974 SEM cells per biological replicate. IgG control group includes 4 biological replicates; 2-5 tissue slices sampled per animal (Figure S9A); An average of 86,453±24,456 SEM cells per biological replicate.

#### Fibrosis analysis

Scarred tissues were quantified in a blinded manner, based on picro-sirius red staining of serial cardiac sections spanning through the entire heart (base to apex). In MI animals, we used colour deconvolution in ImageJ^101^ to assess the average percentage of left ventricle fibrotic area. While in TAC animals we similarly applied colour deconvolution (ImageJ) to specific regions of different histological types of fibrosis: replacement, interstitial or perivascular. Mice transverse heart sections were also subjected to scar severity classification as previously described.^111^ Each section was classified to one of three classes: transmural scar (scar that crossed the entire left ventricular wall), non-transmural scar (scars on a single or both sides of the ventricular wall that does not cross) or no scar. The number of sections for each category was represented as a percentage of total sections on the slide.

#### Spatial transcriptomics analysis (Mouse)

To filter out poor quality spots, as well as spots localized in blood vessels and not overlapping cells, fractions of hemoglobin genes out of the total UMI reads was calculated for each spot. 

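The hemoglobin share of each spot was computed here from 8 hemoglobin genes. It was above 1% in 261 spots on day 1, 347 on day 4, 336 on day 7 and 655 on day 14, or 1599 of 9102 spots. Over whole sections, hemoglobin genes held 0.430%, 0.360%, 0.609% and 0.454% of UMIs. Among the spots that stayed in, 26 on day 1, 12 on day 4, 61 on day 7 and 155 on day 14 had under 1000 UMIs.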

Spots with a hemoglobin fraction above 1% were removed. Next, using Loupe Browser (6.1.0), spots localized at the outer layers of the tissue (inside and out), were manually annotated as spots distanced up to 2 spots from tissue edges, and removed from analysis. Weakly expressed genes, with a total of less than 1000 UMI over all slides were ignored. UMI counts of the remaining spots were normalized by dividing each count to the spot’s UMI total, resulting in fractions of UMIs. This dataset of ∼7000 spots over all slices and ∼4500 genes was used for differential gene expression. 

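With the hemoglobin filter alone, 1890 spots of day 1, 1679 of day 4, 1848 of day 7 and 2086 of day 14 remained in the deposited counts, 7503 in all. The paper's reported numbers of spots are 1516, 1596, 1510 and 2117 (Figure S8B). In the counts, 4769 genes had at least 1000 UMIs over the remaining spots, and 5157 had them over all spots.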

Counts were further normalized using log normalization, and non-linear dimension reduction was carried out using the UMAP algorithm using default parameters. Unbiased clustering was performed using the Mathematica function *'FindClusters'* with algorithm 'MeanShift' and sub option *‘NeighborhoodRadius'* set to 0.45. To further visualize the clusters on the first 2 components of the projection, smooth kernel distribution was calculated (‘SmoothDensityHistogram’) and density contours were plotted. The clustering resulted in 3 clusters which were projected back on the slices from the 4 time points, and identified as the three distinct regions of remote, border and infarct zones. 

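For the 2497 genes kept out of the clustering, the edgeR comparison of summed libraries found 917 genes higher and 870 lower in the scar region than in the remote region at an adjusted p under 0.05. In the border region 615 genes were higher and 578 lower. These counts are relative to a normalization by TMM, and with the total UMIs of each library, chosen after seeing the data, they were 1516 higher and 505 lower in the scar region. Among genes that moved the same way in all 4 sections, Spp1 (log2 fold change 6.61), Col12a1 (5.995), Tnc (5.98), Cthrc1 (5.87) and Gpnmb (5.52) rose most in the scar region. Slc38a3 (-5.98), Mhrt (-5.36), Fgf13 (-5.14), Gm31251 (-4.92) and Car14 (-4.89) fell most there. With 5 clusters the scar region takes in most border-region spots of days 4, 7 and 14. The falls of these genes were then -1.71, -2.34, -2.03, -2.49 and -2.50, so their order is not stable. They rest on few scar-region UMIs, on days 1, 4, 7 and 14 only 0, 0, 2 and 1 of Slc38a3 and 0, 1, 3 and 1 of Mhrt. Both Mhrt and Gm31251 are read from the strand opposite to Myh7 and overlap it. In the border region the largest rise was that of Tnc, followed by Ltbp2 (4.62), Cilp (4.52), Cthrc1 (4.17) and Col12a1 (4.09). The largest falls there were those of Ces1d (-2.68), Mylk4 (-2.60), Gm31251 (-2.57), Timp4 (-2.32) and Cenpf (-2.27).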

Gene signatures for the border and infarct zones were selected by calculating fold change (FC) expression of all genes and selecting genes with high FC relative to the expression in the remote zone (internal control per slice/time point). Mann-Whitney test with Bonferroni correction was used to calculate statistical significance. For the sake of visualization each slice was rotated so that the infarct zone median (defined by infarct zone spots) is positioned at the top, and log expression was rescaled (between 0 and 1) over all slices so comparison between time points is valid. 

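Over the remaining spots of all sections, the median UMI share was 0 for Timp1 and 0.925 per 10000 UMIs for Lrp1. At least 1 Timp1 UMI was found in 36.4% of spots and at least 1 Lrp1 UMI in 52.6%. For Timp1, a spot above the median is therefore any spot with a UMI, and for Lrp1 the median left out 194 spots that had one.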

Double positive spots (e.g., *Timp1*^+^*/Lrp1*^+^; Figure S8F) were identified as spots with expression higher than the median expression over all slices.

#### Human spatial transcriptomics Analysis

Spatial transcriptomics slides (Visium 10X) of left ventricle tissues of patients with acute myocardial infarction and non-transplanted donor hearts were obtained from Kuppe et al.^62^ Labels provided by the original authors describing the distinct pathological zones and time-points after human myocardial infarction were used in the analyses. Tissue samples labeled as border zone were excluded from any comparison, and remote zones tissues from myocardial infarction patients were grouped with donor tissues as controls. This led to the analysis of 25 distinct spatial transcriptomics slides.

Gene expression data from spatial transcriptomics slides was analyzed for filtered spots as provided by the original publication. In addition, we filtered out spots with less than 400 genes. Genes were filtered out if they were not expressed in at least 5 spots. Log-normalized data was generated with normalize_total and log1p functions from scanpy v1.9.1.^105^ Deconvolution scores of cell-types per spot, previously computed with cell2location,^112^ were used as provided by the original authors. In addition, slide annotations of molecular niches (i.e. group of spots with similar gene expression and cellular composition) and myofibroblasts state scores, computed with decoupleR,^113^ were recovered from the original datasets.

Proportion of myeloid cells in each slide was calculated as a ratio between the sum of the abundance estimations of myeloid cells across all spots and the sum of the abundance of all cells across the slides. Abundance of myofibroblasts in a slide was quantified as the mean level of myofibroblast state scores within spots where at least we could quantify 10% of abundance of fibroblasts. For visualization purposes, myofibroblast scores were min-max normalized.

We quantified the spatial colocalization of the gene pair TIMP1-POSTN, using spatially-weighted cosine similarity as implemented in spatial_neighbors function of liana-py’s v1.1.0.^76^ Bandwidth and expression cut-offs were set to 150 and 0.1, respectively.

#### Pig Bulk-mRNA sequencing analysis

Poly-A/T stretches and Illumina adapters were trimmed from the reads using cutadapt^114^; resulting reads shorter than 30bp were discarded. Reads for each sample were aligned independently to the *Sus-Scrofa* reference genome Sscrofa11 using STAR (2.7.3a),^107^ supplied with gene annotations downloaded from Ensembl (release 103). The EndToEnd option was used and outFilterMismatchNoverLmax was set to 0.04. The percentage of the reads that were aligned uniquely to the genome was 90%. Deduplication of reads with the same UMI was performed by the PICARD (2.22.4) MarkDuplicate tool (using the BARCODE_TAG parameter). Expression levels for each gene were quantified using htseq-count (version 0.11.2),^106^ using the gtf above. Only uniquely mapped reads were used to determine the number of reads falling into each gene (intersection-strict mode). Differential analysis was performed using DESeq2 package (1.26.0)^108^ with the betaPrior, cooksCutoff and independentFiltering parameters set to False. Raw p-values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. Pipeline was run using snakemake.^115^ Differentially expressed genes were determined by a p-adj of < 0.05 and absolute fold changes > 2 and max raw counts > 30.

Hierarchical clustering (distance: Pearson’s dissimilarity, method: Ward.d) was performed, based on the 1000 most variable genes per condition [day (3 or 28) + treatment (agrin or saline)]. Clustering analysis was performed with Rstudio v3.6.1.

Unsupervised analysis was executed to explore the pattern of gene expression by clustering the genes based on 5961 genes (day 3) and 1079 genes (day 28). These genes were determined as differential expressed (DE) genes (upregulated or downregulated) in comparisons of infarct zones and remote zones in day 3 and 28 post-MI, in each of the treatment conditions (agrin and saline). Standardized, log_2_ normalized counts were used for the clustering analysis. Heat maps were constructed using Morpheus (https://software.broadinstitute.org/morpheus).

#### Deconvolution of bulk-mRNA sequencing

To deconvolve our pig bulk-mRNA data, raw counts were normalized per repeat to calculate the fraction of each gene from the total counts per sample. Repeats were averaged per gene per condition (rhAgrin or Saline), per time point (Day 3 and 28), and region (remote and infarct zones). Fractions of myofibroblasts/macrophages per time point, condition and zone were calculated by taking the average of the expression of marker gene lists for each cell type (macrophages, myofibroblasts). Fold change of cell fractions in the infarct zone per condition (rhAgrin, Saline) compared to the internal control (remote zone) were then calculated per time point (day 3 and 28). Signature gene list for myofibroblasts (88 genes), and macrophages (102 genes) were modified from the re-analyzed scRNAseq data of Forte et al*.*^46^ (Table S5). Finally, deconvolution of Pig bulk-mRNA data based on the mice pareto analysis archetypes (fibroblasts/macrophages, day 3 and 28 post-MI). This was achieved similarly to the macrophage/myofibroblast cell-type deconvolution signature but using the top enriched gene signature lists near the vertices (Table S6). The fractional expression of each gene in each archetype signature list was then summed to represent the fractional contribution of the archetype to the overall gene expression, and by proxy, its abundance within the bulk sample. The deconvolution algorithm estimated the proportions of each archetype within a bulk RNAseq sample. All calculations were done in Wolfram Mathematica 14.0.

#### Analysis of mouse Bulk-mRNA sequencing

Raw counts matrix of GSE123863, generated by Wang et al*.*^116^ was downloaded from the GEO database. Genes with maximum counts of 5 or lower were filtered out and then differential expression analysis was done DESeq2^108^ with the ‘*betaPrior*’, ‘*cooksCutoff*’ and ‘*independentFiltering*’ parameters set to False. Raw p-values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. Genes with average(logFC)>=1, p.adj<0.05 and above 30 counts in at least one of the samples, were considered as differentially expressed.

#### Analysis of mouse single-cell mRNA sequencing

Single-cell mRNA sequencing (scRNAseq) of cardiac interstitial cells from 7 different timepoints following MI^46^ was downloaded from Array Express repository (E-MTAB-7895), and re-analyzed using Seurat V3.241. Cells were filtered according to 4 Median absolute deviation (MAD) below and above the median for each parameter (‘*nFeature_RNA*’, ‘*nCount_RNA*’, *‘percent.mt’*) and sample. For % of mitochondrial reads, if the max % using the MAD is above 25% the last was used for filtering. We have also filtered out genes that appeared in less than 10 cells. Counts were normalized using log normalization. Next, non-linear dimension reduction was carried out using uniform manifold approximation and projection (UMAP) algorithm with the first 19 PCs of the data as input, using default parameters. Clusters were defined using *‘FindNeighbors’* and *‘FindClusters’* functions with 19 principal components (PCs) and resolution set to 0.5. Cluster annotation was done manually by visualizing the expression of known cell type specific marker genes and the top differentially expressed genes per cluster (*‘FindAllMarkers’* with the parameters: logfc.threshold = 0.5, min.diff.pct = 0.5). Calculations of macrophage and myofibroblast gene-signature enrichment was performed by *‘AddModuleScore’.* UMAP figures were produced by *‘FeaturePlot’,* and dot plots of enriched genes were produced by Seurat’s *‘DotPlot’* function.

#### Pareto analysis

We analyzed fibroblasts and macrophages scRNAseq data from Forte et al*.*^46^ and performed Pareto Optimality analysis to infer the trade-offs and tasks that the cells specialize in. The raw data includes 17,202 genes, 13,100 macrophages and 20,746 fibroblasts from 7 different time points following MI. We next consider cells from day 0, day 3, and day 28 only. Before preprocessing the data, we randomly sampled 500 fibroblasts from each time point such that we end up analyzing 1500 fibroblasts from days 0, 3, and 28. For macrophages, we considered all 323 cells from day 0, 500 cells from day 3, and all 401 cells from day 28 amounting to 1224 cells. We then separately analyzed cells from day 0+day 3 and cells from day0+day28. We used ‘Sanity’ – a recently developed method to normalize scRNAseq data and to infer the transcription activity of the genes. Sanity is a bayesian procedure for normalizing scRNAseq data from first principles.^109^ Following the Sanity normalization, we removed genes with low mean expression and low variation and considered genes with log_10_ mean expression larger than -14 and standard deviation larger than 0.03. This left 6187 genes for fibroblasts from days 0 and 3, 6007 genes for fibroblasts from days 0 and 28, 6692 genes for macrophages from days 0 and 3, and 7028 genes for macrophages from days 0 and 28. We next used the ParTi package in Matlab^65^ to fit the data of each cell type population from each condition to a polytope. We find that fibroblasts from days 0 and 3 are distributed within a 5-vertex simplex (*p-value = 0.02*) and macrophages from days 0 and 3 are also best fit with a tradeoff among 5 tasks (*p-value = 0.001*). We find that fibroblasts from days 0 and 28 fill a tetrahedron with 4 archetypes (*p-value < 0.0001*) and macrophages from days 0 and 28 are also best described by a tetrahedron (*p-value = 0.02*). We next used ParTi to find enriched genes for all the archetypes to infer the tasks the cells specialize in. To infer specific pathway enrichment of either macrophage or fibroblasts tasks we used the enriched genes in each of the vertices. We specifically used pathway gene sets from biological processes of Gene Ontology (GO). All GO analysis was done using the Mathematica Package MathIOmica.^117^

To evaluate the distribution of the cells from day 0 versus day 3 or day 28 within the polytope, we sought to represent every cell as a convex combination of the archetype:

$G_{c}=\sum_{i=1}^{N}\theta_{i}G_{i}^{*}$ where $G_{c}$ represents the gene expression of cell c, N is the number of archetypes, $G_{i}^{*}$ is the position of archetype i in gene expression space, and we are looking for $\theta_{i}$ such that $\sum_{i=1}^{N}\theta_{i}=1\text{.}$ We then categorize the cells based on the archetype they are closest to (or its largest $\theta_{i}$). To compare the distribution of the cells from day 0 and day 3 or day 28, we compared the proportion of the cells closest to each archetype from the total population per time point.

#### NicheNet analysis

The re-analyzed scRNAseq by Forte et al*.*^46^ was used for Ligand-Receptor analysis by the NicheNet algorithm.^68^ The pairwise interaction between cell types (macrophages, fibroblasts, myofibroblasts) was calculated independently for each day (day 3 and 28 post-MI). For each cell type and for each day (day 3 and 28), genes of interest (GOIs) were defined genes that were upregulated between that day (3 or 28) and day zero and expressed in at least 25% of the cells in that cluster. Interaction score was calculated as the Pearson coefficient calculated by ‘*predict_ligand_activities’* function, using the GOIs of that day and the genes that were expressed in the ‘receiver’ clusters as targets. Results were then refined by filtering against a list of growth factors (GO:0008083).

To analyze the interaction strength (weighted interaction) between macrophages, fibroblasts, and myofibroblasts at different time points (3 days or 28 days post-MI), we first estimated the fold change in cell type percentage relative to day 0 for each cell type. These fold changes were used to determine the sizes of the vertices in the graph. Next, the edge weights were calculated by multiplying three terms: (1) fold change of the sender cell $(C_{S}\left(t\right)=\%cells\left(t\right)/\%cells\left(0\right)$ - the number of “broadcasting antennas”), (2) the regulatory potential of the sent ligands as estimated from NicheNet (summed over all ligand-receptors pairs: $\sum_{l\in \left\{LR\;pairs\right\}}\rho_{l}^{S\to R}\left(t\right)$), and (3) fold change of the receiver cell (the number of “listening antennas”: $C_{R}\left(t\right)=\%cells\left(t\right)/\%cells\left(0\right))$:

$$W_{S\to R\;}\left(t\right)=C_{S}\left(t\right)C_{R}\left(t\right)\sum_{l\in \left\{LR\;pairs\right\}}\rho_{l}^{S\to R}\left(t\right)$$

$$C_{i}\left(t\right)=\frac{\%cells\left(t\right)}{\%cells\left(0\right)},t\in \left\{day3,day28\right\}$$

All calculations and visualizations were performed using custom scripts in Mathematica 14.0.

#### myofibroblast proliferation score

To estimate proliferation in myofibroblasts, we considered the expression of 98 mouse cell cycle genes.^118^ We considered the fraction of RNA counts of these cell cycle genes out of the total RNA counts in the myofibroblast cells considering cells that have total count between $10^{3}$ and $10^{4}$ molecules. To determine the difference between the distributions of proliferation scores from the different time points, we used a Mann-Whitney test to test whether the data is sampled from different distributions.

To compare the myofibroblast proliferation score with Timp1 expression, we considered the average expression of Timp1 in myofibroblasts for each time point in the data. We then calculated the Pearson correlation between the average proliferation score and average Timp1 expression across the different time points. The Pearson correlation and p-value were calculated using the *PearsonCorrelationTest* function in Mathematica 14.0.

#### *In-silico* perturbations of cold fibrosis

We computed the effect of various potential targets on the circuit dynamics by comparing the outcome of weakening three growth factor interactions: the two paracrine interactions between myofibroblasts and macrophages and the autocrine growth factor interaction within the myofibroblast population. We consider the following mathematical model based on the model presented in Adler et al.^19^:

(Equation 1) $$\frac{dc_{12}}{dt}=\beta_{12}F-\alpha_{12}\frac{c_{12}}{k_{12}+c_{12}}M-\gamma c_{12}$$

(Equation 2) $$\frac{dc_{21}}{dt}=\beta_{11}F+\beta_{21}M-\alpha_{21}\frac{c_{21}}{k_{21}+c_{21}}F-\gamma c_{21}$$

(Equation 3) $$\frac{dF}{dt}=F\left(\lambda_{1}\frac{c_{21}}{k_{21}+c_{21}}\left(1-\frac{F}{K}\right)-\mu_{1}\right)$$

(Equation 4) $$\frac{dM}{dt}=M\left(\lambda_{2}\frac{c_{12}}{k_{12}+c_{12}}-\mu_{2}\right)$$

Where F, M are the concentration of fibroblasts and macrophages, and $c_{12}$, $c_{21}$ are the concentration of the two growth factors produced by the cells. We consider the following parameter values for the wild-type circuit:

Growth factor production rates: $\beta_{12}=6,768\frac{molecules}{cell\;day},\beta_{11}=345,600\;\frac{molecules}{cell\;day},\beta_{21}=100,800\;\frac{molecules}{cell\;day}$

Growth factor endocytosis rates:

$$\alpha_{12}=1,353,600\;\frac{molecules}{cell\;day},\alpha_{21}=734,400\;\frac{molecules}{cell\;day}$$

Growth factor degradation rate:

$$\gamma =2\;\frac{1}{day}$$

Growth factor binding affinities:

$$k_{12}=3.6x10^{9}molecules,k_{21}=1.3x10^{7}molecules$$

Cell maximal proliferation rates:

$$\lambda_{1}=1.08\;\frac{1}{day},\lambda_{2}=0.8\;\frac{1}{day}$$

Cell death rates:

$$\mu_{1}=\mu_{2}=0.3\;\frac{1}{day}$$

Carrying capacity of fibroblasts: $K=10^{6}cells$.

Most of these parameter values were determined based on Zhou et al*.*,^20^ with few exceptions as follows: We consider the production rate of the macrophage growth factor, $\beta_{12}$, to be 100-fold smaller in order to simulate a situation where the cold fibrosis state is a stable state (and there is no hot fibrosis). The macrophage growth factor binding affinity, $k_{12}$, is considered to be 200-fold larger in order to correct for spatial effects.

To consider the effect of perturbing the growth factor production rates on the circuit dynamics, we compare the circuit with the wild-type parameters to three scenarios. In the three scenarios, we keep all model parameters at the same value and only decrease one of the production rates $\beta_{12},\beta_{21}\text{,}$ or $\beta_{11}$ by 30%. To plot the separatrix, we numerically solve the final steady state levels of the cells (Equations 1–4) where we sample different initial conditions.

To exemplify the effect of weakening the fibroblast autocrine loop (Figure 4B), we considered the circuit (Equations 1–4) with the wild-type parameters where we consider the decrease in the maximal proliferation rate of fibroblasts, $\lambda_{1}$.

#### Statistical analysis

All experiments were carried out with n ≥ 3 biological replicates [except for mice Visium data in Figure S8, produced from n = 1 per time point (day 1, 4, 7 and 14)]. Experimental groups were balanced for animal age, sex and weight. Different experimental groups were caged together and treated in the same way. Statistical analyses were carried out using the GraphPad Prism software (version 8.0.1) or by Mathematica (version 14.0). When comparing between two conditions, data were analyzed using a two-tailed Student’s t-test or the Mann-Whitney test, as appropriate. When comparing more than two conditions, we employed ANOVA analysis with multiple comparisons or the Mann-Whitney test, as appropriate with Bonferroni multiple comparison correction. Statistical analysis of the multiple correlation matrix between echocardiography parameters and cardiac fibrosis was carried out using the Pearson correlation test. Pearson correlation was further calculated for the association between average *Timp1* expression in cardiac myofibroblast to average proliferation score in these cells. Specific details of statistical tests used for each figure panel can be found in the appropriate figure legend. Individual data points represent data derived from different biological repeats (unless mentioned differently in figure legends) to demonstrate the distribution of data across different experiments. Statistical analysis of bulk-mRNA sequencing data is described under the appropriate methods subheadings. Statistical analysis is derived from the biological repeats of an experiment. Measurements are reported as the mean and the error bars denote the S.E.M. throughout the study (unless mentioned differently in figure legends). P-values are presented on figures in the appropriate comparison location. Statistical analysis of Pareto archetype inference and enrichment of genes was done using the ParTi package^65^ in Matlab (R2022a). Statistics of myofibroblast proliferation score distributions were computed using the function ‘*MannWhitneyTest*’ in Mathematica 13.1.

# Supplementary material for: Cold and hot fibrosis define clinically distinct cardiac pathologies
**Source:** Cell Syst. 2025 Mar 19;16(3):None. doi: 10.1016/j.cels.2025.101198
**Supplement:** Document S1. Figures S1–S9, Note S1, and supplemental references

## **Supplemental information**

### **Cold and hot fibrosis define clinically distinct cardiac pathologies**

**Shoval Miyara, Miri Adler, Kfir B. Umansky, Daniel Häußler, Elad Bassat, Yalin Divinsky, Jacob Elkahal, David Kain, Daria Lendengolts, Ricardo O. Ramirez Flores, Hanna Bueno-Levy, Ofra Golani, Tali Shalit, Michael Gershovits, Eviatar Weizman, Alexander Genzelinakh, Danielle M. Kimchi, Avraham Shakked, Lingling Zhang, Jingkui Wang, Andrea Baehr, Zachary Petrover, Rachel Sarig, Tatjana Dorn, Alessandra Moretti, Julio Saez-Rodriguez, Christian Kupatt, Elly M. Tanaka, Ruslan Medzhitov, Achim Krüger, Avi Mayo, Uri Alon, and Eldad Tzahor**

A

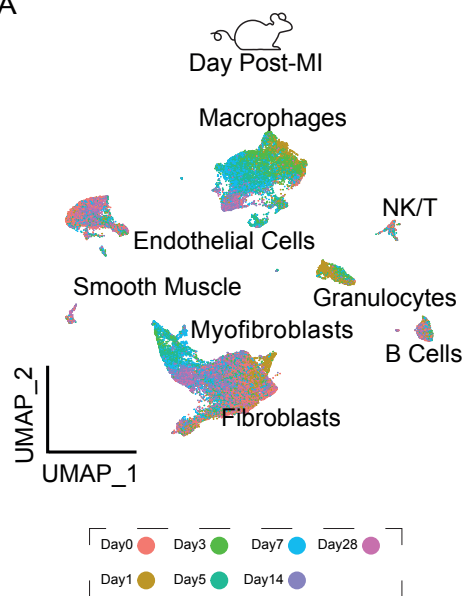

B

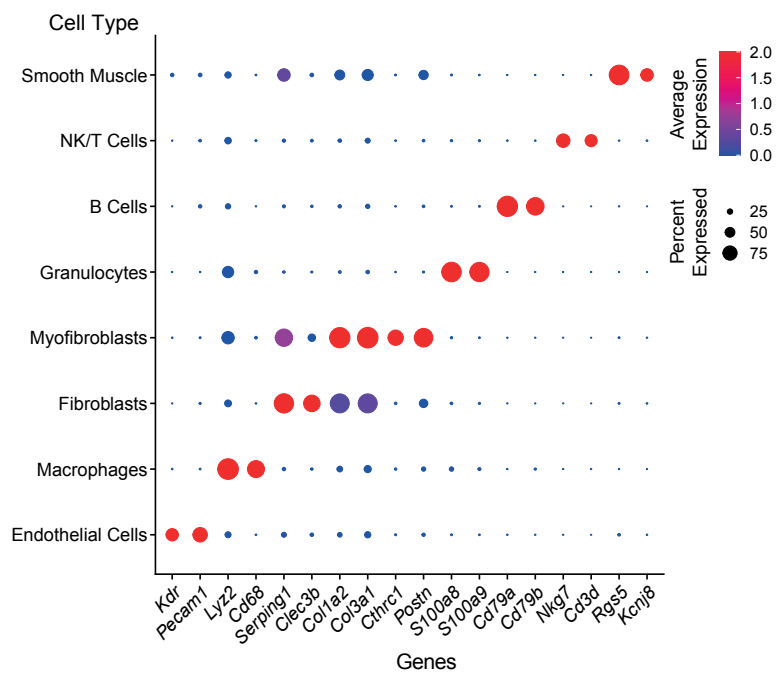

C

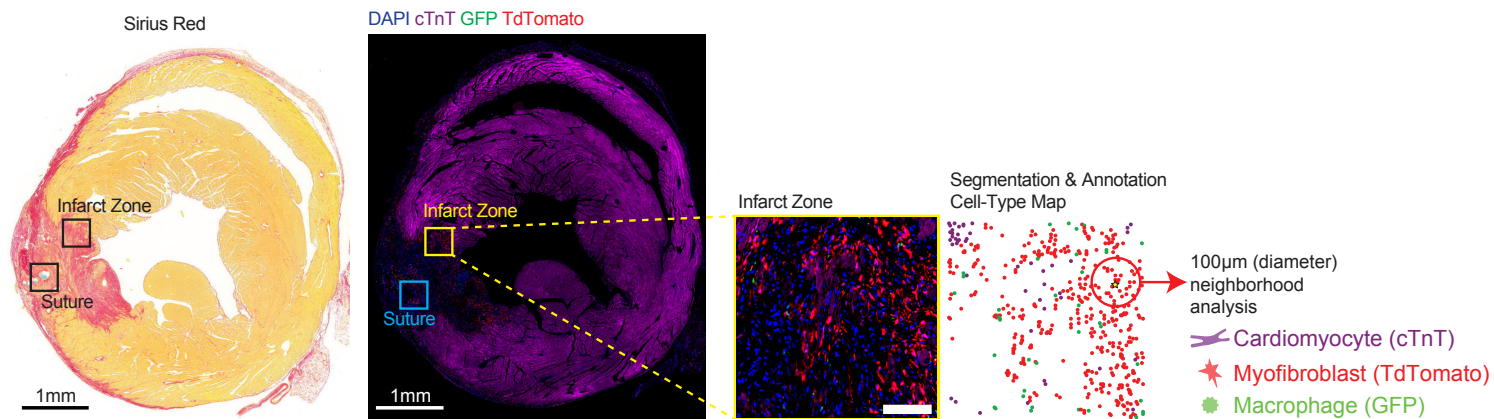

**Figure S1. Single-cell mRNA-sequencing, and spatial neighborhood analysis pipeline for the macrophage-myofibroblasts double reporter mice following MI, related to Figure 1**

**(A)** Complementary scRNAseq data to Figure 1B. Total cardiac left ventricle interstitial cells following MI at days: 1 (yellow), 3 (light green), 5 (dark green), 7 (blue), 14 (purple) and 28 (pink). n = 1 per time-point.

**(B)** Known and top differentially expressed genes per cluster used for cluster annotation.

**(C)** Neighborhood analysis pipeline for double-reporter mice (MAMY) following MI. from left to right- annotation of immunofluorescence Infarct Zones and Suture were based on consecutive histological sections stained with sirius red. 400µm X 400µm fields of view (FOVs) were picked for each biological replicate. Cells were segmented (based on nuclear DAPI stain, blue) and annotated (STAR Methods) and a cell-type map was generated to represent three cell-types in their correct spatial localization: Macrophages (GFP+, green), myofibroblasts (TdTomato+, red) and cardiomyocytes (cTnT+, purple). For each cell-type identified the cell composition within its neighborhood: measured as a 50µm radius (100µm in diameter) from the center of each cell was determined. Both absolute counts and percentages of the three cell-types were determined.

A

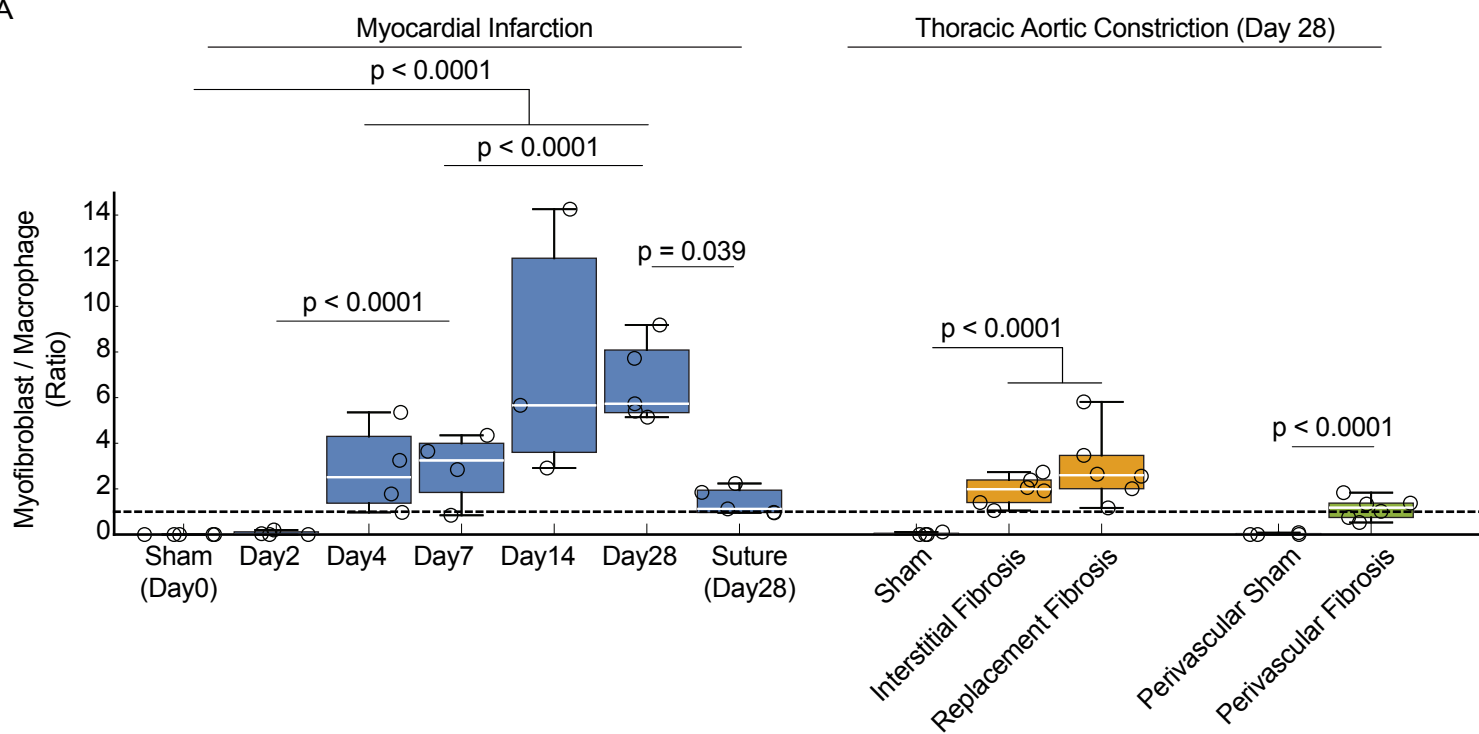

**Figure S2. Comparison of myofibroblast to macrophage cell count ratios in all fibrotic states, related to Figures 1 and 2**

(A) Myofibroblast to macrophage neighborhood ratio (cell counts) calculated in all fibrotic conditions tested in Figures 1-2. These include myocardial infarction (n is as noted in Figure 1 legend), and transverse aortic constriction (n is as noted in Figure 2 legend). Boxes represent the quartiles, and the whiskers extend to include the minimum and maximum values, which central line represents the median value for each group. Individual dots represent biological replicates. Statistical analysis performed using the Mann-Whitney test with Bonferroni adjusted p-values when appropriate.

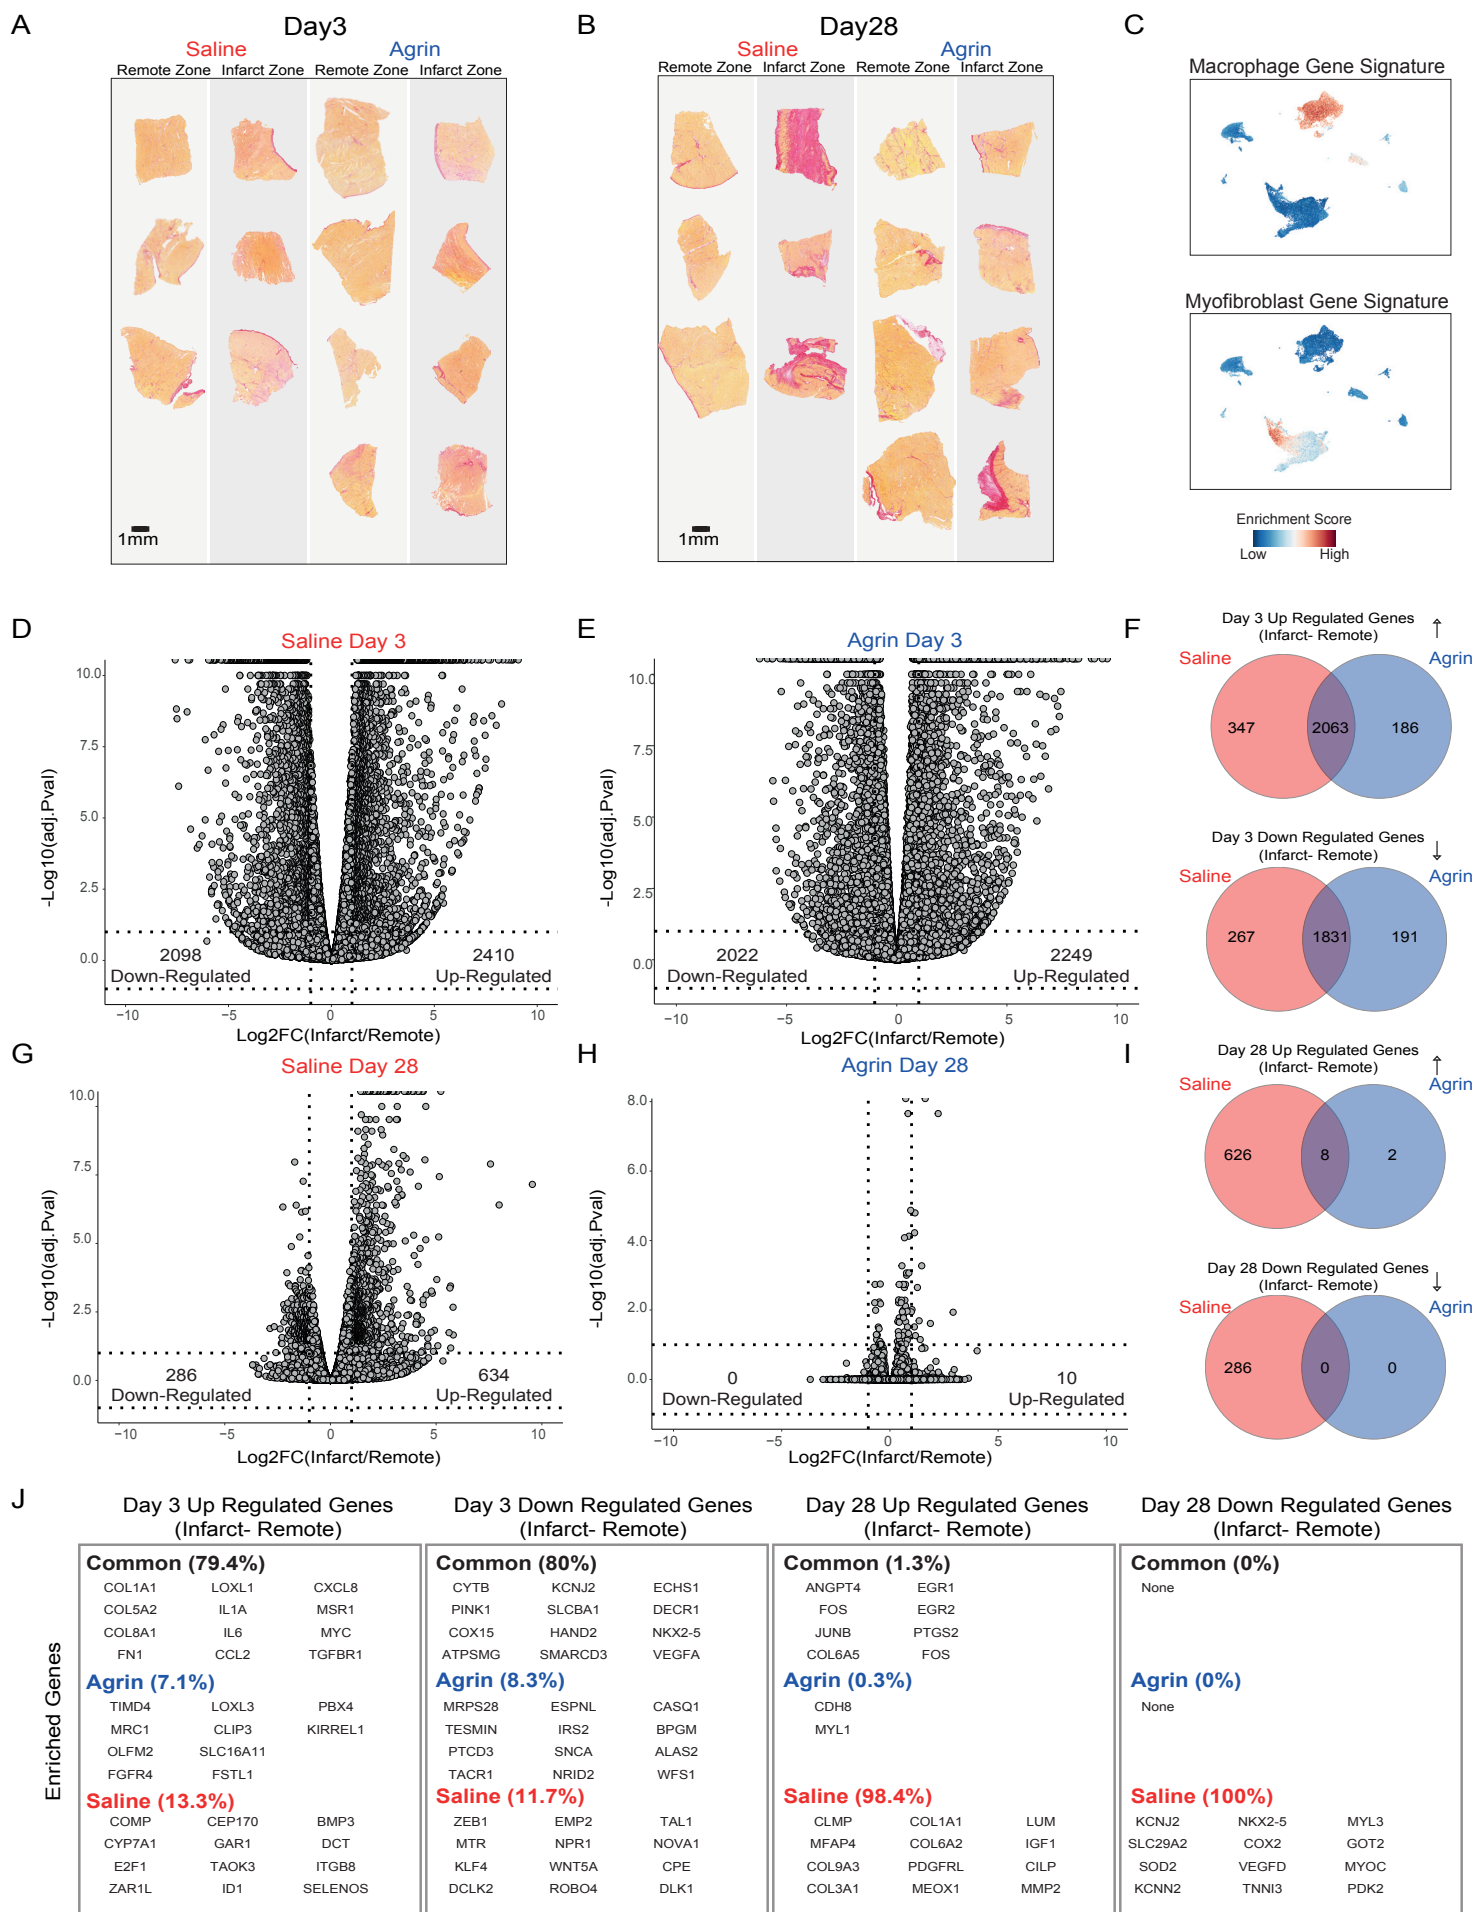

**Figure S3. Differentially expressed genes in Saline or rhAgrin treated porcine hearts following-MI, related to Figure 3**

**(A-B)** Representative sirius red staining images of remote and infarct zones, from all saline and rhAgrin treated hearts from day 3 (A) and 28 (B) post-MI used for fibrosis quantification (Figure 3D-E). Scale bars: 1 mm.

**(C)** Validation of cardiac macrophage and myofibroblast gene signatures (Table S5) used for deconvolution analysis in Figure 2I-J. Gene signature enrichment score was calculated for each gene set (cardiac macrophage and myofibroblast) and projected on a UMAP. Scores are presented on a linear scale from low to high and denoted by color (blue to red; linear scale).

**(D-E)** Volcano plots of differentially expressed genes (annotated genes that correspond with the following conditions:  $|\log_2\text{FoldChange}| \geq 1$ , p-adjusted value  $< 0.05$  and max raw counts  $> 30$ ) between remote and infarct zones of day 3 Saline (D) and rhAgrin (E).

**(F)** Venn diagrams of common and unique up and down regulated genes between rhAgrin and Saline treated hearts from day 3 post-MI.

**(G-H)** Volcano plots of differentially expressed genes (annotated genes that correspond with the following conditions:  $|\log_2\text{FoldChange}| \geq 1$ , p-adjusted value  $< 0.05$  and max raw counts  $> 30$ ) between remote and infarct zones of day 28 Saline (G) and rhAgrin (H).

**(I)** Venn diagrams of common and unique up and down regulated genes between rhAgrin and Saline treated hearts from day 28 post-MI.

**(J)** Highlighted genes for each Venn diagram analysis. % Are the number of genes presented in each category (common, agrin or saline) calculated from all differentially expressed genes in the corresponding Venn diagram. % Are the number of genes presented in each category (common,

rhAgrin or Saline) calculated from all differentially expressed genes in the corresponding Venn diagram.

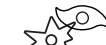

A

Fibroblasts

Archetypes

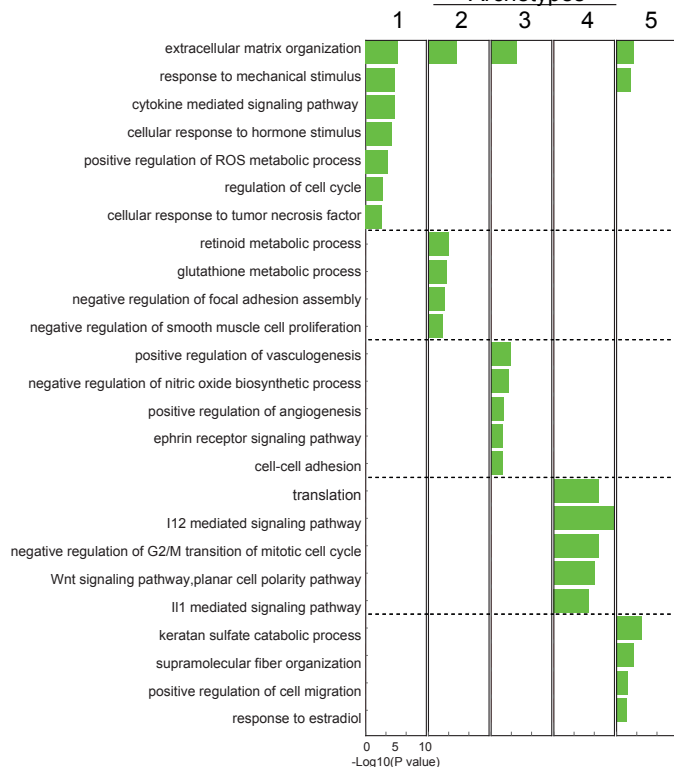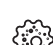

B

Macrophages

Archetypes

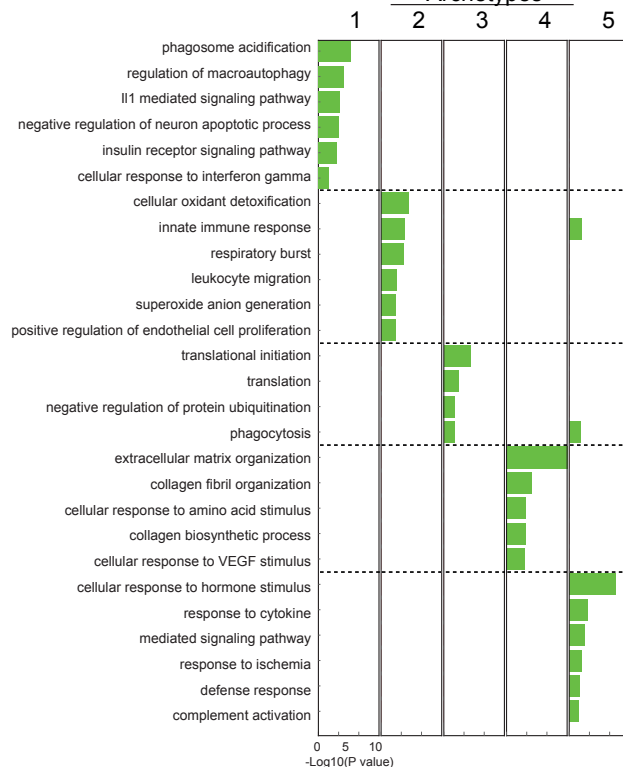

C

Archetype:

mRNA Expression

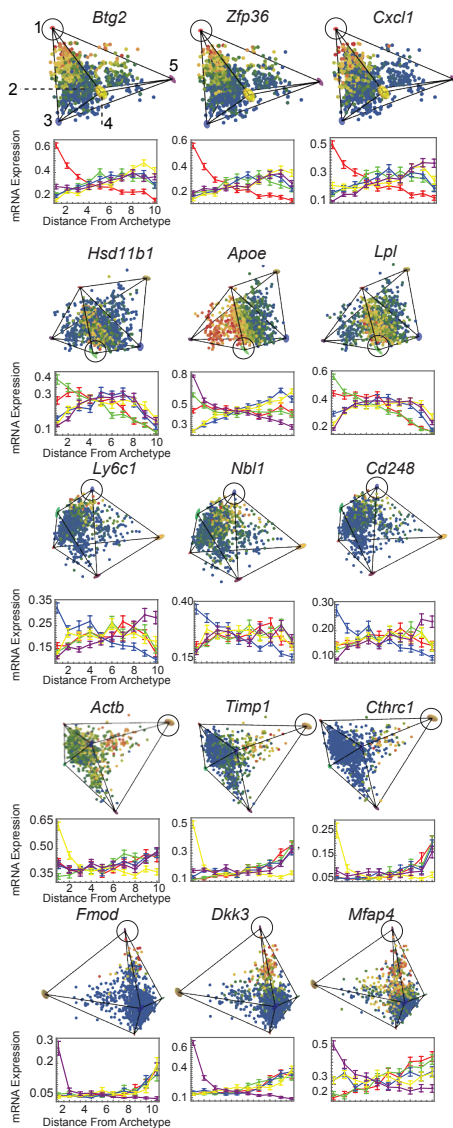

D

Archetype:

mRNA Expression

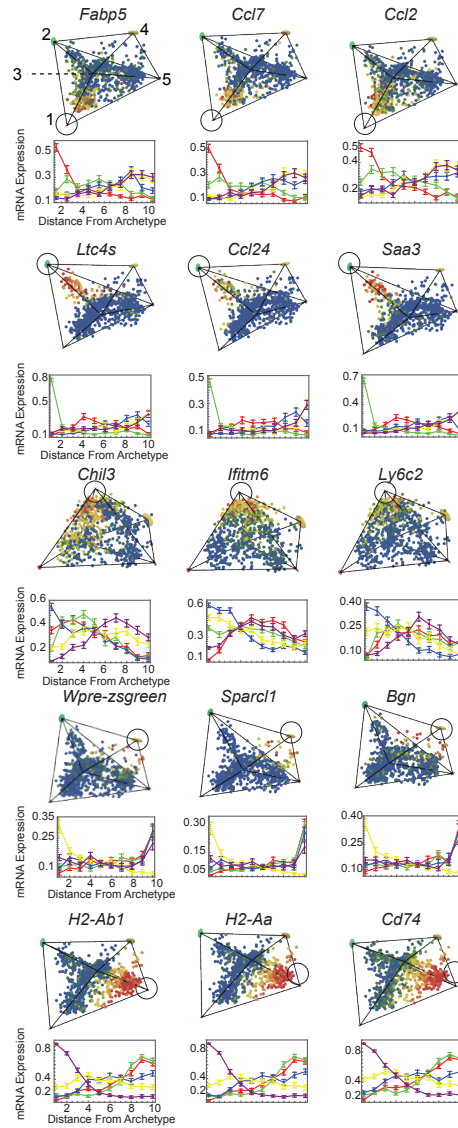

**Figure S4. Days 0 and 3 post-MI archetype enrichment analysis, related to Figure 4**

**(A-B)** Table of top enriched GO terms for the different fibroblast (A) and macrophage (B) archetypes and their p-values in log scale.

**(C-D)** Examples of top enriched genes per fibroblast (C) and (D) macrophage archetypes. The expression of each gene is plotted in two ways: upper panels- the cells are colored based on the expression levels within the tetrahedron where they are projected on the first three principal components; lower panels- expression is plotted across 10 bins as a function of the euclidean distance from each archetype in gene expression space. Red, green, blue, yellow and purple correspond to archetype numbers 1-5, respectively.

A

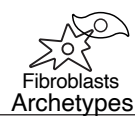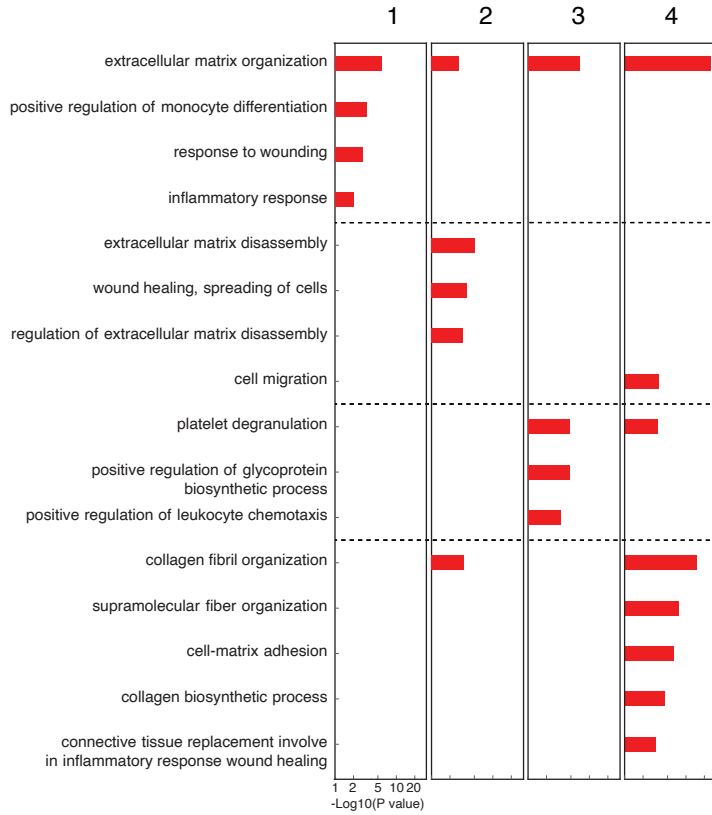

B

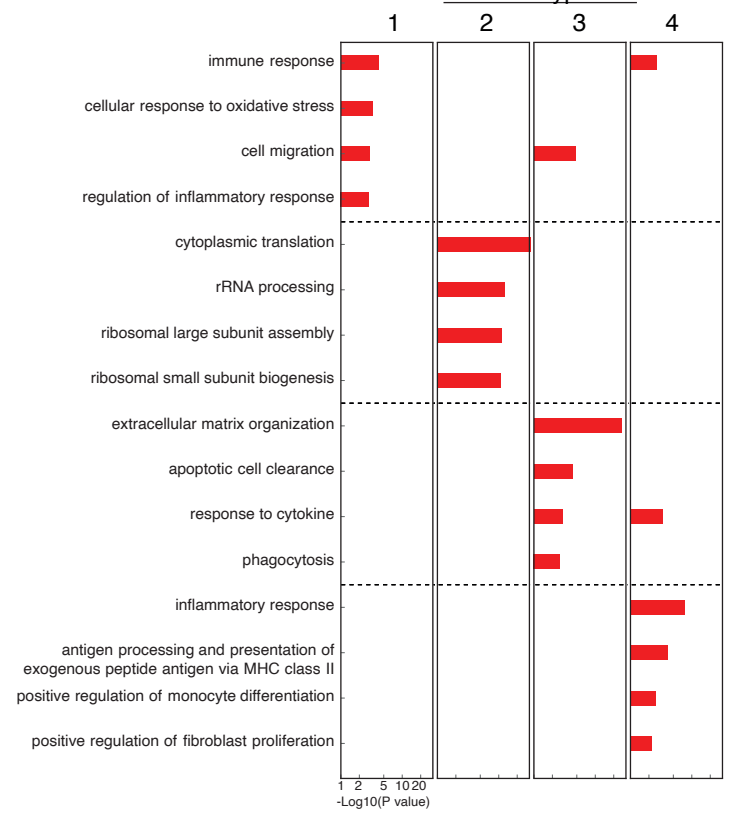

C

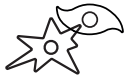

Archetype:

1 2 3 4

mRNA Expression

0 0.2 0.4 0.6 0.8 1.0

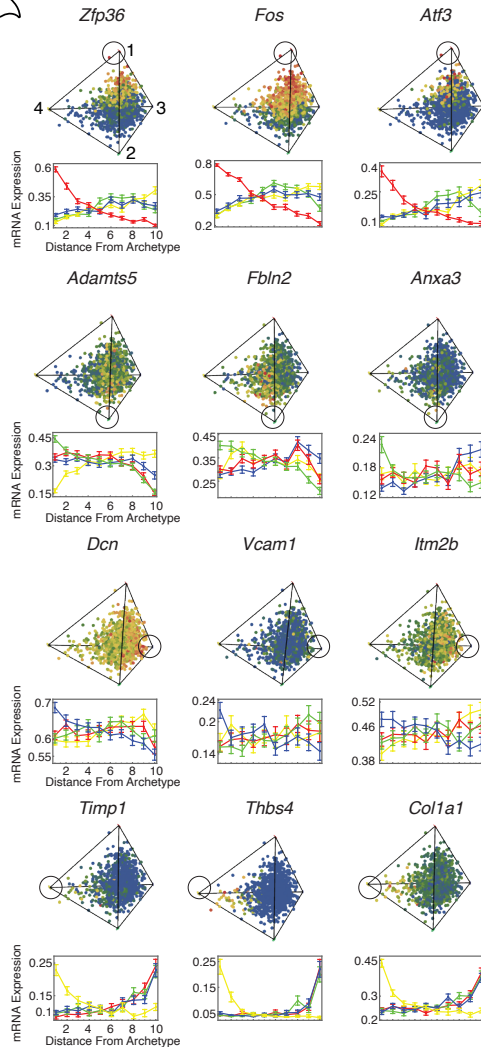

D

Archetype:

1 2 3 4

mRNA Expression

0 0.2 0.4 0.6 0.8 1.0

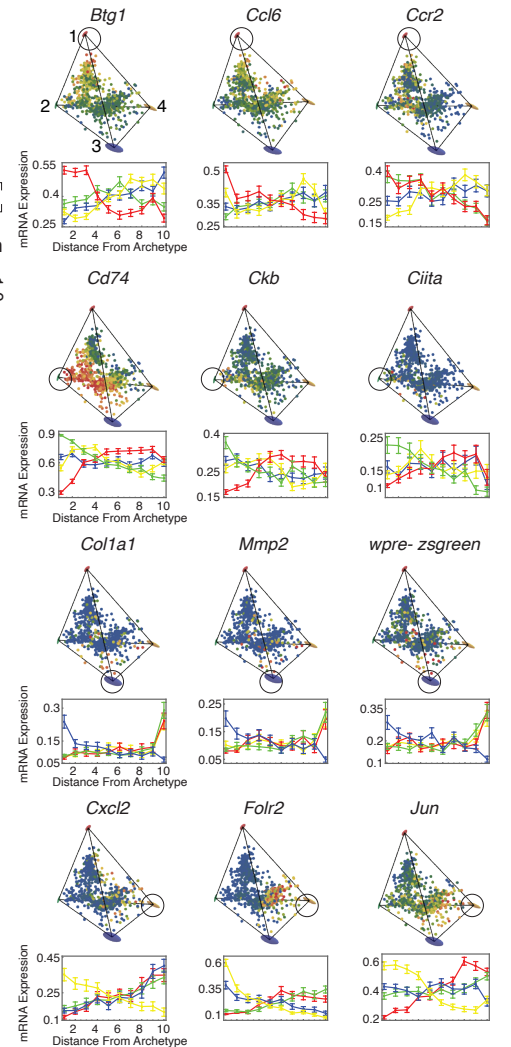

**Figure S5. Days 0 and 28 post-MI archetype enrichment analysis, related to Figure 4**

**(A-B)** Table of top enriched GO terms for the different fibroblast (A) and macrophage (B) archetypes and their P-values in log scale.

**(C-D)** Examples of top enriched genes per fibroblast (C) and (D) macrophage archetypes. The expression of each gene is plotted in two ways: upper panels- the cells are colored based on the expression levels within the tetrahedron where they are projected on the first three principal components; lower panels- expression is plotted across 10 bins as a function of the euclidean distance from each archetype in gene expression space. Red, green, blue, and yellow correspond to archetype numbers 1-4, respectively.

**Figure S5- supplementary text:** We note that archetype 3 in macrophages (Figure S5D), associated with phagocytotic functions, shows expression of prominent genes usually expressed in fibroblasts (*Coll1a1*). It also shows expression of an epicardial derived cells lineage tracer (wpre-zsgreen) introduced in the experiment of *Forte et al.* These authors indeed note the existence of a myeloid-myofibroblast cluster in their scRNAseq analysis <sup>46</sup>.

A

Fibroblast Archetypes

Pig RNA-seq

Macrophage Archetypes

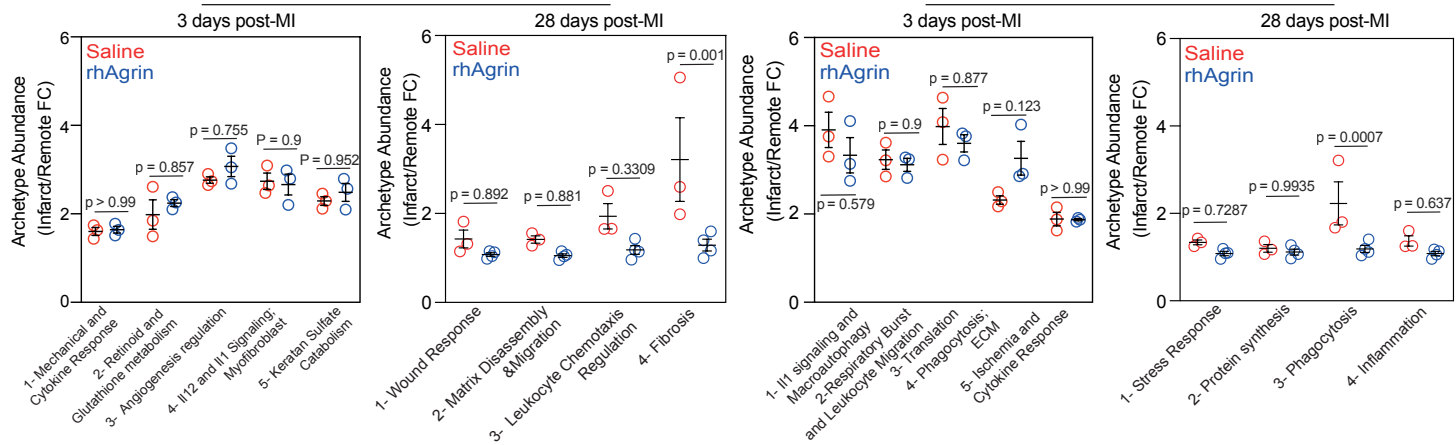

**Figure S6. Assessment of pareto archetypes in Pig mRNA-seq, related to Figure 4**

(A) Deconvolution of Bulk mRNA sequencing of pig hearts following MI of either rhAgrin (blue) or Saline treated (red) samples. Macrophage and fibroblast archetypes (from both days: 0+ 3 and 0+28 analysis, Figure 4) abundance were assessed by gene signatures (Table S6), between infarct and remote zones (STAR Methods). Statistical analysis performed using two-way ANOVA with Sidak's adjusted p-values.

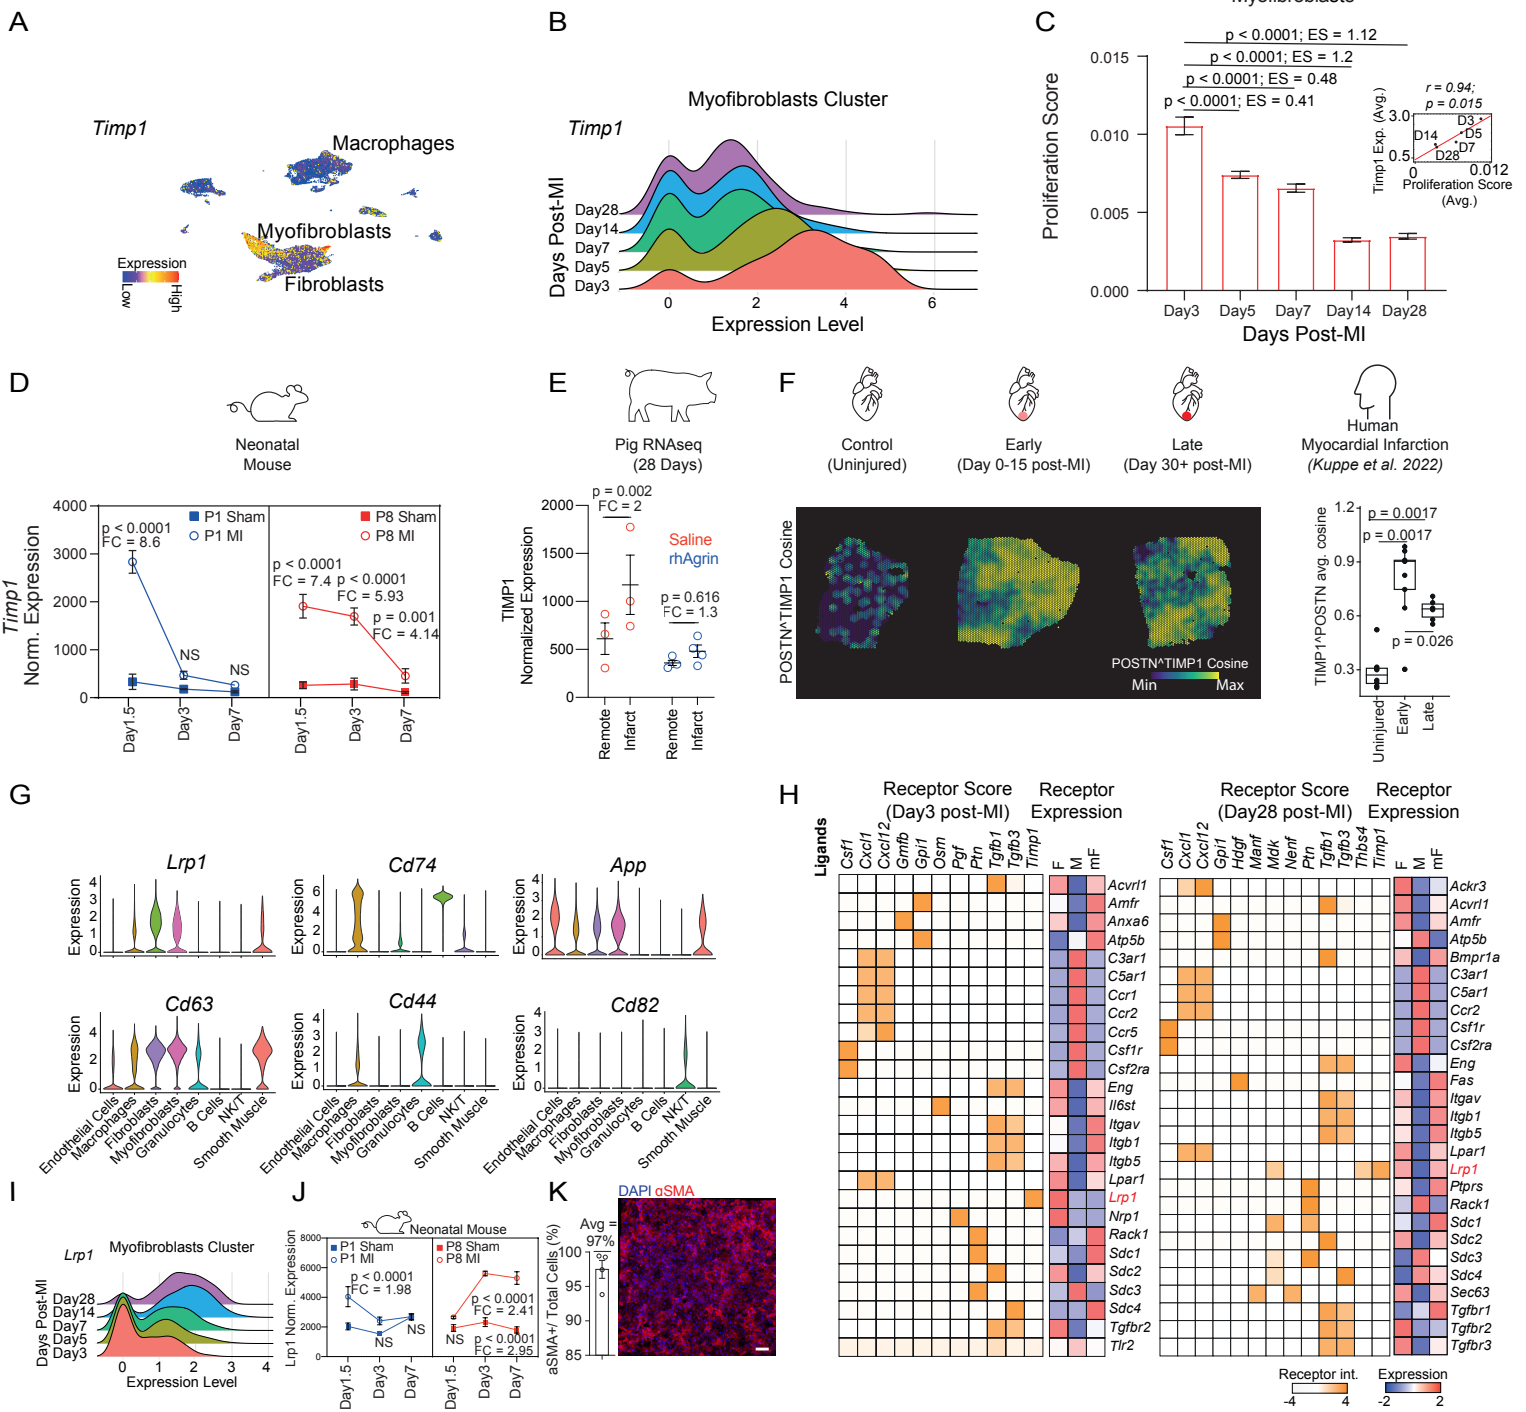

**Figure S7. *Timp1* expression dynamics following MI in mice pigs and humans, related to Figure 5**

(A) Single-cell mRNA expression of *Timp1* by cardiac interstitial cells shows dominant expression in cardiac myofibroblasts. Scale denotes normalized mRNA expression. Dataset used is described in Figure 1B and Figure S1A-B.

(B) *Timp1* mRNA expression dynamics after MI quantified between day 3 and day 28 in cardiac myofibroblasts cluster.

(C) The dynamic of cardiac myofibroblasts proliferation was assessed using the scRNAseq data described in Figure 1B and Figure S1A-B (STAR Methods). Small right panel- We calculated the Pearson correlation coefficient ( $r$ ) between the average myofibroblasts proliferation score per day, and the average *Timp1* expression presented in Figure S7B. Statistical analysis performed using either the Mann-Whitney test, with p-values were adjusted for multiple testing using the Benjamini and Hochberg procedure or Pearson correlation test (small right panel). ES- effect size.

(D) *Timp1* mRNA expression in the publicly available bulk mRNA-sequencing<sup>112</sup>. P1 (blue) and P8 (red) mice underwent Sham (squares) or MI (circles) injury by LAD ligation and ventricles were sampled on days 1.5, 3 and 7 post-MI for sequencing. Data is shown as normalized mRNA expression. (n = 3 per time-point, per age/ treatment). Statistical analysis was performed using DESeq2, p-values were adjusted for multiple testing using the Benjamini and Hochberg procedure (STAR Methods). FC- fold change.

(E) Pig TIMP1 normalized mRNA expression at day 28 post-MI, in infarct and remote zones of rhAgrin (blue) and Saline (red) treated hearts. Circles denote biological replicates. FC = fold-change. Statistical analysis was performed using DESeq2, p-values were adjusted for multiple testing using the Benjamini and Hochberg procedure (STAR Methods).

**(F)** Spatial colocalization of the TIMP1-POSTN gene pair was calculated in human left ventricle spatial transcriptomics slides (Visium) of patients following acute-MI and non-transplanted donor hearts. Samples were divided based on time following MI as either: uninjured (n = 10), Early (days 0-15 post-MI; n = 6) and Late (30 days+; n = 6). Gene pair was quantified using spatially-weighted cosine similarity score using LIANA<sup>76</sup> (STAR Methods). Statistical analysis used the Wilcoxon test with Benjamini-Hochberg adjusted p-values.

representative Human left ventricle spatial transcriptomics slides (Visium) of patients following acute-myocardial infarction (MI) and non-transplanted donor heart. Samples were divided based on time following MI as either: uninjured (n = 10), Early (days 0-15 post-MI; n = 6) and Late (30 days+; n = 6). (B) Abundance of fibroblasts and myeloid cells was quantified based on deconvolution scores of cell-types per spot (STAR Methods). Myofibroblast were calculated as enrichment of the mean myofibroblast state score within spots with a minimal 10% value of cell-type abundance (STAR Methods).

Spatial colocalization of the TIMP1-POSTN gene pair was quantified using spatially weighted cosine similarity via the `spatial_neighbors` function in `liana-py` v1.1.0, with bandwidth and expression cut-offs set to 150 and 0.1, respectively.

**(G)** Single-cell mRNA expression of TIMP1 receptors: *Lrp1*, *Cd63*, *Cd82*, *Cd74*, *App* and *Cd44* by cardiac interstitial cells shows dominant expression of *Cd63*, *App* and *Lrp1* in cardiac myofibroblasts.

**(H)** Heatmap of potential receptors based on cardiac fibroblast (F), macrophage (M) and myofibroblast (mF) on days 3 (left) and 28 (right) post-MI. These data are complementary to Figure 5D. Receptor interaction score and average receptor expression per cell type are presented as mean $\pm$  SD (by either white-orange scale or blue-red scale, respectively)

**(I)** Single-cell mRNA expression of *Lrp1* by cardiac interstitial cells shows dominant expression in cardiac myofibroblasts. Scale denotes normalized mRNA expression. Dataset used is described in Figure 1B and Figure S1A-B.

**(J)** *Lrp1* mRNA expression in the publicly available bulk mRNA-sequencing <sup>112</sup>. P1 (blue) and P8 (red) mice underwent Sham (squares) or MI (circles) injury by LAD ligation and ventricles were sampled on days 1.5, 3 and 7 post-MI for sequencing. Data is shown as normalized mRNA expression. (n = 3 per time-point, per age/ treatment). Statistical analysis was performed using DESeq2, p-values were adjusted for multiple testing using the Benjamini and Hochberg procedure (STAR Methods). FC- fold change.

**(K)** Representative images of primary cardiac myofibroblasts cultures (day 4 of culture) related to Figure 5I. Bar plot presents the fraction of myofibroblasts (aSMA+, red) of total nuclei (DAPI, blue) identified (%) at day 4 (n = 4 replicates, mean cells=4253±749 SEM). Scale bar = 200µm.

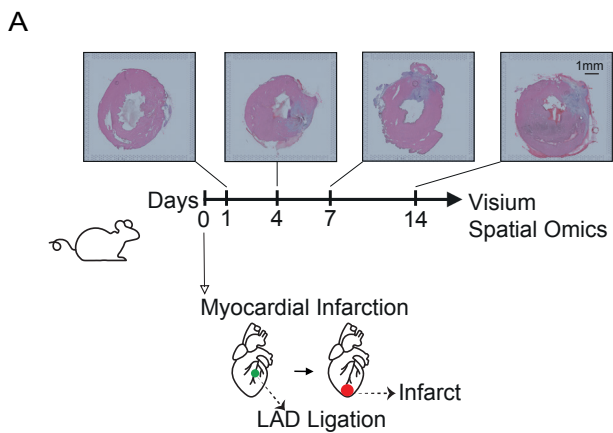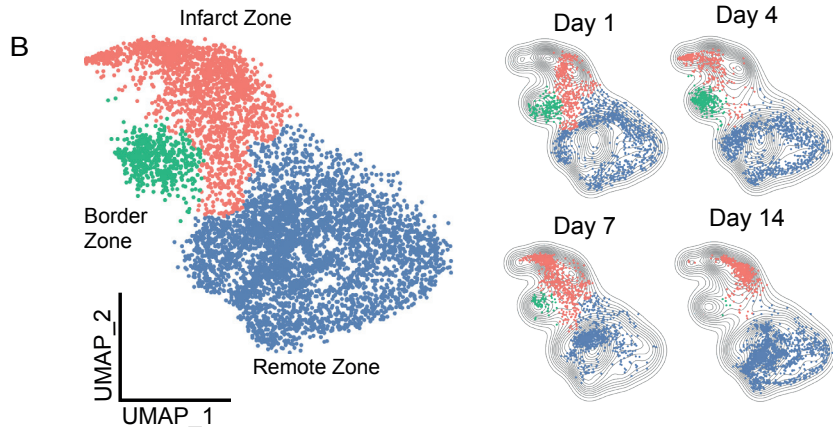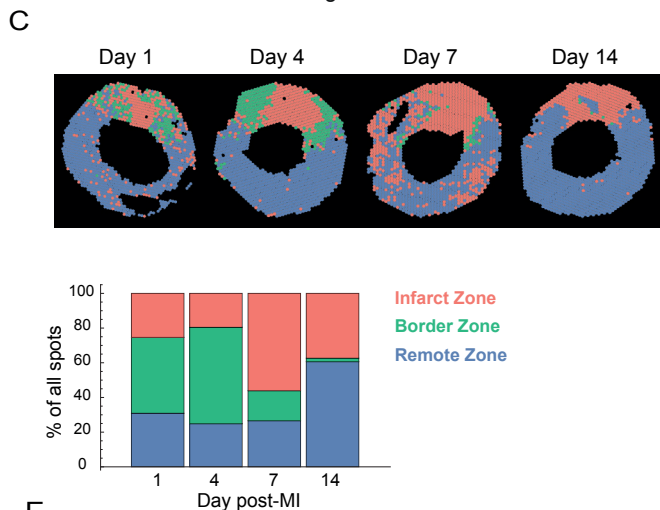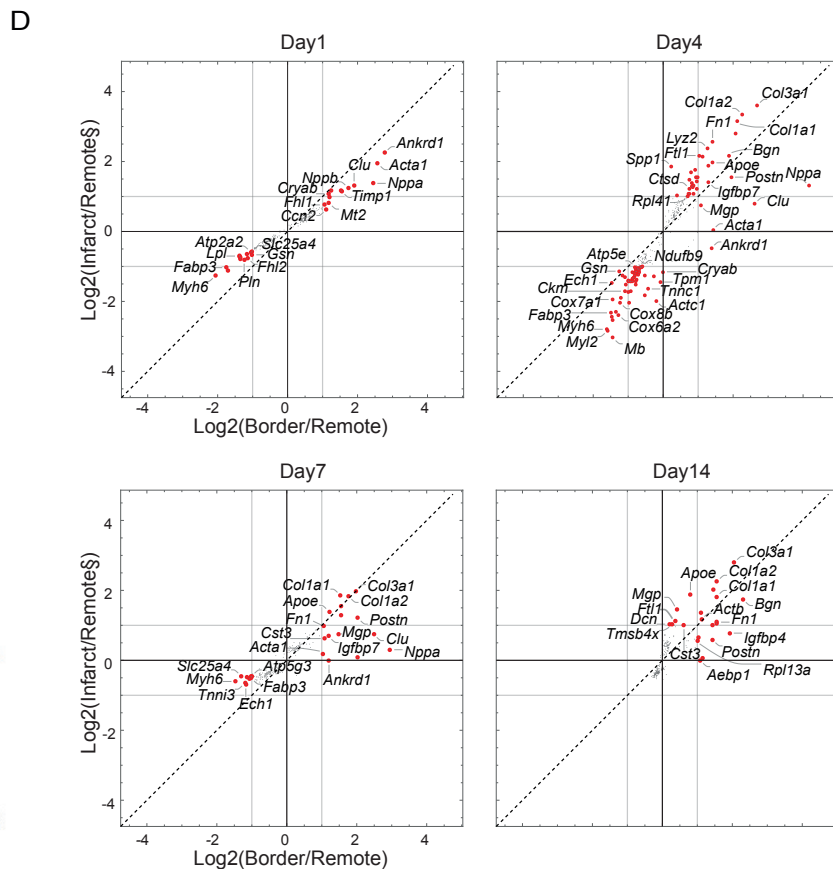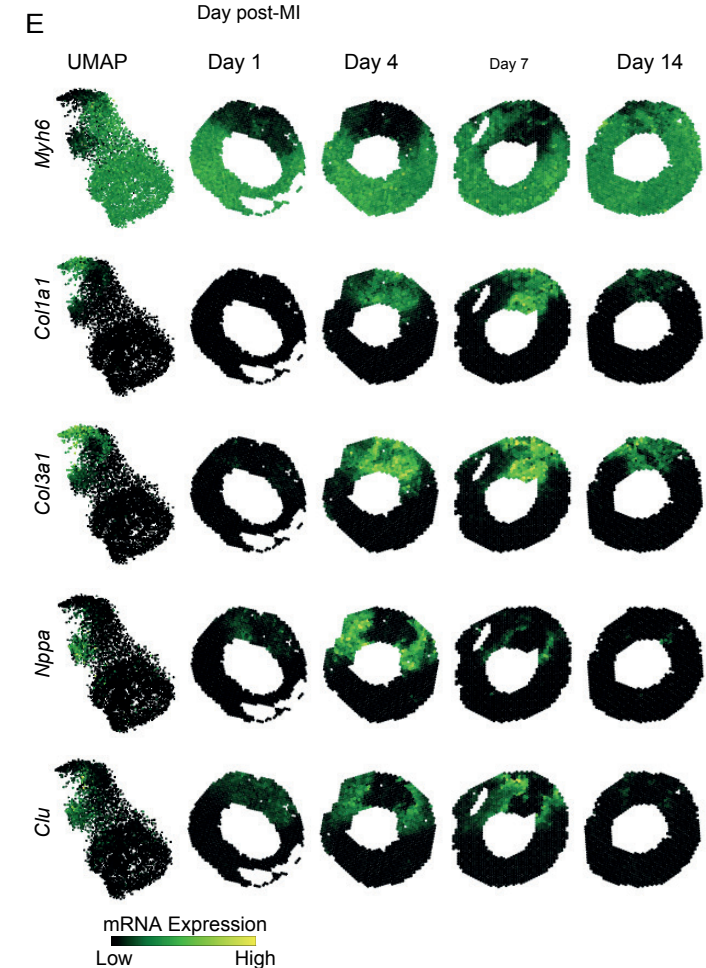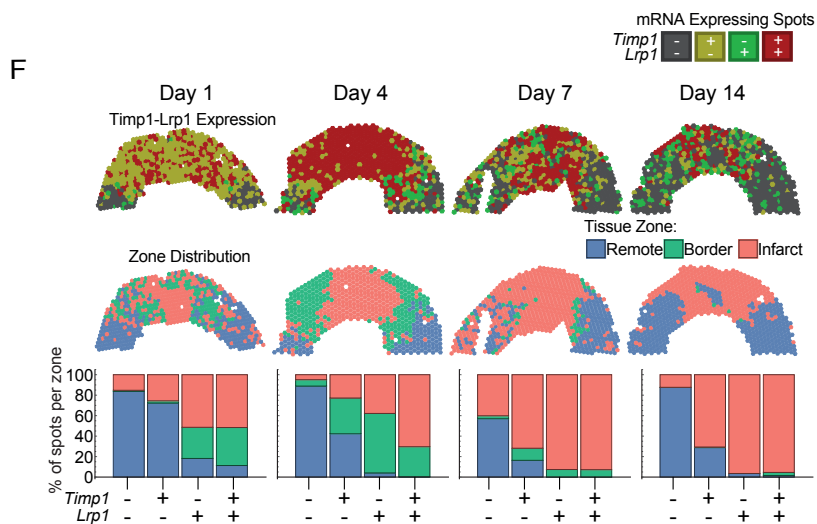

**Figure S8. Visium spatial transcriptomics reveals *Timp1-Lrp1* co-expression persists in the infarct zone over time, related to Figure 5**

**(A)** Experimental design of adult ICR mice hearts who underwent myocardial infarction (MI) and processed by Visium spatial transcriptomics analysis at 4 different time points following injury [at days: 1 (n = 1), 4 (n = 1), 7 (n = 1) and 14 (n = 1)]; Top panel: representative Hematoxylin and Eosin (H&E) stained section. Scale bar, 1 mm.

**(B)** Left panel- uniform manifold approximation and projection (UMAP) plot of total spots from all timepoints combined day1 (n = 1516), day 4 (n = 1596), day 7 (n = 1510), day 14 (n = 2117) . Spots were annotated as 3 distinct gene-expression clusters [Infarct Zone (orange), Border Zone (green), Remote (Healthy) Zone (blue)]. Right panel- UMAP plots of the 3 clusters according to time following MI with density contour based on smooth kernel distribution.

**(C)** Top- Clusters (Infarct, border and remote zones) represented by their spatial coordinates per timepoint. Bottom- Cluster distribution (% of total spots per timepoint).

**(D)** Spatio-temporal differential gene expression analysis of adult mice following-MI. Log2 fold-change (FC) was calculated per area in comparison to the corresponding remote zone per section (used as internal control) (Infarct/Remote, Border/Remote). Statistical analysis performed using the Mann-Whitney test with Bonferroni adjusted p-values. Differentially expressed genes (red spots) were defined as  $\log_2FC > 1$  and significant adjusted p-values ( $< 0.05$ ). Small black dots represent non-differentially expressed genes.

**(E)** Visium spatial cluster defining genes (Remote zone- *Myh6*, Infarct zone- *Col1a1*, *Col3a1*; Border zone- *Nppa*, *Clu*) projected on all sections and combined UMAP. mRNA expression is denoted by color (black to yellow). 

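Of the genes drawn on the sections, Col1a1 was at 1672, 10972, 15406 and 6409 CPM in the scar region on days 1, 4, 7 and 14, against 99.7, 312, 397 and 73.7 CPM in the remote region. Col3a1 was at 1749, 15649, 16203 and 14286 CPM in the scar region and at 321, 418, 545 and 279 CPM in the remote region. Myh6 stayed between 10366 and 10959 CPM in the remote region, and was between 666 and 1785.5 CPM in the scar region and between 3166 and 7824 CPM in the border region. Nppa in the border region was at 3485, 22682, 4959 and 4268.5 CPM. In the remote region it was at 140.0 CPM on day 1, 1933 on day 4, 299 on day 7 and 80.0 on day 14. Clu was highest in the border region of each section, with 4490.5, 8095, 8003 and 2729 CPM there and 1403, 2554, 2969.5 and 1637 CPM in the scar region.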

Each slice was rotated so that the infarct zone median (defined by infarct zone spots) is positioned upwards.

(F) Top panels- *Timp1* and *Lrp1* spatio-temporal distribution after MI. Positive spots (either *Timp1*, *Lrp1* or both) were defined as spots with expression, of each gene, higher than the median expression over all slices. Middle panels- zone distribution. Bottom panels- quantification of *Timp1-Lrp1* spot distribution, divided per zone. % of spots (based on *Timp1-Lrp1* expression) per zone are presented in a percentile graph.

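Of the scar-region spots, 20.0% were above the median for Timp1 alone on day 1, 4.64% on day 4, 14.7% on day 7 and 14.3% on day 14. Lrp1 alone was above its median in 27.5%, 3.31%, 17.8% and 23.5% of them, and neither gene in 30.0%, 1.66%, 12.9% and 28.3%. If both genes were positive independently of each other within the region, 21.3%, 89.1%, 50.2% and 27.6% of its spots would be double positive. In the border region 57.4% of spots were double positive on day 1, 68.6% on day 4, 46.0% on day 7 and 32.7% on day 14. In the remote region these shares were 11.9%, 16.9%, 4.39% and 2.13%.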

For all spatial spot distribution plots (panels: C, E and F) each slice was rotated so that the infarct zone median (defined by infarct zone spots) is positioned upwards.

# A Single-cell quantification and neighborhood analysis

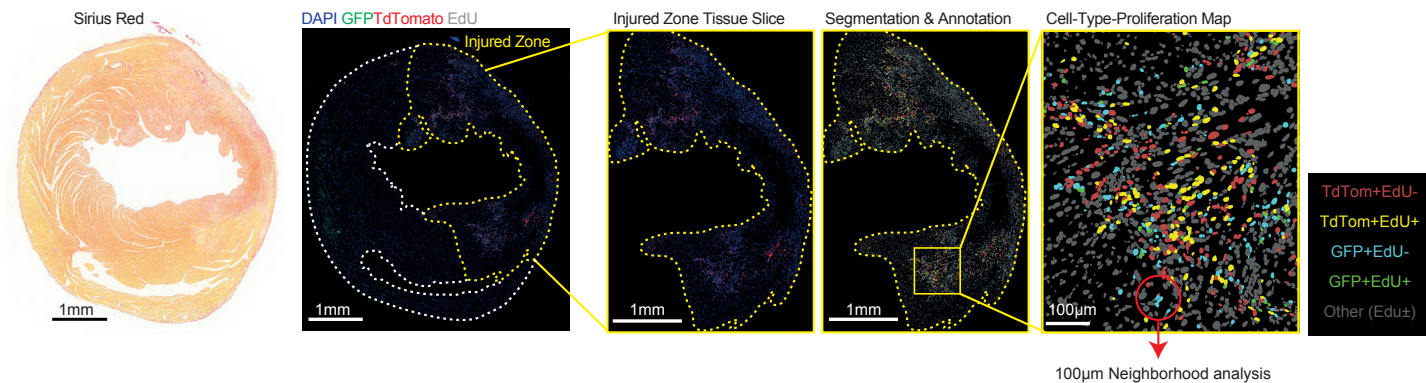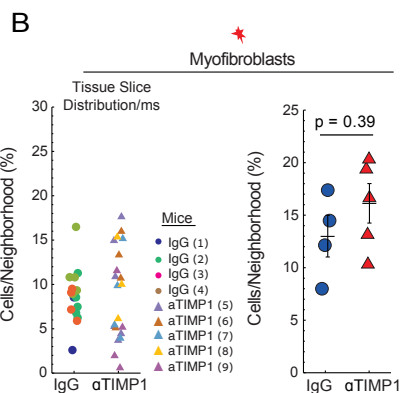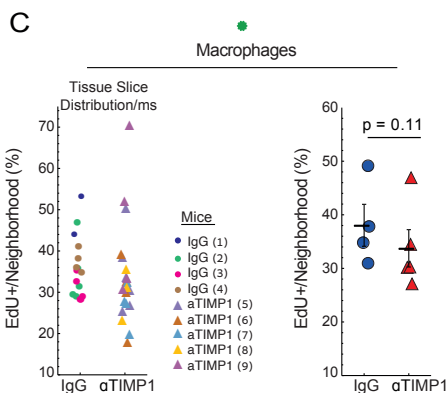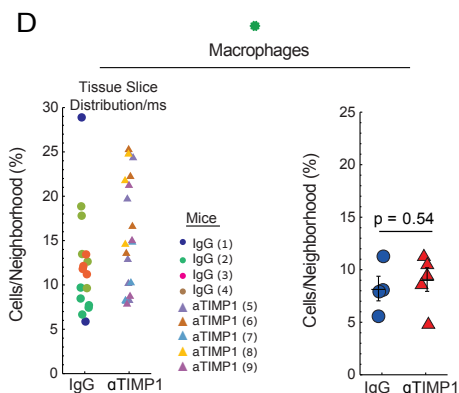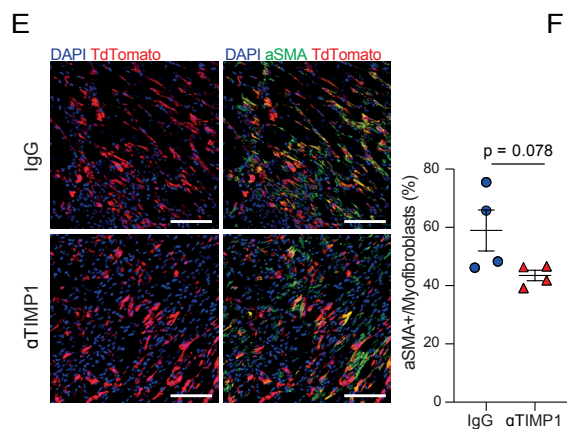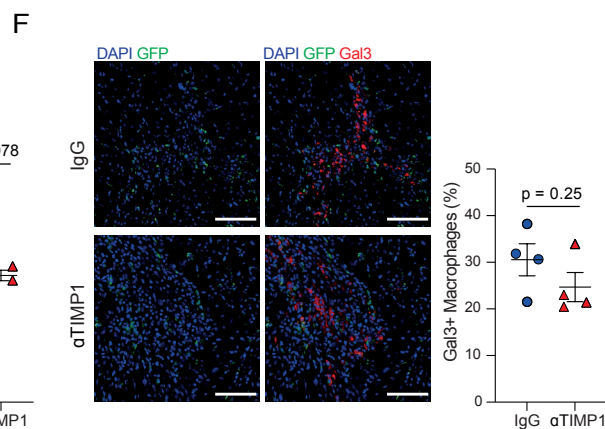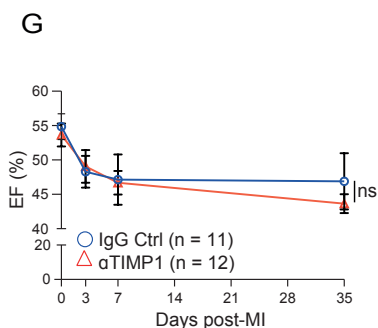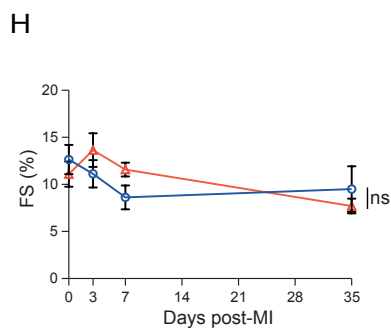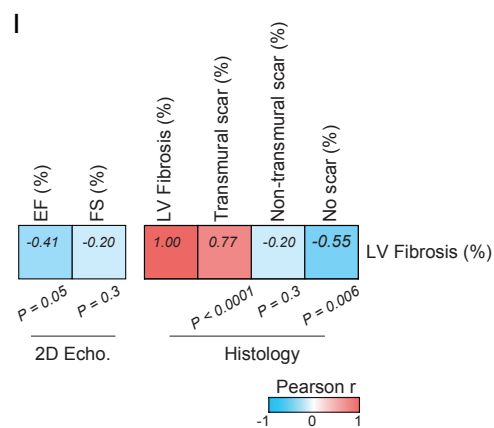

**Figure S9.  $\alpha$ TIMP1 treatment did not attenuate macrophage abundance, proliferation, state, or myofibroblast activation, related to Figure 5**

**(A)** Neighborhood analysis pipeline for double-reporter mice (MAMY) following MI and IgG control/  $\alpha$ TIMP1 treatment (related to Figure 5J-L, Figure S9B-D). from left to right- annotation of immunofluorescence of infarct zone tissue slices were based on consecutive histological sections stained with sirius red. 2-6 tissue slices were analyzed for each biological replicate. Cells were segmented (based on nuclear DAPI stain, blue), annotated for cell type and proliferation state (STAR Methods) and a cell-type-proliferation map was generated to represent the macrophage, myofibroblast and other cell-type, and their proliferative state in the correct spatial localization: proliferative macrophages (GFP+EdU+, green), non-proliferative macrophage (GFP+EdU-, light-blue), proliferative myofibroblasts (TdTomato+EdU+, yellow), non-proliferative myofibroblasts (TdTomato+EdU-, red) and others (GFP-TdTomato-EdU $\pm$ , grey). For each cell identified the cell composition within its neighborhood: measured as a 50 $\mu$ m radius (100 $\mu$ m in diameter) from the center of each cell was determined. Percentages of the total abundance of each cell type and their proliferative states were determined.

**(B)** Quantification of myofibroblasts (total TdTomato+) abundance (% of cells) per cellular neighborhood (100 $\mu$ m in diameter) in the infarct zone of  $\alpha$ TIMP1 (n = 5) or IgG control (n = 4) treated MAMY hearts (STAR Methods). Left panel- distribution of data per tissue slice per biological replicate. Each color represents a biological replicate. Right panel- average TdTomato+EdU $\pm$ /neighborhood per biological replicate. Results are represented as mean $\pm$  SEM. Blue circles- IgG control; red triangle-  $\alpha$ TIMP1. Statistical analysis performed using the Mann-Whitney test.

**(C)** Quantification of proliferative macrophage (GFP+EdU+) abundance (% of cells) per cellular neighborhood (100 $\mu$ m in diameter) in the infarct zone of  $\alpha$ TIMP1 (n = 5) or IgG control (n = 4) treated MAMY hearts (STAR Methods). Left panel- distribution of data per tissue slice per biological replicate. Each color represents a biological replicate. Right panel- average GFP+EdU+/neighborhood per biological replicate. Results are represented as mean $\pm$  SEM. Blue circles- IgG control; red triangle-  $\alpha$ TIMP1. Statistical analysis performed using the Mann-Whitney test.

**(D)** Quantification of macrophage (total GFP+) abundance (% of cells) per cellular neighborhood (100 $\mu$ m in diameter) in the infarct zone of  $\alpha$ TIMP1 (n = 5) or IgG control (n = 4) treated MAMY hearts (STAR Methods). Left panel- distribution of data per tissue slice per biological replicate. Each color represents a biological replicate. Right panel- average GFP+EdU $\pm$ /neighborhood per biological replicate. Results are represented as mean $\pm$  SEM. Blue circles- IgG control; red triangle-  $\alpha$ TIMP1. Statistical analysis performed using the Mann-Whitney test.

**(E)** Quantification of alpha smooth actin (aSMA) expressing myofibroblasts (TdTomato+ aSMA+) abundance (% of cells) in the infarct zone of  $\alpha$ TIMP1 (n = 4; 1244 $\pm$ 251.8 SEM cells per replicate) or IgG control (n = 4; 1070 $\pm$ 176.3 SEM TdTomato+ cells per replicate) treated MAMY hearts. Data are represented as the total sum of aSMA+TdTomato+ cells out of total TdTomato+ cells sampled in each biological replicate. Statistical analysis performed using two-tailed unpaired t-test.

**(F)** Quantification of Galectin-3 (Gal3) expressing macrophage (GFP+Gal3+) abundance (% of cells) in the infarct zone of  $\alpha$ TIMP1 (n = 4; 943.8 $\pm$ 191.5 SEM GFP+ cells per replicate) or IgG control (n = 4; 1088 $\pm$ 333.2 SEM GFP+ cells per replicate) treated MAMY hearts. Data are

represented as the total sum of GFP+Gal3+ cells out of total GFP+ cells sampled in each biological replicate. Statistical analysis performed using two-tailed unpaired t-test.

**(G-H)** Temporal echocardiography (echo) systolic measurements of (G) Ejection fraction (EF; %) and (H) fractional shortening (FS; %) of the experiment presented in Figure 5M. Analysis was performed on MI operated adult mice ( $\alpha$ TIMP1, n = 12; IgG, n = 11) (Methods). Echo function was measured repeatedly on baseline, and days 3, 7 and 35 post-MI. Red-  $\alpha$ TIMP1; Blue- IgG. Results are represented as mean  $\pm$  SEM. Statistical analysis performed using two-way ANOVA with Sidak's adjusted p-values.

**(I)** Correlation matrix between left ventricle (LV) fibrosis measurements (in %; presented in Figure 5O) to either fibrotic parameters (scar-class analysis; presented in Figure 5O) or systolic 2D Echo data (EF, FS; presented in Figure S9G-H). Scale bar (blue to red), represent negative (-1) to positive (1) Pearson correlation coefficient values. Both Pearson correlation coefficient and p-values are indicated for each correlation pair.

**Note S1: Specificity, label efficacy, and off-target effects of the mouse lines comprising the MAMY mouse.**

**The myofibroblast lineage reporter (Postn<sup>MCM/+</sup>Rosa26<sup>TdTomto/+</sup>):** The Postn<sup>MCM</sup> mouse line was established in 2016 by *Kanisicak, et al.*<sup>1</sup>, and has been used by multiple labs as a lineage reporter and as a tool to specifically knock-out genes in cardiac myofibroblasts. It has been cited >800 times.

*Kanisicak, et al.* showed that Periostin is exclusively expressed in injured areas and is a specific marker of myofibroblasts in the heart and other tissues following injury. Expression of eGFP under the control of the Postn<sup>MCM</sup> cassette and exposure of these mice to tamoxifen did not label almost any cells in the uninjured heart. In other tissues, minimal off-target labeling was further demonstrated in the absence of injury. This includes skeletal muscle, kidney, lung, liver, and skin following 8 weeks of tamoxifen exposure. The Postn<sup>MCM</sup> cassette successfully labeled cells only at the infarcted area (7 days post-MI). Whole mount tracking of these hearts up to 7 days following MI, revealed the progressive accumulation of eGFP+ cells in the infarct zone over time. These data were reproduced by a study that tested the dynamics of *Postn* gene expression following MI in mice<sup>2</sup>.

*Kanisicak, et al.* further characterized the label efficiency and specificity of the Postn<sup>MCM</sup> lineage tracing system in the context of acute, (namely, myocardial infarction; MI) and chronic (namely, transverse aortic constriction; TAC or AngII osmotic pumps) injuries.

In the context of MI, using histological sections stained by immunofluorescence, *Kanisicak, et al.* show that 2 weeks following MI induction and tamoxifen administration, most of the eGFP-labeled cells were Vimentin (fibroblast marker) positive ( $\pm 98\%$ ), >50% were PDGFR $\alpha$  (fibroblast marker)

positive and  $\pm 80\%$  were  $\alpha$ SMA (activated fibroblast marker) positive. But none were CD31 (endothelial cells marker), or CD45 (immune cells marker). Consistent with these results the authors further bolster their findings with flow cytometry analysis.

To obtain higher granularity in the eGFP<sup>+</sup> cells characterization, *Kanisicak, et al.* sorted 3 populations of cells and analyzed them by RNA-sequencing: 1) Resident fibroblasts defined by CD31-CD45- markers. 2) Activated injured zone cells, defined by Postn-CD31-CD45- markers, and 3) Activated *Postn*-tracked eGFP<sup>+</sup> cells that were also CD31-CD45-. Indeed among these cells, only the postn-traced eGFP<sup>+</sup> cells significantly expressed myofibroblast-specific genes such as  *$\alpha$ SMA*, *Lox*, and *Fibronectin* <sup>3,4</sup>.

In the context of chronic cardiac injury (TAC) the authors were able to show that eGFP<sup>+</sup> cells were Vimentin and  $\alpha$ SMA positive, But not CD31 or CD45 positive. These data were consistent with the demonstrated specificity of the lineage reporter following MI.

In summary, the Postn<sup>MCM</sup> lineage tracing system is a robust and validated tool for specifically labeling myofibroblasts in the context of cardiac injury and other tissue injuries. The work by *Kanisicak, et al.*, supported by subsequent studies<sup>5-14</sup>, demonstrates that Periostin expression is specific to myofibroblasts in injured tissues, with minimal off-target effects in uninjured regions or non-myofibroblast cells. This system has been demonstrated to reliably identify myofibroblasts across multiple experimental models, including myocardial infarction, pressure overload, and fibrotic responses in other organs<sup>5-14</sup>.

**The monocyte/macrophage reporter (Cx3cr1<sup>GFP/+</sup>):** The Cx3cr1<sup>GFP</sup> mouse model is widely used in the field of monocyte/macrophage biology. It was established by *Jung, et al.*<sup>15</sup>, a paper cited >2800 times. In the context of the heart, the Cx3cr1<sup>GFP</sup> mouse line has been extensively validated

to specifically and reliably label all cardiac macrophage subsets through the expression of green fluorescent protein (GFP)<sup>16–20</sup>.

In 2012, *Pinto, et al.*<sup>19</sup> established the specificity of Cx3cr1<sup>GFP+</sup> cells in cardiac tissue, as  $\pm 95\%$  of these cells also express myeloid cell markers, such as CD45 and CD11b. They further show that most of these cells were express F4/80, MHCII, CD14, and CD86- highly abundant myeloid and macrophage markers. Importantly, these cells did not express NK1.1, B220, or CD3e- NK, B, and T cell markers.

In 2014, *Malawi, et al.*<sup>20</sup> repeated these results and established that  $>80\%$  of cardiac macrophages, defined by core macrophage markers (CD64, F4/80, and MerTK) are indeed GFP+ cells.

In 2017, *Hulsmans, et al.*<sup>18</sup>, repeated these results using a flow cytometry approach, establishing that CD45+CD31-CD11b+Lin-Ly6G-F4/80+ cells were indeed GFP+. importantly, CD45-CD31-MEFSK4+ cells (fibroblasts) were negative for GFP.

*Hulsmans, et al.*, then sorted (by flow cytometry) either GFP+ cells, total macrophages, or fibroblasts and performed real-time qPCR for key macrophage, fibroblast, and myofibroblast genes. They found that GFP+ cells were expressing macrophage genes (i.e. *Csf1r*, *F4/80*, *LysM*, *MerTK*, *Cd64*, etc.) as the sorted macrophages, and did not express fibroblast (i.e. *Colla2*, *Col3a1*, *Ddr2*) or myofibroblast genes (i.e. *Postn*).

In 2018, *Walter, et al.*<sup>16</sup>, sorted GFP+ cells from cryo-injured (a form of acute cardiac injury) Cx3cr1<sup>GFP</sup> hearts and performed RNA-sequencing at different time points following injury. This experiment allowed them to observe in detail the gene expression of GFP+ cells in the steady-state and injured heart. Indeed, the cardiac GFP+ cells gene expression strongly correlated with sorted

macrophage RNA-sequencing data from a variety of tissues including the lung, liver, spleen, and peritoneum.

In summary, the MAMY mouse model combines two validated and widely adopted genetic tools: the Cx3cr1<sup>GFP</sup> system, which has been used in thousands of studies to reliably and specifically label macrophages, including cardiac macrophages,<sup>16,18–20</sup> and the Postn<sup>MCM</sup> lineage reporter system, which is highly specific for identifying myofibroblasts in cardiac and other injured tissues<sup>1,5–14</sup>. Demonstrated through immunophenotyping, flow cytometry, and transcriptomic analyses in multiple studies, The Cx3cr1<sup>GFP</sup> reporter has consistently shown robust specificity for monocytes/macrophages, with minimal off-target labeling of non-myeloid cell types including endothelial cells, lymphocytes, fibroblasts, and other stromal cells. Similarly, the Postn<sup>MCM</sup> system has been shown to exclusively label myofibroblasts in the context of cardiac injury, with negligible labeling of other cell types. Together, the established specificity of these models ensures that the data generated using this model accurately captures cardiac myofibroblasts and all monocytes/macrophages in the injured zones, and further supports the validity of our findings using the MAMY mouse line.

## References

1. Kanisicak, O., Khalil, H., Ivey, M.J., Karch, J., Maliken, B.D., Correll, R.N., Brody, M.J., Lin, S.-C.J., Aronow, B.J., Tallquist, M.D., et al. (2016). Genetic lineage tracing defines myofibroblast origin and function in the injured heart. *Nat. Commun.* 7, 12260. <https://doi.org/10.1038/ncomms12260>.
2. Gil, H., Goldshtein, M., Etzion, S., Elyagon, S., Hadad, U., Etzion, Y., and Cohen, S. (2022). Defining the timeline of periostin upregulation in cardiac fibrosis following acute myocardial infarction in mice. *Sci. Rep.* 12, 21863. <https://doi.org/10.1038/s41598-022-26035-y>.
3. Forte, E., Skelly, D.A., Chen, M., Daigle, S., Morelli, K.A., Hon, O., Philip, V.M., Costa, M.W., Rosenthal, N.A., and Furtado, M.B. (2020). Dynamic Interstitial Cell Response during Myocardial Infarction Predicts Resilience to Rupture in Genetically Diverse Mice. *Cell Reports* 30, 3149–3163.e6. <https://doi.org/10.1016/j.celrep.2020.02.008>.
4. Farbehi, N., Patrick, R., Dorison, A., Xaymardan, M., Janbandhu, V., Wystub-Lis, K., Ho, J.W., Nordon, R.E., and Harvey, R.P. (2019). Single-cell expression profiling reveals dynamic flux of cardiac stromal, vascular and immune cells in health and injury. *eLife* 8, e43882. <https://doi.org/10.7554/elife.43882>.
5. Khalil, H., Kanisicak, O., Prasad, V., Correll, R.N., Fu, X., Schips, T., Vagnozzi, R.J., Liu, R., Huynh, T., Lee, S.-J., et al. (2017). Fibroblast-specific TGF- $\beta$ –Smad2/3 signaling underlies cardiac fibrosis. *J. Clin. Investig.* 127, 3770–3783. <https://doi.org/10.1172/jci94753>.
6. Fu, X., Khalil, H., Kanisicak, O., Boyer, J.G., Vagnozzi, R.J., Maliken, B.D., Sargent, M.A., Prasad, V., Valiente-Alandi, I., Blaxall, B.C., et al. (2018). Specialized fibroblast differentiated states underlie scar formation in the infarcted mouse heart. *J Clin Invest* 128, 2127–2143. <https://doi.org/10.1172/jci98215>.
7. Aghajanian, H., Kimura, T., Rurik, J.G., Hancock, A.S., Leibowitz, M.S., Li, L., Scholler, J., Monslow, J., Lo, A., Han, W., et al. (2019). Targeting Cardiac Fibrosis with Engineered T cells. *Nature* 573, 430–433. <https://doi.org/10.1038/s41586-019-1546-z>.
8. Meng, Q., Bhandary, B., Bhuiyan, M.S., James, J., Osinska, H., Valiente-Alandi, I., Shay-Winkler, K., Gulick, J., Molkentin, J.D., Blaxall, B.C., et al. (2018). Myofibroblast-Specific TGF $\beta$  Receptor II Signaling in the Fibrotic Response to Cardiac Myosin Binding Protein C-Induced Cardiomyopathy. *Circ. Res.* 123, 1285–1297. <https://doi.org/10.1161/circresaha.118.313089>.
9. Huo, J.-L., Jiao, L., An, Q., Chen, X., Qi, Y., Wei, B., Zheng, Y., Shi, X., Gao, E., Liu, H.-M., et al. (2021). Myofibroblast Deficiency of LSD1 Alleviates TAC-Induced Heart Failure. *Circ. Res.* 129, 400–413. <https://doi.org/10.1161/circresaha.120.318149>.
10. Xiang, F.-L., Fang, M., and Yutzey, K.E. (2017). Loss of  $\beta$ -catenin in resident cardiac fibroblasts attenuates fibrosis induced by pressure overload in mice. *Nat. Commun.* 8, 712. <https://doi.org/10.1038/s41467-017-00840-w>.
11. Meng, Q., Yang, B., Qiao, Y., Wu, Y., Chen, J., Lin, X., and Molkentin, J.D. (2024). Genetic and Pharmacologic Inhibition of JAK1/2 Antagonizes Cardiac Fibrosis. *Circulation* 150, 899–901. <https://doi.org/10.1161/circulationaha.124.070340>.

12. Hortells, L., Valiente-Alandi, I., Thomas, Z.M., Agnew, E.J., Schnell, D.J., York, A.J., Vagnozzi, R.J., Meyer, E.C., Molkentin, J.D., and Yutzey, K.E. (2020). A specialized population of Periostin-expressing cardiac fibroblasts contributes to postnatal cardiomyocyte maturation and innervation. *Proc. Natl. Acad. Sci.* 117, 21469–21479. <https://doi.org/10.1073/pnas.2009119117>.
13. Ock, S., Ham, W., Kang, C.W., Kang, H., Lee, W.S., and Kim, J. (2021). IGF-1 protects against angiotensin II-induced cardiac fibrosis by targeting  $\alpha$ SMA. *Cell Death Dis.* 12, 688. <https://doi.org/10.1038/s41419-021-03965-5>.
14. Liu, H., Zhang, S., Xu, S., Koroleva, M., Small, E.M., and Jin, Z.G. (2019). Myofibroblast-specific YY1 promotes liver fibrosis. *Biochem. Biophys. Res. Commun.* 514, 913–918. <https://doi.org/10.1016/j.bbrc.2019.05.004>.
15. Jung, S., Aliberti, J., Graemmel, P., Sunshine, M.J., Kreutzberg, G.W., Sher, A., and Littman, D.R. (2000). Analysis of Fractalkine Receptor CX3CR1 Function by Targeted Deletion and Green Fluorescent Protein Reporter Gene Insertion. *Mol. Cell. Biol.* 20, 4106–4114. <https://doi.org/10.1128/mcb.20.11.4106-4114.2000>.
16. Walter, W., Alonso-Herranz, L., Trappetti, V., Crespo, I., Ibberson, M., Cedenilla, M., Karaszewska, A., Núñez, V., Xenarios, I., Arroyo, A.G., et al. (2018). Deciphering the Dynamic Transcriptional and Post-transcriptional Networks of Macrophages in the Healthy Heart and after Myocardial Injury. *Cell Rep.* 23, 622–636. <https://doi.org/10.1016/j.celrep.2018.03.029>.
17. Heidt, T., Courties, G., Dutta, P., Sager, H.B., Sebas, M., Iwamoto, Y., Sun, Y., Silva, N.D., Panizzi, P., Laan, A.M. van der, et al. (2014). Differential Contribution of Monocytes to Heart Macrophages in Steady-State and After Myocardial Infarction. *Circ. Res.* 115, 284–295. <https://doi.org/10.1161/circresaha.115.303567>.
18. Hulsmans, M., Clauss, S., Xiao, L., Aguirre, A.D., King, K.R., Hanley, A., Hucker, W.J., Wülfers, E.M., Seemann, G., Courties, G., et al. (2017). Macrophages Facilitate Electrical Conduction in the Heart. *Cell* 169, 510–522.e20. <https://doi.org/10.1016/j.cell.2017.03.050>.
19. Pinto, A.R., Paolicelli, R., Salimova, E., Gospocic, J., Slonimsky, E., Bilbao-Cortes, D., Godwin, J.W., and Rosenthal, N.A. (2012). An Abundant Tissue Macrophage Population in the Adult Murine Heart with a Distinct Alternatively-Activated Macrophage Profile. *PLoS ONE* 7, e36814. <https://doi.org/10.1371/journal.pone.0036814>.
20. Molawi, K., Wolf, Y., Kandalla, P.K., Favret, J., Hagemeyer, N., Frenzel, K., Pinto, A.R., Klapproth, K., Henri, S., Malissen, B., et al. (2014). Progressive replacement of embryo-derived cardiac macrophages with age. *J. Exp. Med.* 211, 2151–2158. <https://doi.org/10.1084/jem.20140639>.

# Supplementary material for: Cold and hot fibrosis define clinically distinct cardiac pathologies
**Source:** Cell Syst. 2025 Mar 19;16(3):None. doi: 10.1016/j.cels.2025.101198
**Supplement:** Document S3. Article plus supplemental information

# Cold and hot fibrosis define clinically distinct cardiac pathologies

## Graphical abstract

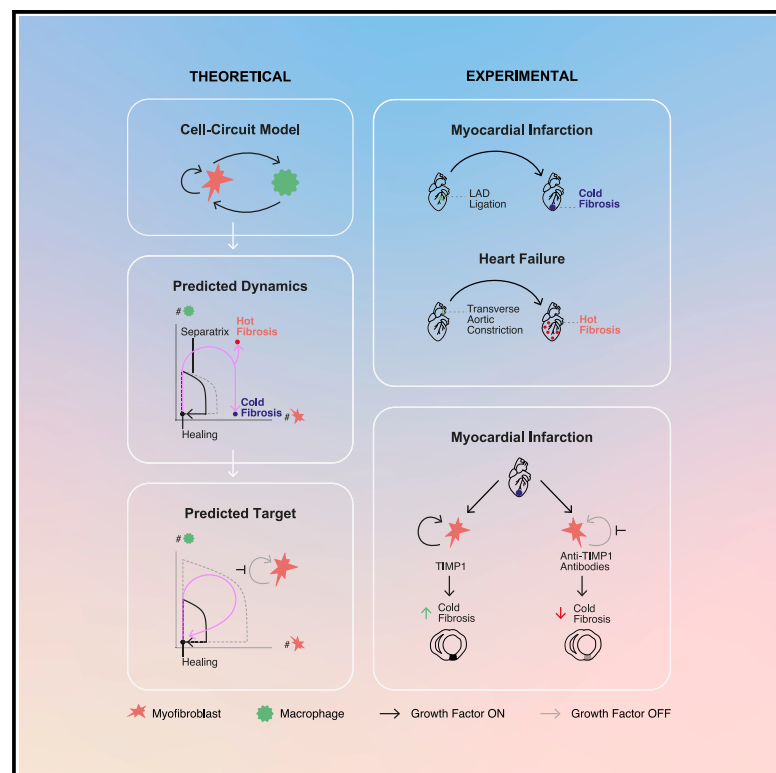

## Authors

Shoval Miyara, Miri Adler, Kfir B. Umansky, ..., Avi Mayo, Uri Alon, Eldad Tzahor

## In brief

Miyara et al. identify two types of fibrosis in cardiac pathologies: “hot fibrosis,” involving macrophage-myofibroblast interactions in chronic injuries, and acute-injury-driven “cold fibrosis,” controlled by self-maintaining myofibroblasts. This study shows cold fibrosis following acute-myocardial infarction and highlights TIMP1 as a therapeutic target to reduce fibrosis.

## Highlights

- Cold and hot fibrosis are distinct outcomes of acute and chronic cardiac injuries
- The myofibroblast autocrine growth factor loop is a target to reduce cold fibrosis
- TIMP1 is a myofibroblast autocrine growth factor
- Targeting TIMP1 with neutralizing antibodies reduces cold fibrosis after MI in mice

## Article

# Cold and hot fibrosis define clinically distinct cardiac pathologies

Shoval Miyara,<sup>1,15</sup> Miri Adler,<sup>2,14,15</sup> Kfir B. Umansky,<sup>1</sup> Daniel Häußler,<sup>3</sup> Elad Bassat,<sup>4,13</sup> Yalin Divinsky,<sup>1</sup> Jacob Elkahal,<sup>1</sup> David Kain,<sup>1</sup> Daria Lendengolts,<sup>1</sup> Ricardo O. Ramirez Flores,<sup>5</sup> Hanna Bueno-Levy,<sup>1</sup> Ofra Golani,<sup>6</sup> Tali Shalit,<sup>7</sup> Michael Gershovits,<sup>7</sup> Eviatar Weizman,<sup>7</sup> Alexander Genzelinakh,<sup>1</sup> Danielle M. Kimchi,<sup>1</sup> Avraham Shakked,<sup>1</sup> Lingling Zhang,<sup>1</sup> Jingkui Wang,<sup>4,13</sup> Andrea Baehr,<sup>8,9</sup> Zachary Petrover,<sup>1</sup> Rachel Sarig,<sup>1</sup> Tatjana Dorn,<sup>10</sup> Alessandra Moretti,<sup>9,10</sup> Julio Saez-Rodriguez,<sup>5,11</sup> Christian Kupatt,<sup>8,9</sup> Elly M. Tanaka,<sup>4,13</sup> Ruslan Medzhitov,<sup>2,12</sup> Achim Krüger,<sup>3</sup> Avi Mayo,<sup>1</sup> Uri Alon,<sup>1,\*</sup> and Eldad Tzahor<sup>1,16,\*</sup>

<sup>9</sup>DZHK (German Center for Cardiovascular Research), partner site Munich Heart Alliance, Munich, Germany

<sup>15</sup>These authors contributed equally

<https://doi.org/10.1016/j.cels.2025.101198>

## SUMMARY

**Fibrosis remains a major unmet medical need. Simplifying principles are needed to better understand fibrosis and to yield new therapeutic approaches. Fibrosis is driven by myofibroblasts that interact with macrophages. A mathematical cell-circuit model predicts two types of fibrosis: hot fibrosis driven by macrophages and myofibroblasts and cold fibrosis driven by myofibroblasts alone. Testing these concepts in cardiac fibrosis resulting from myocardial infarction (MI) and heart failure (HF), we revealed that acute MI leads to cold fibrosis whereas chronic injury (HF) leads to hot fibrosis. MI-driven cold fibrosis is conserved in pigs and humans. We computationally identified a vulnerability of cold fibrosis: the myofibroblast autocrine growth factor loop. Inhibiting this loop by targeting TIMP1 with neutralizing antibodies reduced myofibroblast proliferation and fibrosis post-MI in mice. Our study demonstrates the utility of the concepts of hot and cold fibrosis and the feasibility of a circuit-to-target approach to pinpoint a treatment strategy that reduces fibrosis. A record of this paper's transparent peer review process is included in the supplemental information.**

## INTRODUCTION

Fibrosis is a pathology in which excessive scarring replaces healthy tissue.<sup>1–3</sup> Fibrosis leads to progressive organ failure in heart,<sup>4</sup> kidney,<sup>5</sup> liver,<sup>6</sup> muscle,<sup>7</sup> lung,<sup>8,9</sup> and other tissues. In the heart, fibrosis is included in many pathologies, such as myocardial infarction (MI) and in heart failure (HF), two major

causes of mortality.<sup>10</sup> Preventing or reducing fibrosis is a major unmet medical need.<sup>1,2</sup>

Fibrosis is a complex biological process due to the interaction of multiple cell types and signaling molecules.<sup>11,12</sup> The structural component of the pathology, the scar, is composed of extracellular matrix (ECM) proteins deposited mostly by activated fibroblasts, called myofibroblasts.<sup>13</sup> Myofibroblasts interact with

other cell types including monocyte-derived macrophages,<sup>14,15</sup> which are recruited in large numbers into the site of injury and support the fibrotic process.<sup>12,14,16–18</sup>

Recently, we developed a mathematical model of fibrosis, focusing on a circuit of growth factor exchange between myofibroblasts and macrophages.<sup>3,19,20</sup> The model suggests three possible outcomes—healing, hot fibrosis, or cold fibrosis. Hot fibrosis is characterized by high number of both myofibroblasts and macrophages which support each other's growth. Cold fibrosis, in contrast, consists of abundant myofibroblasts without activated macrophages. Healing is accompanied by the collapse of the two cell populations and return to baseline (i.e., tissue homeostasis). The model predicts that myofibroblast growth is driven by an autocrine growth factor signaling loop<sup>19</sup> and that suitable modulation of the growth factor milieu can provide transitions between healing and fibrotic states. Hot and cold fibrosis have been recently found in histological analysis of transplanted human kidneys.<sup>21</sup> However, the relevance of hot and cold fibrosis in the heart has not been tested.

We sought to test these concepts and the ability to therapeutically manipulate them in distinct *in vivo* cardiac diseases—MI-induced fibrosis and fibrosis caused by ventricular pressure overload (induced by transverse aortic constriction; TAC). MI occurs when a blood vessel that feeds the heart is blocked, causing ischemia and cardiomyocyte cell death.<sup>22,23</sup> Subsequently, immune cells rapidly invade the injured zone leading to the local expansion and activation of myofibroblasts. This results in changes in the microenvironment dictated by the release of various cytokines, growth factors, and matrix proteins, as described mathematically by Lindsey and colleagues.<sup>18,24,25</sup> The injured non-regenerative myocardium is replaced by a fibrotic scar over a period of several weeks, a process called cardiac remodeling, that gradually leads to reduced heart function, morbidity, and mortality.<sup>26–28</sup> In TAC, increased ventricular pressure occurs when the aortic arch is constricted, leading to increased workload and compensatory hypertrophy. Chronic pressure overload eventually transitions to cardiac dysfunction along with extensive fibrosis throughout the ventricle.<sup>29</sup>

Cardiac fibrosis is an inevitable outcome in adult mammals following diverse cardiac injuries but is absent in neonatal mice and pigs due to the regenerative potential of the young heart.<sup>30–34</sup> Recent advances in animal models of cardiac injuries suggest that fibrosis can be reduced by certain interventions<sup>35–44</sup>—changing a long-held notion in the field that fibrosis (or scarring) is irreversible. These interventions have yet to be translated to the clinic.

Here, we develop a double-reporter mouse and used spatial histological analyses, bulk, single-cell, and spatial transcriptomics in mice, pigs, and humans to show that fibrosis after MI is a dynamic process leading to cold fibrosis, dominated by myofibroblasts without activated macrophages. In contrast, chronic insults such as TAC lead to hot fibrosis with coexisting macrophages and myofibroblasts. We used the mathematical circuit model to identify a target that drives cold fibrosis—the myofibroblast autocrine signaling loop. We then identified the growth factors that contribute to this autocrine loop using transcriptomic analysis coupled with *in vitro* and *in vivo* experiments. We show that inhibiting one of these factors, the (emerging) cytokine TIMP1,<sup>45</sup> by means of neutralizing antibodies reduces myofibroblasts prolifer-

ation and fibrosis following MI in mice. This study provides physiological support for the concept of cold and hot fibrosis, indicating that acute injury leads to cold fibrosis and chronic injury to hot fibrosis, and demonstrates the feasibility of a circuit-to-target approach to reduce cold fibrosis after acute cardiac injury by inhibiting a myofibroblast autocrine growth factor-TIMP1.

## RESULTS

### Acute MI results in cold fibrosis

Our starting point for understanding cardiac fibrosis is a quantitative theory of inflammation-dependent fibrosis<sup>19</sup> (Figure 1A). This theory is based on a dynamical model for the growth and interaction of myofibroblasts and macrophages based on *in vitro* co-culture experiments.<sup>20</sup> The state of the tissue is described in a phase portrait whose axes are the abundance of myofibroblasts and macrophages (Figure 1A). Arrows mark the dynamics of the cells over time. The model shows three possible outcomes for injury. All three start by macrophage infiltration, accompanied by fibroblast activation and proliferation leading to an increase in both cell types.

In healing (i.e., the regenerative setting), both populations eventually shrink back to pre-injury levels, providing a trajectory that rises and then falls in the phase portrait (Figure 1A, blue line).

The other two outcomes are fibrotic states. In hot fibrosis, myofibroblasts and macrophages support each other's growth by a reciprocal exchange of growth factors, providing an upward trajectory with high numbers of both myofibroblasts and macrophages (Figure 1A). In cold fibrosis, both macrophages and myofibroblasts initially rise, but then macrophage numbers return to baseline while myofibroblasts persist. Cold fibrosis is thus a state of abundant myofibroblasts that support their own growth, with a low number of macrophages similar to the pre-injury state (Figure 1A).

Whether hot or cold fibrosis occurs depends on the tissue parameters in the model and the type of injury. For example, strong paracrine signaling support between macrophages and myofibroblasts leads to hot fibrosis, whereas a weaker paracrine support is predicted to result in cold fibrosis.<sup>19</sup> We hypothesize that the pathology and therapeutic options for fibrosis should differ in a setting of hot or cold fibrosis.

To explore hot and cold fibrosis in clinically relevant settings, we began with acute MI induced by permanent ligation of the left anterior descending artery (LAD) in mice, a classical experiment in which fibrosis gradually develops after injury.<sup>28</sup>

We first explored the dynamics of macrophage and myofibroblast populations in mice after MI. To do so, we analyzed the single-cell RNA sequencing (scRNA-seq) data by Forte et al.<sup>46</sup> and quantified the fold change (FC) ratio shift in abundance of macrophages and myofibroblasts at seven time points. Macrophage and myofibroblast abundance first increased, peaking at days 3–7. At day 14, macrophages decreased leaving persistent myofibroblasts at days 14 and 28 (Figures 1B, S1A, and S1B).<sup>50</sup> At 28 days post-MI, the scar is mature, hence, this trajectory is consistent with cold fibrosis. Similar dynamics were observed by Jin et al.<sup>25</sup>

To directly quantify myofibroblasts and macrophages and their spatial arrangement *in situ*, we developed a macrophage-myofibroblast double-reporter mouse line, “MAMY,” in which cardiac

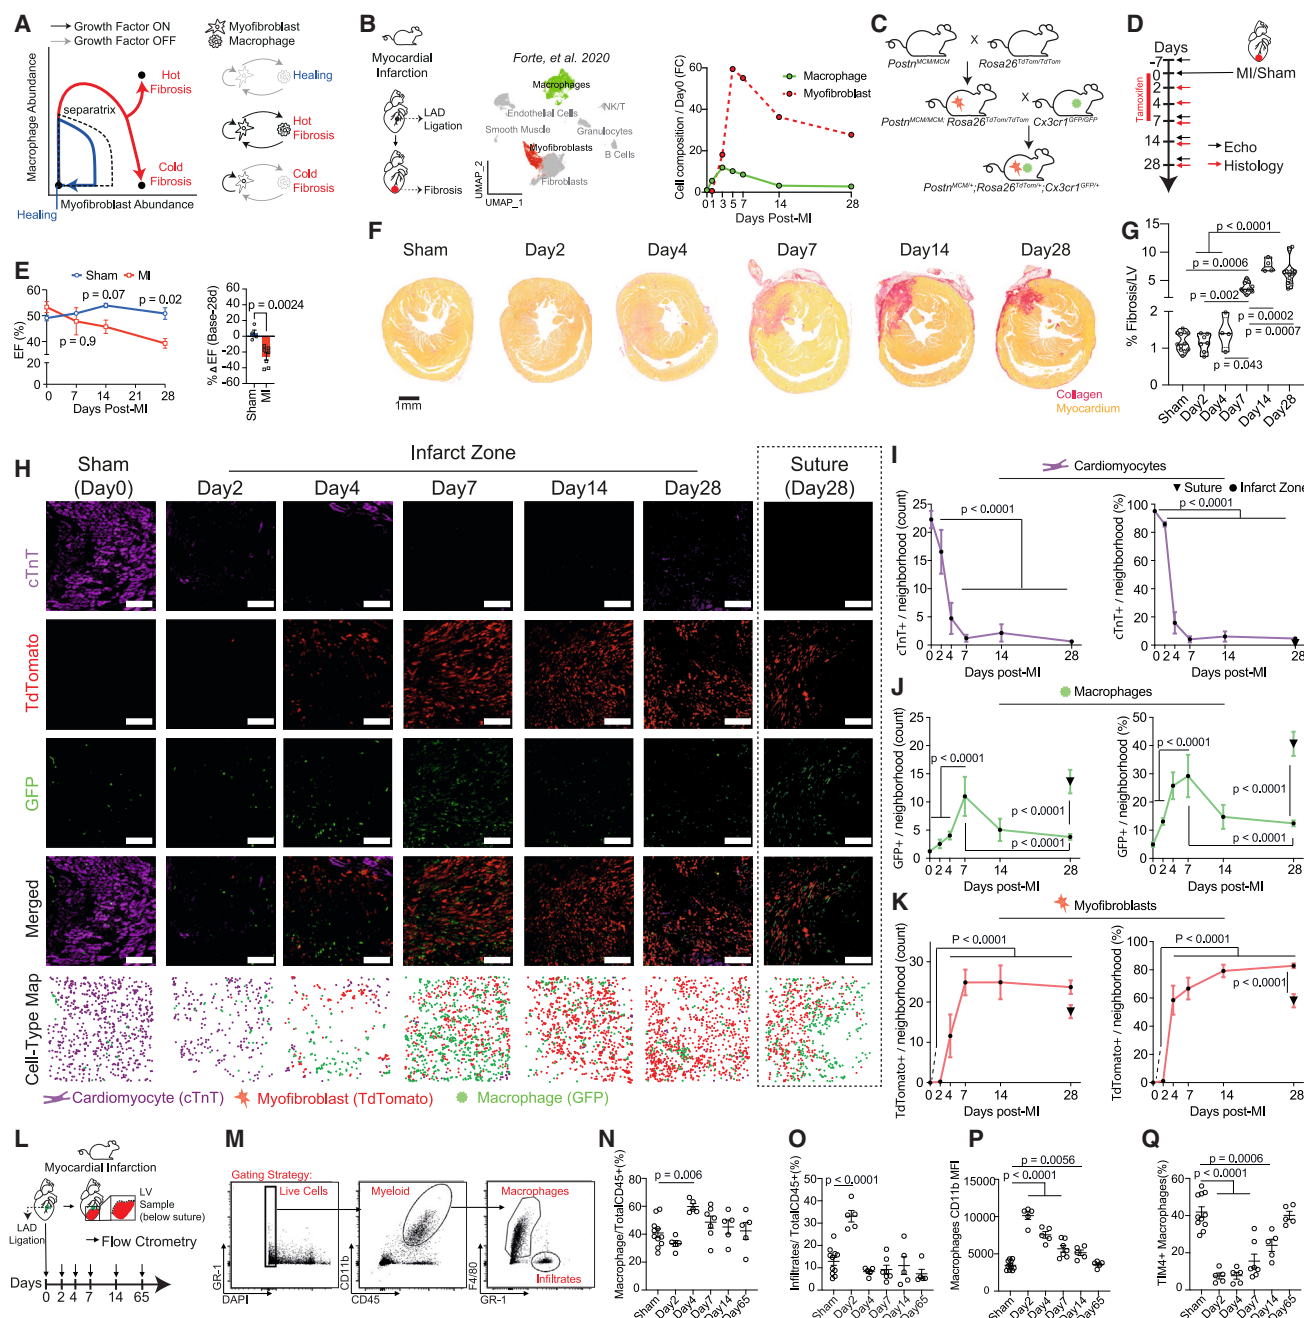

**Figure 1. Acute myocardial infarction results in cold fibrosis**

(A) Mathematical model of the myofibroblast-macrophage cell circuit predicts three possible outcomes: hot fibrosis, cold fibrosis, and healing based on the abundance of these two populations (axes).<sup>19</sup> The basin of attraction for the healing state is bounded by a separatrix. The scheme also denotes the growth factor signaling as either ON (black lines) or OFF (gray lines) at each specific fixed point.

(B) Single-cell RNA sequencing (scRNA-seq) dynamic analysis of total macrophage and myofibroblast populations (% of total interstitial cells) in an adult mouse heart following-MI data obtained from Forte et al.<sup>46</sup> Data are represented as cell composition fold change (FC) to day 0.

These data are further described in Figures S1A and S1B. UMAP of clusters highlighting macrophages (green, full line) and myofibroblasts (red, straited line). Cell-type clusters also include smooth muscle cells, fibroblasts, endothelial cells, granulocytes, NK/T cells, and B cells.

(C) Breeding strategy used to create the macrophage-myofibroblast double-reporter (MAMY) mice. First, we crossed  $Postn^{MCM/MCM}$  mice with  $Rosa26^{TetOff/TetOff}$  mice to obtain an established tamoxifen-inducible cardiac myofibroblasts lineage-tracer<sup>47,48</sup> (STAR Methods). We then crossed these mice with a global monocyte/macrophage reporter- $Cx3cr1^{GFP/+}$ .<sup>47</sup> Triple-heterozygote mice were used as experimental animals ( $Postn^{MCM/+}; Rosa26^{TetOff/+}; Cx3cr1^{GFP/+}$ ).

(legend continued on next page)

myofibroblasts are labeled with tdTomato and macrophages with GFP. The MAMY mouse is based on the extensively validated global monocyte-macrophage reporter: Cx3cr1<sup>GFP/GFP</sup> <sup>47,51,52</sup> and a tamoxifen-inducible Cre-Lox system, Postn<sup>MCM/MCM51,52</sup> crossed with Rosa26<sup>TdTomato/TdTomato</sup> <sup>48,53</sup> mice, a lineage reporter that robustly labels cardiac myofibroblasts <sup>48,50</sup> (Figure 1C, STAR Methods; Note S1). An important aspect of this mouse line is the assessment of macrophage numbers using the GFP reporter, reflecting hot (high) and cold (low) fibrosis states.

We performed MI in adult MAMY mice (Postn<sup>MCM/+</sup> Rosa26<sup>TdTomato/+</sup> Cx3cr1<sup>GFP/+</sup>) by permanently ligating the LAD. We next administered tamoxifen daily by intraperitoneal (IP) injections for 7 days and sampled sham and MI operated hearts at days 2, 4, 7, 14, and 28 post-MI (Figure 1D, STAR Methods). MI resulted in reduced ejection fraction (EF) (Figure 1E) and a gradual increase in the size of replacement fibrosis assayed by sirius red staining <sup>54</sup> (Figures 1F and 1G).

To quantify myofibroblasts, macrophages, and cardiomyocytes, we analyzed heart cross sections with fluorescent microscopy from the MI infarct zone—an area of massive myocardium loss and permanent scar, and from healthy myocardial tissues of sham-operated hearts (referred as time point 0).

We counted tdTomato and GFP cells, as well as cardiomyocytes marked by cardiac troponin T (cTnT) staining, within a 100- $\mu$ m neighborhood around each cell (Figures 1H and S1C). In the infarct zone, cardiomyocyte number was markedly reduced following injury and remained low in the mature scar (Figures 1H and 1I). Macrophage counts increased, peaking at day 7, and then significantly declined by day 28 (Figures 1H and 1J). Myofibroblasts numbers increased after injury, peaking

at day 7, and remained elevated through day 28. This pattern is consistent with cold fibrosis.

The MAMY mouse allowed us to view the spatial organization of the cells. We noticed that in the permanent LAD ligation experiments, around the suture, there was a distinct spatial organization pattern of myofibroblasts and macrophages (Figures 1H–1K and S1C). This resembles a tissue foreign body response (FBR) characterized by fibrosis accumulating around a foreign body such as a surgical suture. <sup>55,56</sup> We, therefore, quantified cells in the suture region at day 28 and identified that abundant macrophages (GFP cells) were arrayed around the suture, along with abundant myofibroblasts (tdTomato cells). In contrast, macrophages were markedly reduced at distances beyond 100  $\mu$ m from the suture (infarct zone). We conclude that the local response to a foreign body in the mature suture region (28 days) is consistent with hot fibrosis. <sup>57,58</sup>

We repeated the MI experiment in Hsd:ICR (CD1) mice, with an extended 65-day endpoint. Since these mice do not contain a double-reporter system, we quantified cells using flow cytometry. We harvested cells from the injured left ventricle, below the suture, at different time points, and analyzed them using cardiac macrophage markers specific to both recruited and resident cells (Figures 1L and 1M). The macrophage fraction relative to all immune cells (CD45<sup>+</sup>) increased and then returned to baseline levels, as did the fraction of infiltrating monocytes and neutrophils (GR1<sup>+</sup>) (Figures 1N and 1O) and the fraction of activated macrophages (Figure 1P). In contrast, TIM4<sup>+</sup> tissue resident macrophages, which are required for cardiac regeneration and repair <sup>59–61</sup> were depleted rapidly but were gradually restored in proportions to baseline levels 65 days post-MI (Figure 1Q). The

(D) Experimental scheme whereby MAMY mice (Postn<sup>MCM/+</sup> Rosa26<sup>TdTomato/+</sup> Cx3cr1<sup>GFP/+</sup>) underwent sham or MI by permanent left anterior descending artery (LAD) ligation. To label myofibroblasts with tdTomato, mice were given daily tamoxifen injections following MI (red line). Cardiac function was tracked using 2D echocardiography at multiple time points following MI: 7 days prior to MI (baseline), and 7, 14, and 28 days post-MI (black arrows). Hearts were collected for histological fibrosis and immunofluorescence (IF) analysis on days: 2, 4, 7, 14, and 28 post-MI/sham (red arrows).

(E) Ejection fraction (EF; %) analysis was performed on MI/Sham operated MAMY mice (Sham,  $n = 4$ ; MI,  $n = 7$ ). To extract the direct % change in EF between days 28 post-MI and baseline, we calculated the  $\Delta$ EF value per animal (STAR Methods). Red, MI; blue, sham. Results are represented as mean  $\pm$  SEM. Statistical analysis performed using two-way ANOVA with Sidak's adjusted  $p$  values (left) or two-tailed unpaired  $t$  test (right). Individual points represent individual biological replicates.

(F) Representative histology images of MAMY hearts stained with sirius red on days 2, 4, 7, 14, and 28 post-MI/sham. Scale bar, 1 mm. Collagen, red; healthy myocardium, yellow.

(G) MAMY mice fibrosis area/left ventricle (LV) in % was calculated per timepoint: Sham ( $n = 12$ ), day 2 ( $n = 7$ ), day 4 ( $n = 4$ ), day 7 ( $n = 9$ ), day 14 ( $n = 4$ ), and 28 ( $n = 13$ ) post-MI. Mix-max violin plot represent the median (middle full line) and quartiles (striated lines). Statistical analysis performed using one way ANOVA with Tukey's multiple comparisons test.

(H–K) Quantification of spatiotemporal distribution of cardiac-troponin-T cells (cardiomyocytes, cTnT<sup>+</sup>; purple), the lineage-traced (tdTomato<sup>+</sup>; red) myofibroblasts, and macrophages (GFP<sup>+</sup>, green) in Sham hearts and infarct zone of MI operated hearts. cTnT<sup>+</sup>, tdTomato<sup>+</sup>, and GFP<sup>+</sup> cells were also measured at the suture area of 28 days post-MI hearts (STAR Methods, Figure S1C).

(H) Representative immunofluorescence (IF) images of Sham ( $n = 5$ ;  $1,487 \pm 118.5$  SEM cells per replicate) and MI operated hearts on days 2 ( $n = 4$ ;  $1,088 \pm 341.8$  SEM cells per replicate), 4 ( $n = 4$ ;  $1,027 \pm 352.6$  SEM cells per replicate), 7 ( $n = 4$ ;  $1,792 \pm 153.3$  SEM cells per replicate), 14 ( $n = 3$ ; an average of  $1,471 \pm 275.2$  SEM cells per replicate), and 28 ( $n = 5$ ;  $1,627 \pm 248.7$  and  $1,049 \pm 315.9$  SEM cells per replicate for infarct zone and suture, respectively) post-MI. Images are represented as either single channel for GFP, tdTomato, and cTnT, as a merged IF image and as a cell-type map that illustrates the identified cells as representative points. White scale bar, 100  $\mu$ m. cTnT<sup>+</sup> cells (I), GFP<sup>+</sup> cells (J), and tdTomato<sup>+</sup> cells (K) were quantified as count per 100  $\mu$ m neighborhood or as % of cells per 100  $\mu$ m neighborhood (STAR Methods, Figure S1C). Results are represented as mean  $\pm$  SEM. In (I)–(K), infarct zone is denoted as a full circle, day 28 suture is denoted as an upside-down triangle. Statistical analysis performed using the Mann-Whitney test with Bonferroni adjusted  $p$  values (I–K).

(L) Experimental scheme whereby adult Hsd:ICR (CD1) mice hearts underwent MI by permanent LAD ligation and further processed by flow cytometry (STAR Methods). LV samples below the suture of MI or sham operated mice were collected at 6 different time points following injury at days: 0/Sham ( $n = 11$ ), 2 ( $n = 5$ ), 4 ( $n = 5$ ), 7 ( $n = 7$ ), 14 ( $n = 5$ ), and 65 ( $n = 5$ ).

(M–Q) (M) Representative flow cytometry plots of the gating scheme used to identify (N) total cardiac macrophages (out of total immune cells- CD45<sup>+</sup>), (O) infiltrating cells (monocytes and neutrophils out of total immune cells-CD45<sup>+</sup>), (P) cardiac activated macrophages, measured by CD11b mean fluorescence intensity (MFI), <sup>49</sup> and (Q) Resident macrophages (TIM4<sup>+</sup> macrophages out of total macrophages). Data presented as mean  $\pm$  SEM. Statistical analysis performed using one way ANOVA with Dunnett's multiple comparisons procedure.

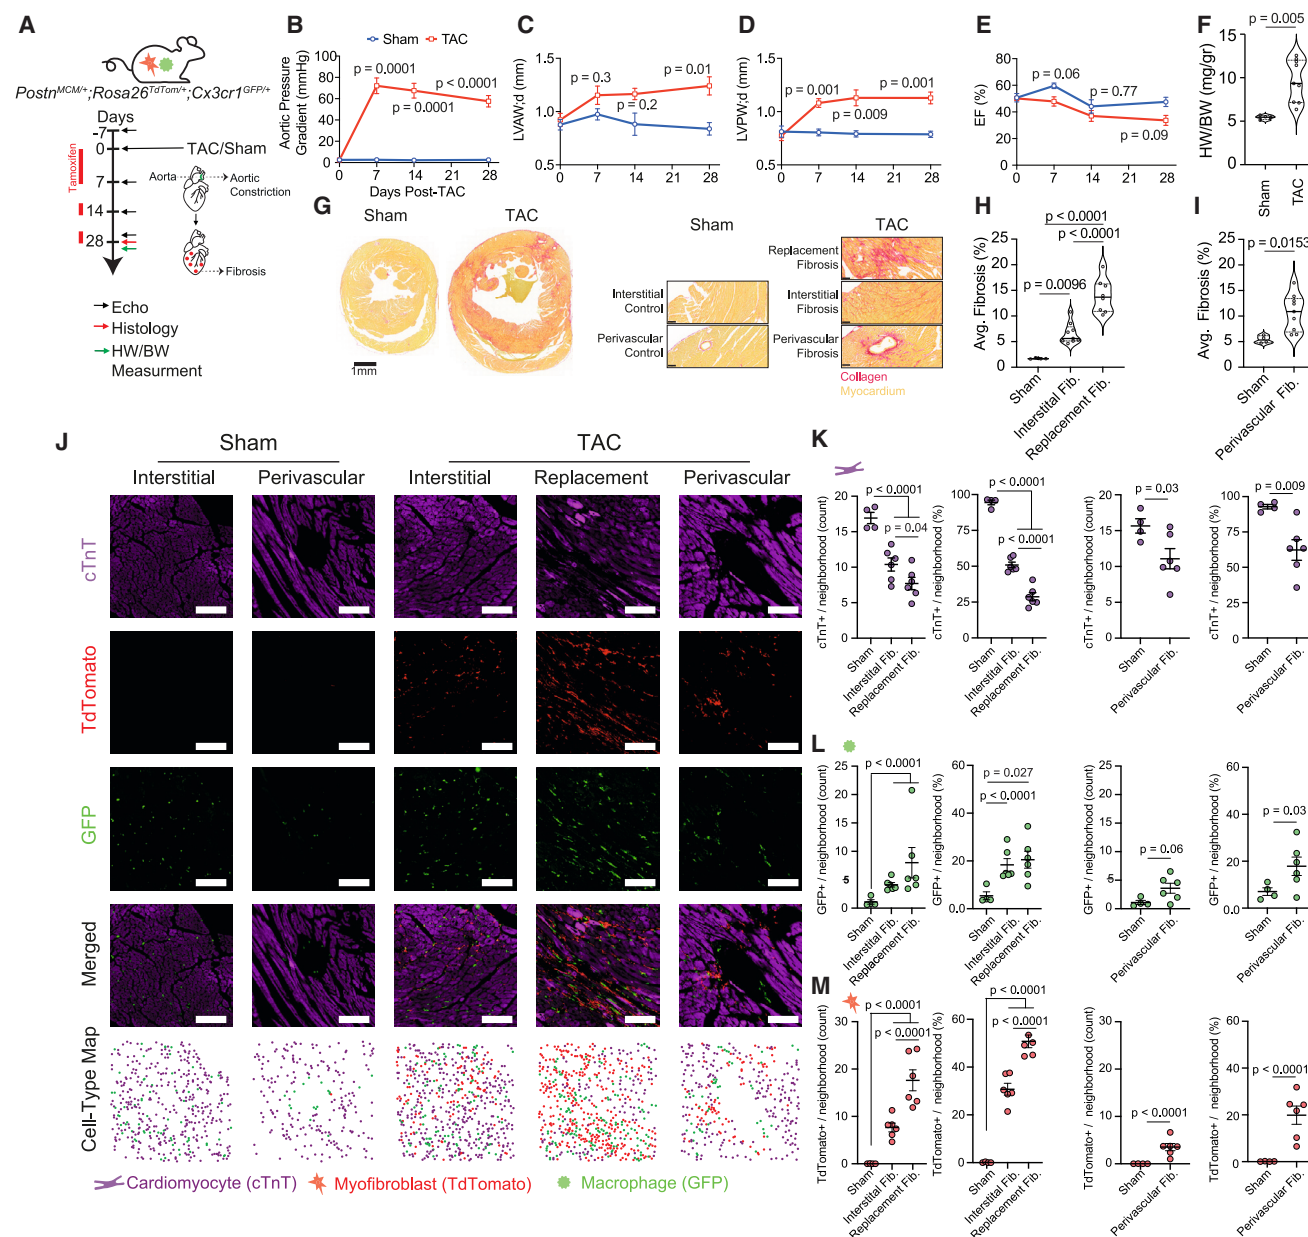

**Figure 2. Chronic ventricular pressure overload results in hot fibrosis**

(A) Experimental scheme whereby MAMY mice (*Postn<sup>MCM/+</sup>; Rosa26<sup>TdTomato/+</sup>; Cx3cr1<sup>GFP/+</sup>*) underwent sham or transverse aortic constriction (TAC) to induce chronic pressure overload. To label myofibroblasts with tdTomato, mice were given 7 daily tamoxifen injections immediately following TAC, and on days 13–14 and 27–28 post-TAC (red line). Cardiac function was tracked using 2D echocardiography at baseline (–7) and on multiple time points following TAC: 7, 14, and 28 days (black arrows). Hearts were collected for histological fibrosis and immunofluorescence (IF) analysis 28 post-MI/sham (red arrows). Heart weight (HW) to body weight (BW) ratios were further analyzed 28 days following TAC (green arrow).

(B–E) Temporal echocardiography measurements of MAMY mice following TAC/sham, including (B) aortic pressure gradient (mmHg), (C) left ventricle anterior wall diameter in diastole (LVAW/d, in mm), (D) left ventricle posterior wall diameter in diastole (LVPW/d, in mm), and (E) ejection fraction (EF, %). Results are represented as mean  $\pm$  SEM. Statistical analysis performed using two-way ANOVA with Sidak's adjusted *p* values.

(F) HW/BW ratios (mg/gr) of MAMY mice sham (*n* = 4) and TAC (*n* = 9) hearts 28 days post-TAC. Mix-max violin plot represent the median (middle full line) and quartiles (striated lines). Statistical analysis performed using two-tailed unpaired *t* test.

(G) Left: representative images of MAMY hearts sirius red stained sections, 28 days post-TAC/sham. Scale bar, 1 mm. Right: fibrosis in TAC hearts was quantified separately based on its histological presentation: interstitial, replacement and perivascular fibrosis. Scale bar, 100  $\mu$ m. Collagen, red; healthy myocardium, yellow.

(H) MAMY mice TAC interstitial (*n* = 9) and replacement (*n* = 8) fibrosis (fib) field of views (FOVs) were compared with healthy sham (*n* = 4) myocardium (data presented as average %/FOV). Mix-max violin plot represent the median (middle full line) and quartiles (striated lines). Statistical analysis performed using one way ANOVA with Tukey's multiple comparisons test.

(legend continued on next page)

cardiac macrophage population thus returns to baseline in the aftermath of MI, consistent with a cold fibrosis trajectory.

### Chronic ventricular pressure overload results in hot fibrosis

We next studied HF resulting from ventricular pressure overload. We performed permanent TAC in adult MAMY mice and tracked them for 28 days (Figure 2A). TAC generated a persistent increase in aortic pressure gradient that leads to an enlarged left ventricle with increased heart weight to body weight (HW/BW) ratios, and a marginal decrease in EF (Figures 2B–2F). TAC hearts showed extensive fibrosis indicated by sirius red staining (Figures 2G–2I). We identified three distinct patterns of sirius red staining, which correspond to replacement fibrosis—patched fibrosis with no cardiomyocytes, interstitial fibrosis—fibrosis between cardiomyocytes, and perivascular fibrosis surrounding blood vessels<sup>54</sup> (Figures 2G–2I).

Cardiomyocyte numbers were reduced in all types of fibrosis (Figures 2J and 2K), whereas myofibroblast numbers were elevated in all fibrotic states and were positively correlated with fibrosis severity—replacement fibrosis showed higher counts compared with interstitial fibrosis (Figures 2J–2M). Macrophages were elevated in both interstitial and replacement fibrosis regions to a similar extent (Figures 2J and 2L). Myofibroblast and macrophage numbers were also elevated in TAC perivascular fibrosis regions (macrophages showed only a trend). We conclude that interstitial and replacement fibrosis following TAC injury are consistent with hot fibrosis.

Figure S2A shows the myofibroblast to macrophage ratios in all fibrosis cases studied. MI (cold fibrosis) shows high myofibroblast content over macrophage (6:1 ratio), whereas in TAC and FBR (hot fibrosis) we calculated a cell ratio close to 1:1 myofibroblasts to macrophages. Taken together, we conclude that while acute MI in mice leads to cold fibrosis, chronic injuries such as TAC and a FBR show hot fibrosis.

### Cold fibrosis following MI is conserved in humans and pigs

We focused on cold fibrosis after MI and asked whether it is conserved from mice to humans. To do so, we analyzed human Visium spatial transcriptomic data by Kuppe et al.<sup>62</sup> These data contain samples of uninjured human hearts and from MI hearts at early (days 0–15 post-MI) and late (30+ days post-MI) time points following injury (Figure 3A). We performed deconvolution analysis on each spatial Visium spot to determine the abundance of fibroblasts, myofibroblasts, and myeloid cells (see STAR Methods). Myeloid cells increased in the first 2 weeks and returned to baseline 30 days after MI. In contrast, both fibroblasts

and myofibroblasts increased and remained high in the late time-frame post-MI (Figure 3B). This pattern is consistent with cold fibrosis.

We next investigated acute MI in a clinically relevant porcine model. Pigs underwent a 60 min ischemia-reperfusion injury by an inflation of a balloon within the LAD coronary artery.<sup>63</sup> Following reperfusion, pigs were treated, in an antegrade intracoronary trajectory, with saline solution (control) or with human recombinant Agrin protein (rhAgrin), a regenerative ECM protein that promotes cardiac repair in mice and pigs.<sup>35,64</sup> We obtained heart samples from the remote and infarct zones at days 3 and 28 following MI and performed bulk-mRNA sequencing and histological scar analysis (Figure 3C).

As expected, hearts treated with saline (control) showed extensive sirius red staining indicating severe fibrosis at day 28, whereas hearts treated with rhAgrin had less fibrosis, consistent with our previous findings<sup>64</sup> (Figures 3D, 3E, S3A, and S3B). Unlike saline-treated hearts, rhAgrin-treated infarct zone samples showed a similar gene expression profile to their paired healthy remote zones at day 28 (Figures 3F–3H and S3D–S3J; Tables S1, S2, S3, and S4).

Next, we quantified myofibroblast and macrophage abundance at both time points (Figures 3I and 3J) using deconvolution (STAR Methods, Figure S3C; Table S5). Saline-treated pig hearts had increased macrophage abundance at day 3 which declined by day 28 in the infarct region, whereas myofibroblasts abundance remained high at 28 days, indicative of cold fibrosis. In contrast, rhAgrin-treated hearts showed a healing trajectory with increased myofibroblast and macrophage abundance at day 3, which returned to baseline levels at day 28, similar to the healing loop predicted by the mathematical model (Figure 1A). We conclude that acute MI leads to cold fibrosis in humans and pigs and that cold fibrosis can be prevented under appropriate interventions (as demonstrated with rhAgrin treatment).

### Macrophages return to a homeostatic state, whereas fibroblasts acquire a pro-fibrotic phenotype in cold fibrosis

To further explore the cell states in cold fibrosis development, we used scRNA-seq data by Forte et al.<sup>46</sup> from cardiac interstitial cells following MI (Figures 1B, S1A, and S1B). We analyzed the gene expression of fibroblasts (including myofibroblasts) and macrophages at day 0 (i.e., pre-injury), day 3 and day 28 at the peak of fibrosis. Each cell population is a continuum of gene expression, rather than discrete clusters. We identified the main functions of each cell type using Pareto task inference (ParTI)<sup>65</sup> (STAR Methods). ParTI analyzes a continuum of gene expression according to specialist and generalist cells, where

(I) MAMY mice TAC perivascular fibrosis ( $n = 9$ ) was compared with sham perivascular regions ( $n = 4$ ). Average fibrosis area/FOV (%) was calculated. Mix-max violin plot represent the median (middle full line) and quartiles (straited lines). Statistical analysis performed using two-tailed unpaired t test.

(J–M) MAMY mice neighborhood quantification of cardiac-troponin-T cells (cardiomyocytes, cTnT+; purple), the lineage-traced (tdTomato+, red) myofibroblasts, and macrophages (GFP+, green) in TAC/Sham hearts (STAR Methods, similar analysis demonstrated for MI hearts in Figure S1C). (J) Representative IF images of interstitial and perivascular sham ( $n = 4$ ;  $1,833 \pm 117.4$  and  $946.5 \pm 71.68$  SEM cells per replicate, respectively), and interstitial ( $n = 6$ ;  $1,422 \pm 156.7$  SEM cells per replicate), replacement ( $n = 6$ ;  $1,474 \pm 286.5$  SEM cells per replicate) and perivascular ( $n = 6$ ;  $963.5 \pm 68.77$  SEM cells per replicate) fibrosis (fib) in hearts 28 days post-TAC. Images are represented as either single channel for: GFP (green), tdTomato (red), and cTnT (purple), as a merged IF image and as a cell-type map illustrating the identified cells as representative points. White scale bar, 100  $\mu$ m. cTnT+ cells (K), GFP+ cells (L), and tdTomato+ cells (M) were quantified as count per 100  $\mu$ m neighborhood or as % of cells per 100  $\mu$ m neighborhood (STAR Methods, Figure S1C). Results are represented as mean  $\pm$  SEM. Each dot represents a single biological replicate. Statistical analysis performed using the Mann-Whitney test with Bonferroni-adjusted  $p$  values when appropriate.

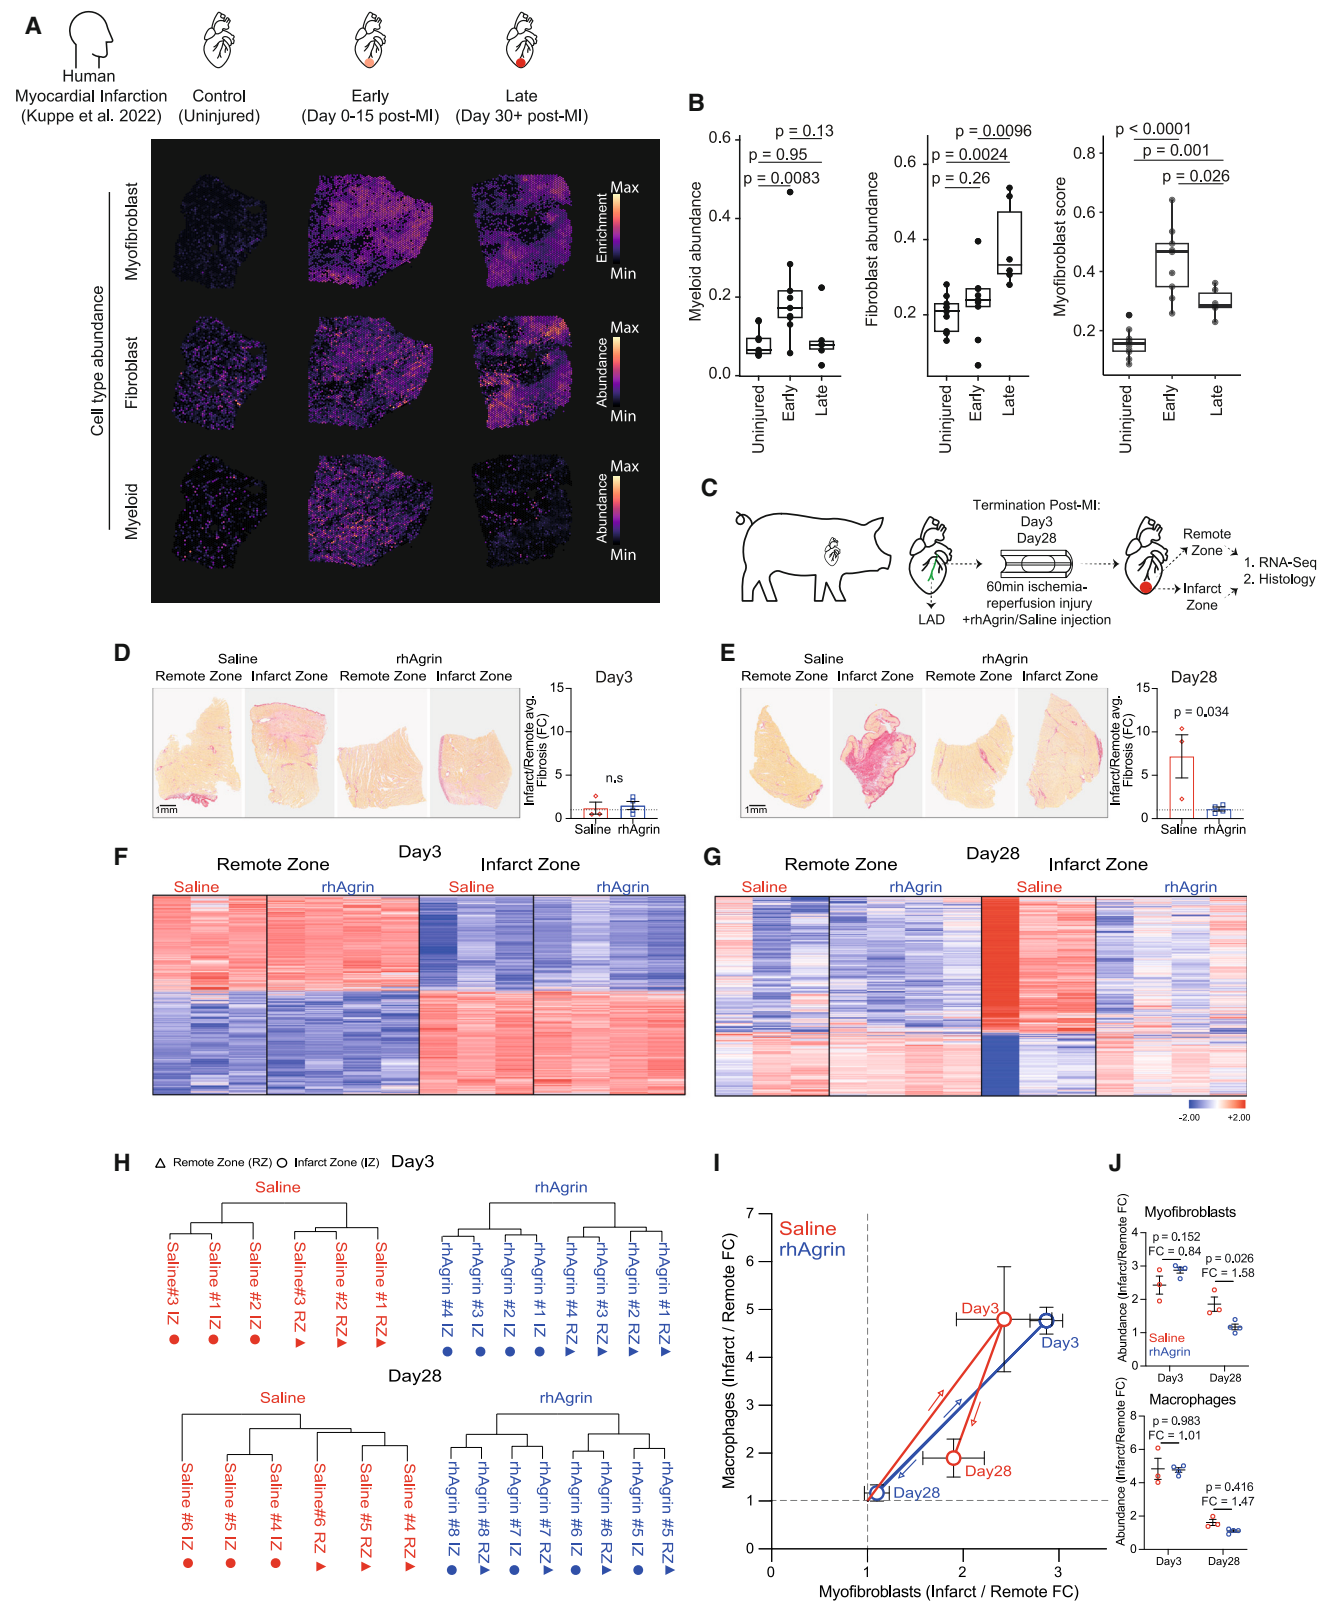

**Figure 3. Cold fibrosis after MI is conserved in humans and in a clinically relevant porcine model**

(A and B) (A) Representative human left ventricle spatial transcriptomics slides (Visium) of patients following acute-myocardial infarction (MI) and non-transplanted donor hearts. Samples were divided based on time following MI as either: uninjured ( $n = 10$ ), early (days 0–15 post-MI;  $n = 6$ ), and late (30 days+;  $n = 6$ ). (B) (legend continued on next page)

specialist cells are close to the vertices of a polytope (triangle, tetrahedron, etc.) that encloses the gene expression continuum. The main tasks of the population can be inferred from the gene expression of cells closest to each of the vertices.

We started by analyzing fibroblasts and macrophages 3 days post-MI, in which both cell populations rapidly grow.<sup>50,66</sup> Both macrophages and fibroblasts showed 5 major tasks ( $p$  value < 0.02 fibroblasts,  $p$  value = 0.001 macrophages) (Figures 4A and 4E; Video S1). Gene Ontology (GO) analysis of enriched genes near the vertices illustrated that fibroblast tasks relate to cytokine response, retinoid metabolism, angiogenesis, IL12 and IL1 signaling, and keratan sulfate metabolism (Figures 4A, 4B, S4A, and S4C; Table S6). Macrophage tasks included IL1 signaling, respiratory burst and migration, translation, phagocytosis/ECM, and a response to ischemia (Figures 4E, 4F, S4B, and S4D; Table S6). Interestingly, fibroblasts archetype #4, associated with immune-regulating functions was populated almost exclusively by day 3 cells (day 3/day 0 FC; FC > 60), suggesting the acquisition of a new fibroblast function soon after injury (Figure 4C).

Concomitant with fibroblasts, macrophages acquired new tasks within the first 3 days. Archetype #1 (day 3/day 0 FC > 90) showed recruited monocyte markers such as *Plac8*,<sup>61</sup> and archetype #2 (day 3/day 0 FC > 20) showed resident macrophage marker genes (i.e., *Fcrl2*<sup>67</sup>). Both archetypes were enriched with GO terms associated with angiogenesis and a phagocytic response to injury (Figures 4G and S4B).

We further used ParTI to analyze macrophages and fibroblasts in the mature scar (day 28). Macrophages and fibroblasts revealed 4 major tasks ( $p$  value < 0.0001 fibroblasts,  $p$  value = 0.02 macrophages) (Figures 4I and 4L; Video S2). The macrophage tasks relate to stress response, protein synthesis, phagocytosis, and inflammation, and the fibroblast tasks include wound response, matrix disassembly/migration, leukocyte regulation, and fibrosis/ECM deposition, as determined by GO analysis (Figures 4I, 4J, 4L–4N, and S5A–S5D; Table S6). Interestingly, fibroblasts at day 28 post-MI almost exclusively populated archetype #4: fibrosis/ECM deposition task (Figure 4I). This indicates that during MI-driven cold fibrosis, fibroblasts acquire and sustain distinct cell state changes. These changes are

consistent with a previous study that highlighted the transition of cardiac myofibroblasts to matrifibrocytes within the mature scar.<sup>50</sup>

In contrast, macrophages were spread more equally between the 4 archetypes in a comparison between day-0 and day-28 cells (Figures 4L, S5B, and S5D). This is consistent with our MAMY mice histological data and flow cytometry analysis suggesting that macrophage identity, activity, and number all gradually return to baseline levels between days 14 and 65, when cold fibrosis is established (Figures 1H–1Q).

We find similar behavior in the pig data, where the gene signature of fibroblast archetype #4 (fibrosis/ECM deposition) was enriched in saline-treated infarct zone samples 28 days following MI (Figure S6A). We conclude that the initial transient MI period with both high macrophages and myofibroblasts is enriched in immune functions, whereas late cold fibrosis has homeostatic macrophage phenotypes and a distinct fibroblast ECM producing state, which is conserved in mice and pigs.

### The circuit model predicts that the myofibroblast autocrine signaling loop is a target for reducing cold fibrosis

We next asked which molecular interactions might be suitable targets for reducing cold fibrosis using *in silico* perturbations of our mathematical model. We simulated different interventions by changing each of the model parameters. For each changed parameter, we computed the basin of attraction to the healing state (Figure 5A). The parameter with the largest impact is the myofibroblast autocrine growth factor loop.<sup>19</sup> According to the model, inhibition of the myofibroblast autocrine loop significantly expands the healing margins. Notably, at a threshold level of about 40% inhibition of autocrine growth factor production, the cold fibrosis fixed-point vanishes, and the only remaining steady state possible is the healing state, where both myofibroblasts and activated macrophages return to baseline (Figure 5B). Thus, our model indicates that the myofibroblast autocrine growth factor loop is a target for reducing cold fibrosis. It further suggests that moderate (40%) inhibition of this loop can be beneficial.

Abundance of fibroblasts and myeloid cells was quantified based on deconvolution scores of cell types per spot (STAR Methods). Myofibroblast were calculated as enrichment of the mean myofibroblast state score within spots with a minimal 10% value of cell-type abundance (STAR Methods). Statistical analysis used Wilcoxon tests with Benjamini-Hochberg adjusted  $p$  values.

(C) Experimental design of pig MI experiment: adult (3 months old) pigs underwent MI by temporarily occluding their LAD using a balloon catheter (STAR Methods). Following reperfusion (balloon deflation), pigs were immediately treated with recombinant human Agrin (rhAgrin) or Saline control, in an antegrade trajectory. Injured pig hearts were collected at either day 3 ( $n = 4$  for rhAgrin;  $n = 3$  for Saline) or day 28 ( $n = 4$  for rhAgrin;  $n = 3$  for Saline) and dissected to distinct tissue areas (infarct and remote zones). Remote and infarcted samples were subjected to bulk-mRNA sequencing and histology for fibrosis assessment.

(D and E) Representative sirius red staining images are shown from (D) day 3 and (E) day 28 post-MI. Fibrosis was quantified as the average % fold change (FC) between infarct/remote zone sections for each pig individually. Fibrosis (day 3 or day 28) for Saline and rhAgrin hearts was measured using two-tailed unpaired  $t$  test. Scale bars: 1 mm. striated line denotes FC = 1. n.s., non-significant difference.

(F and G) Heatmaps based on  $\log_2$  transformed normalized counts for all (upregulated and downregulated) differentially expressed genes (defined by  $|\log_2$  fold change|  $\geq 1$ ,  $p$ -adjusted value < 0.05 and max raw counts > 30) between remote and infarct zones for Saline and rhAgrin-treated hearts at day 3 (5,961 genes) (F) and 28 (1,079 genes) (G) post-MI. Rows represent genes and columns represent each biological sample and its spatial distribution according to infarct or remote zone. Data are represented as mean  $\pm$  SD.

(H) Hierarchical clustering per condition (day [3 or 28] +treatment [rhAgrin or Saline]), based on the 1,000 most variable genes. Triangles and circles represent remote and infarct zones, respectively.

(I) Deconvolution of bulk-mRNA sequencing of pig hearts following MI of either rhAgrin (blue) or Saline-treated (red) samples. Macrophage and myofibroblast abundances were assessed by gene signatures as FC, between infarct and remote zones (STAR Methods, Figure S3C, and Table S5).

(J) Macrophage and myofibroblast abundances, based on deconvolution of bulk-mRNA sequencing (as in I). Treated samples were compared per time point (day 3 or 28), separately by two-tailed unpaired Student  $t$  test. Results are represented as mean  $\pm$  SEM.

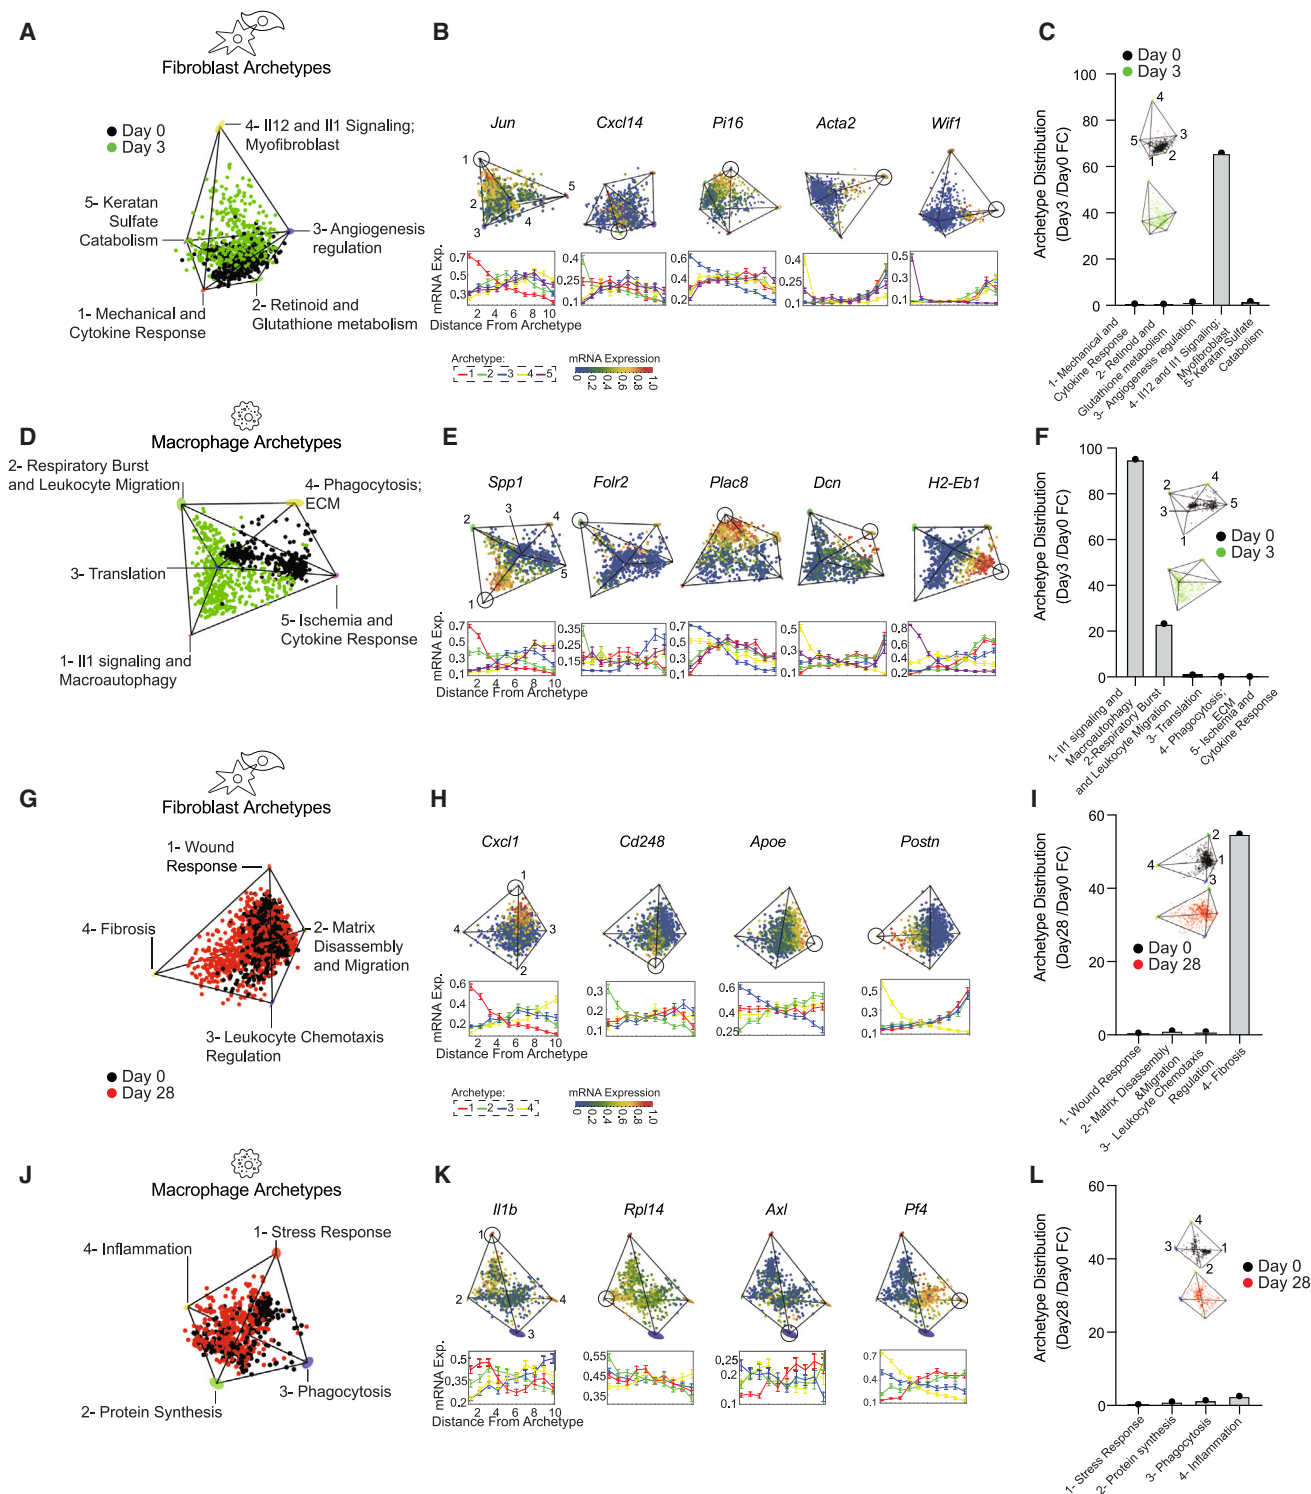

**Figure 4. In cold fibrosis, macrophages return to homeostatic functions whereas fibroblasts acquire a persistent fibrotic cell state**

(A) Pareto analysis was used to characterize the continuum of gene expression within each cell type as distributed between specialist and generalist cells. Pareto analysis was done using PartI. <sup>65</sup> Fibroblasts (including myofibroblasts) from day 0 (black) and day 3 (green) following MI fill in a 5-vertex polyhedron in gene expression space ( $p$  value < 0.02). The cells are projected on the first three principal components (Video S1).

(B) Gene expression of the top enriched genes for the day 0 + 3 post-MI fibroblast archetypes. Upper: cells within the polyhedron are colored by the normalized mRNA expression level of each gene (on a scale of 0–1). Lower: mRNA expression level plotted as a function of the euclidean distance from each archetype (in gene expression space) where cells were binned into 10 bins and the mean expression across the bins was computed.

(legend continued on next page)

### TIMP1 promotes cardiac myofibroblast proliferation

We sought to characterize the growth factors involved in the myofibroblast autocrine signaling loop. To do so, we used NicheNet, an algorithm that infers ligand-receptor interactions within a transcriptomic dataset, using prior knowledge on ligand-receptor interactions and regulatory networks.<sup>68</sup> We applied NicheNet to the scRNA-seq dataset by Forte et al.<sup>46</sup> (Figures 5C–5F and S7E). To focus on growth factor interactions, we retained ligands according to a curated list of growth factors (see STAR Methods). This analysis detected paracrine and autocrine growth factor interactions of macrophages (M), fibroblasts (F), and myofibroblasts (mF) (Figures 5C and 5D). Among the growth factor interactions between the cell populations, the strongest is the autocrine loop of myofibroblasts (Figures 5D–5F). The myofibroblast autocrine interaction increased between days 3 and 28, whereas all other interactions involving macrophages decreased, as expected in a cold fibrosis outcome (Figure 5F).

To establish whether each interaction is specific to cold fibrosis development or maintenance, we investigated whether the interaction is differentially expressed between day 0 and day 3 or 28 post-MI (Figures 5E and 5F). We found known factors that play important roles in cardiac fibrosis, such as transforming growth factor beta (*Tgfb1*, *Tgfb2*, and *Tgfb3*)<sup>69,70</sup> and Oncostatin-M (*Osm*).<sup>71</sup> We also identified tissue inhibitor of metalloproteinase 1 (*Timp1*) and thrombospondin 4 (*Thbs4*), which were not previously characterized as cardiac myofibroblast growth factors.

We focused on *Timp1* since it was strongly expressed at both early (day 3) and late phases of cold fibrosis (day 28), consistent with its increased levels in serum samples following MI in mice.<sup>24</sup> TIMP1 has been studied in relation to fibrosis mostly in the context of its inhibition of matrix metalloproteinases (MMPs) activity as a pro-fibrotic and an anti-fibrotic factor<sup>24,72,73</sup> but was also reported as a growth factor in scleroderma fibroblasts.<sup>74</sup>

In the heart, *Timp1* is expressed almost exclusively by myofibroblasts (Figure S7A). Following MI, its expression peaks at day 3, coinciding with the peak of myofibroblast proliferation (Pearson- $r = 0.94$ ,  $p = 0.015$ ) (Figures S7B and S7C). *Timp1* expression persists for 28 days after MI in both mice and pigs

(Figures S7B and S7E; Table S4). The P1 (post-natal day 1) mouse heart is well known for its robust regenerative potential.<sup>75</sup> *Timp1* shows a difference in expression in the regenerative (P1) versus non-regenerative hearts (P8, 8-day old mice) in response to MI, it peaked and dropped quickly in P1 hearts following MI and remained high in post-MI P8 hearts (Figure S7D). *TIMP1* expression also dropped in rhAgrin-treated pig hearts 28 days post-MI compared with control samples (Figure S7J).

We next validated the relevance of TIMP1 in human cold fibrosis following MI using LIANA+,<sup>76</sup> an algorithm that decodes signaling events from transcriptomics datasets. We applied LIANA+ to the human MI Visium transcriptomic data by Kuppe et al.<sup>62</sup> and quantified the spatial colocalization of the *TIMP1*-*POSTN* gene pair (Figure S7F). Following MI, the co-expression of *TIMP1* and the myofibroblast marker gene *POSTN* increased and remained high as cold fibrosis was established (30+ days following MI). This result suggests that *TIMP1* is spatially associated with myofibroblasts in human hearts following MI. We conclude that TIMP1 is linked to cold fibrosis in mice, pigs, and humans and that its reduction at later stages is associated with healing.

We analyzed the expression of potential TIMP1 receptors: *Lrp1*, *Cd63*, *App*, *Cd82*, *Cd74*, and *Cd44*<sup>45,73,77</sup> (Figure S7G). All interstitial cell types in the heart were found to express at least one of the known TIMP1 receptors. Myofibroblasts predominantly express three receptors: *Lrp1*, *Cd63*, and *App*. NicheNet predicted that the receptor for TIMP1 is the low-density-lipoprotein-receptor-related protein 1 (LRP1) (Figure S7H). Indeed, TIMP1 can directly interact with LRP1.<sup>78</sup> In myofibroblasts, *Lrp1* mRNA peaks at day 3 and persists to day 28 (Figure S7I). Similar to *Timp1*, bulk-mRNA analysis of regenerative, P1 hearts after MI in mice showed a transient peak of *Lrp1*, whereas non-regenerative P8 hearts had sustained expression of *Lrp1* up to 7 days post-MI (Figure S7J).

We next co-stained TIMP1 and LRP1 in primary cardiac myofibroblasts obtained from adult mouse hearts (Figure 5G). The majority (60%) of cardiac myofibroblasts ( $\alpha$ SMA+ cells) co-expressed TIMP1 and LRP1. A minority (20%) expressed LRP1 alone, with very few cells expressing TIMP1 alone or neither (Figure 5H).

(C) Fold change (FC) of the proportion of fibroblasts from day 3 (green) and day 0 (black) that are closest to each archetype.

(D) Macrophages from day 0 (black) and day 3 (green) following MI fill in a 5-vertex polyhedron in gene expression space ( $p$  value < 0.001). The cells are projected on the first three principal components (Video S1).

(E) Gene expression of the top enriched genes for the day 0 + 3 post-MI macrophage archetypes. Upper: cells within the polyhedron are colored by the normalized mRNA expression level of each gene (on a scale of 0–1). Lower: mRNA expression level plotted as a function of the euclidean distance from each archetype (as in B).

(F) FC of proportion of macrophages from day 3 (green) and day 0 (black) that are closest to each archetype.

(G) Fibroblasts (including myofibroblasts) from day 0 (black) and day 28 (red) following MI fill in a 4-vertex polyhedron in gene expression space ( $p$  value < 0.0001). The cells are projected on the first three principal components (Video S2).

(H) Gene expression of the top enriched genes for the day 0 + 28 post-MI fibroblast archetypes. Upper: cells within the polyhedron are colored by the normalized mRNA expression level of each gene (on a scale of 0–1). Lower: mRNA expression level plotted as a function of the euclidean distance from each archetype (as in B).

(I) FC of proportion of fibroblasts from day 28 (red) and day 0 (black) that are closest to each archetype.

(J) Macrophages from day 0 (black) and day 28 (red) following MI fill in a 4-vertex polyhedron in gene expression space ( $p$  value < 0.02). The cells are projected on the first three principal components (Video S2).

(K) Gene expression of the top enriched genes for the day 0 + 28 post-MI macrophage archetypes. Upper: cells within the polyhedron are colored by the normalized mRNA expression level of each gene (on a scale of 0–1). Lower: mRNA expression level plotted as a function of the euclidean distance from each archetype (as in B).

(L) FC of proportion of macrophages from day 28 (red) and day 0 (black) that are closest to each archetype.

Archetypes for macrophages and fibroblasts are denoted based on color (1, red; 2, green; 3, blue; 4, yellow; 5, purple).

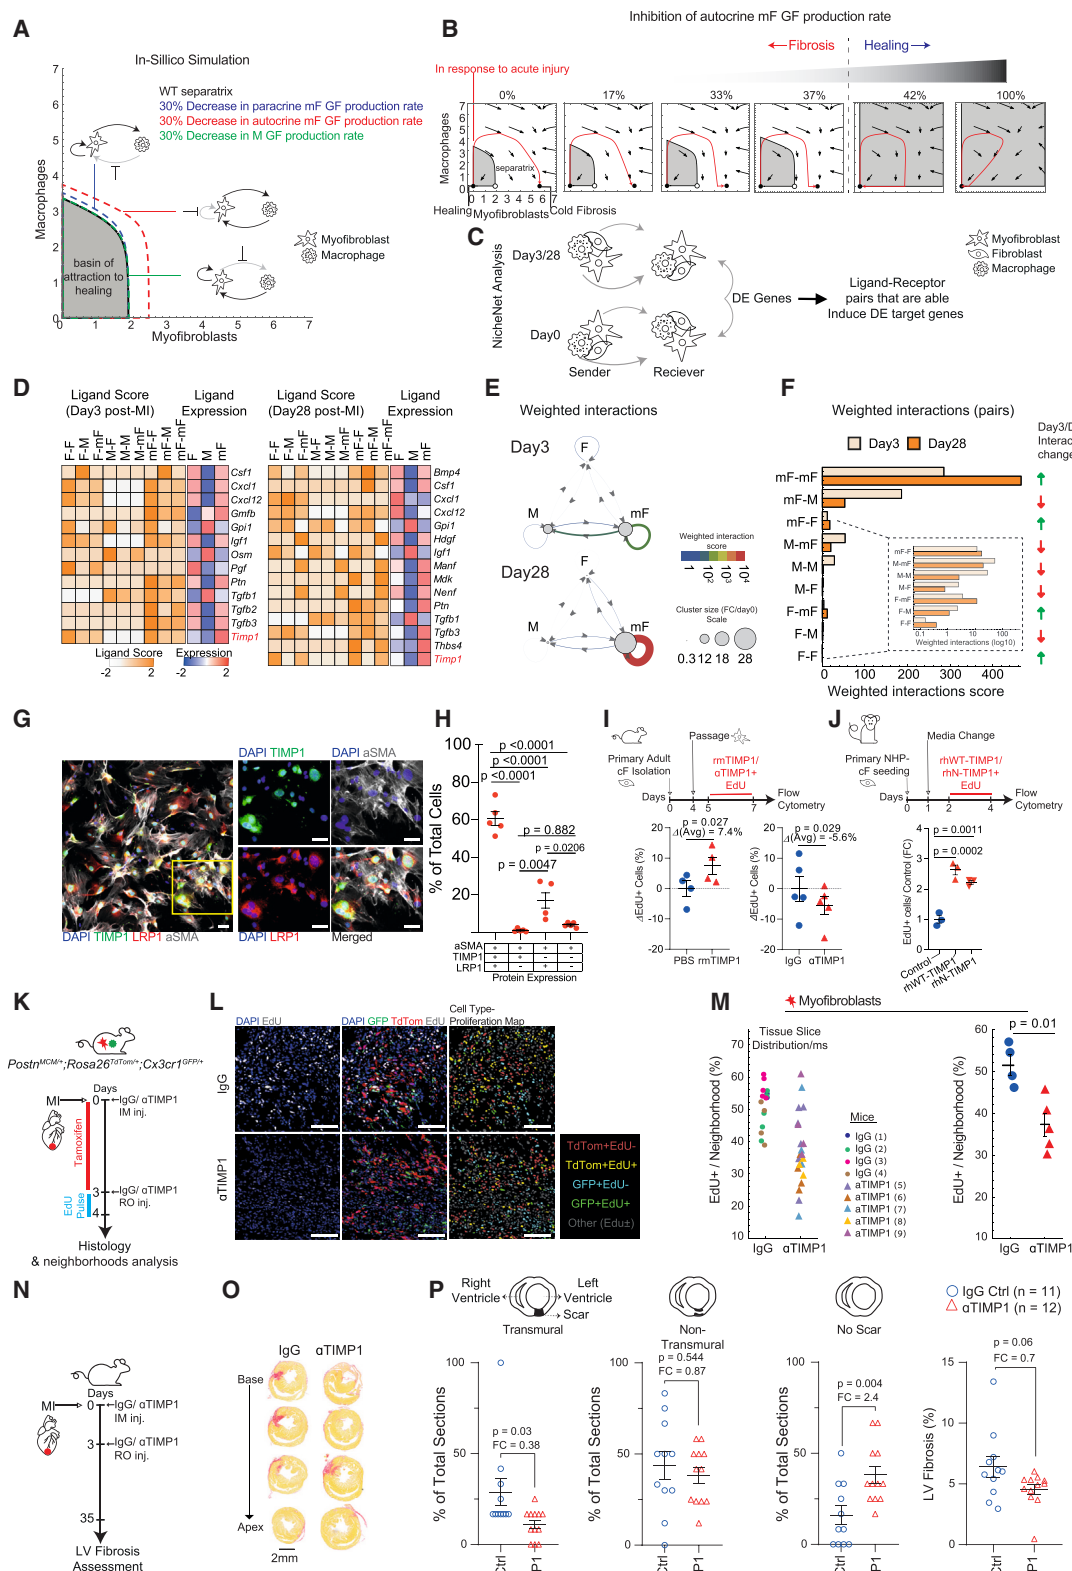

(legend on next page)

To explore the spatiotemporal expression dynamics of *Timp1* and *Lrp1* following MI, we performed Visium spatial transcriptomics on adult mouse tissue sections from days 2, 4, 7, and 14 post-MI (Figure S8A). We find three gene expression clusters by unbiased clustering (Figures S8B–S8E, STAR Methods). The spatial position of these clusters indicates that they correspond to the infarct zone (with scar components such as *Col1a1*, *Col3a1*, and *Ftn1*), remote zone (with functional cardiomyocyte marker genes such as *Myh6*, and *Myl2*) and a defined border zone population between them (marked by genes such as *Nppa*, *Ankrd1*, and *Clu*<sup>79–81</sup>) (Figures S8D and S8E; Table S7). *Timp1-Lrp1* co-expressing spots were increasingly abundant in the infarct zone over time (Figure S8F).

To test the possible growth factor activity of TIMP1 *in vitro*, we used a culture assay of primary cardiac myofibroblasts which were treated with either recombinant mouse TIMP1 (rmTIMP1) or with a neutralizing antibody against TIMP1 (αTIMP1) (Figures 5I and S7K). We found that rmTIMP1 induced

an increase in 5-ethynyl-2'-deoxyuridine (EdU) incorporation in myofibroblasts, a marker of cell division, whereas inhibition of TIMP1 by the neutralizing antibodies reduced EdU incorporation (Figure 5I).

To test the mouse-to-human translational relevance of TIMP1, we repeated our culture assay using primary non-human-primate cardiac fibroblasts (NHP-cFs). NHP-cFs were incubated with recombinant human TIMP1 (rhWT-TIMP1) (Figure 5J). rhWT-TIMP1 induced a 2.5-fold increase in EdU+ NHP-cFs. To gain additional mechanistic insight, we used a fragment of TIMP1, which lacks the C-terminal domain of the protein, rhN-TIMP1.<sup>82</sup> We found that rhN-TIMP1 increased NHP-cFs proliferation to a similar extent as rhWT-TIMP1 excluding signaling via CD63 or APP.<sup>77,82</sup> Overall, this demonstrates that the growth factor activity of TIMP1 is conserved from mice to primates/humans.

To test whether TIMP1 promotes proliferation *in vivo*, we performed MI using permanent LAD ligation in adult MAMY mice

#### Figure 5. Targeting the autocrine loop of myofibroblasts by inhibiting TIMP1 reduces fibrosis after acute MI in adult mice

(A) Phase plot where the axes represent the number of cells. The separatrix (dashed lines) separates the basins of attraction of healing (gray area) and cold fibrosis (white). The separatrix is calculated with reference (WT) parameters (black), and with a 30% decrease in the production rates of the macrophage paracrine growth factor (green), myofibroblast paracrine growth factor (blue), and myofibroblast autocrine growth factor (red).

(B) Simulations of the cell-circuit response (red lines) to acute injury that leads to cold fibrosis with reference (WT) parameters (left). Healing is seen with a 42% or larger decrease in the myofibroblast autocrine growth factor production rate.

(C) Schematic representation of NicheNet analysis to identify ligand-receptor interactions between fibroblasts (Fs), macrophages (Ms), and myofibroblasts (mFs) at days 3 and 28 following MI. NicheNet performed on the scRNA-seq data of Figures 1B, S1A, and S1B.

(D) Heatmap of potential ligands based on F, M, and mF differentially expressed (DE) genes at days 3 (right) and 28 (left) post-MI. Ligand scores (Pearson correlation) and average ligand expression per cell type are presented as mean ± SD (by either white-orange scale or blue-red scale, respectively).

(E and F) Weighted interactions between F, M, and mF following MI (days 3 and 28) (STAR Methods). In (E), line color represents weighted interaction strength; circle size represents the fold change (FC) shift in cluster size compared with day 0. In (F), individual weighted interactions/pair of communicating cells is plotted as a bar graph for both days 3 and 28. Green arrow, increase in weighted interaction strength; red arrow, decrease in weighted interaction strength. Inset graph showing the individual weighted interactions in log<sub>10</sub> scale.

(G) Representative immunofluorescence images of TIMP1 (green), LRP1 (red), alpha smooth muscle actin (αSMA, gray), and DAPI (blue) in primary adult cardiac myofibroblasts cultures. (*n* = 5 biological replicates, 2,510 ± 515 SEM cells per replicate). Scale bars, 50 μm, white frame represents the inset on the right.

(H) Quantification of images based on their TIMP1, LRP1, and αSMA protein expression (as % of total cells) presented as mean ± SEM. Statistical analysis performed using one way ANOVA with Tukey's multiple comparisons test.

(I) Top: schematic representation of cardiac myofibroblasts proliferation assay *in vitro*. Primary cardiac myofibroblasts were treated in cell culture for 48 h with either recombinant mouse TIMP1 (rmTIMP1) or anti-TIMP1 neutralizing antibodies (αTIMP1) and the appropriate control (either PBS or IgG, respectively). Cells were further incubated with 5-ethynyl-2'-deoxyuridine (EdU) to directly measure cell cycle using flow cytometry. Bottom: cardiac myofibroblast proliferation was assessed in cultures by means of delta EdU+ (%) cells of control (either PBS or IgG) and 48-h-treated cells (either rmTIMP1 or αTIMP1, respectively). In rmTIMP1 and αTIMP1 experiments, *n* = 4 and 5 biological replicates, respectively. Data are represented as mean ± SEM. Avg, average. Statistical analysis performed using two-tailed paired t test.

(J) Top: schematic representation of non-human-primate (NHP) cardiac fibroblasts (cFs) proliferation assay *in vitro*. Primary cardiac fibroblasts were treated in cell culture for 48 h with either full recombinant human TIMP1 (rhWT-TIMP1; *n* = 3 replicates) or with the human N terminus fragment of TIMP1 (rhN-TIMP1; *n* = 3 replicates) anti-TIMP1 and control (untreated cells; *n* = 3 replicates). Cells were further incubated with 5-ethynyl-2'-deoxyuridine (EdU) to directly measure cell cycle using flow cytometry. Bottom: NHP-cFs proliferation was assessed in cultures by FC of EdU+ (%) cells relative to control, respectively. Data are represented as mean ± SEM. Statistical analysis performed using one way ANOVA with Tukey's multiple comparisons test.

(K) Schematic experimental plan by which adult MAMY mice underwent MI and treated with either TIMP1 neutralizing antibodies (αTIMP1, *n* = 5) or IgG control (*n* = 4). To activate the MerCreMer system and obtain tdTomato expression, tamoxifen was injected daily following MI (STAR Methods). To label proliferating cells, mice were induced with a 24 h EdU pulse on day 3, and hearts were collected on day 4 post-MI for histological and immunofluorescence analysis.

(L) Representative immunofluorescence images of MAMY hearts treated with either αTIMP1 or IgG control 4 days post-MI and 24 h EdU pulse. Scale bar, 100 μm. GFP-green, tdTomato-red, EdU-white, and DAPI-blue. Following segmentation and annotation cells were further analyzed based on their proliferative state, EdU±: myofibroblasts (tdTomato+), macrophage (GFP+), other (tdTomato–GFP–). Images are represented either by their immunofluorescence channels or as a cell-type proliferation map illustrates the identified cells and their proliferative state as representative points.

(M) Quantification of proliferative myofibroblasts (tdTomato+EdU+) abundance (% of cells) per cellular neighborhood (100 μm in diameter) in the infarct zone of αTIMP1 or IgG-control-treated MAMY hearts (STAR Methods, Figure S9A). Left: distribution of data per tissue slice per biological replicate. Each color represents a biological replicate. Right: average tdTomato+EdU+/neighborhood per biological replicate. Results are represented as mean ± SEM. Blue circles: IgG control; red triangle: αTIMP1. Statistical analysis performed using the Mann-Whitney test.

(N) Schematic experimental plan by which adult mice underwent MI and treated with either αTIMP1 (*n* = 12 biological replicates) or IgG control (*n* = 11 biological replicates) immediately after injury onset and 3 days after injury. At 35 days left ventricular (LV) fibrosis was assessed by sirius red staining.

(O) Representative sequential sirius red staining images along the base to apex axis of αTIMP1/IgG-control-treated hearts. Scale bars: 2 mm.

(P) Fibrosis parameters presented as % of total sections that are either transmural, non-transmural, or sections with no scar (STAR Methods), and scar area out of the LV quantification. Statistical analysis performed using two-tailed unpaired t test.

and treated them with  $\alpha$ TIMP1 or immunoglobulin G (IgG) control antibodies immediately after the injury by intramuscular (IM) injection and 3 days later by retroorbital (RO) injection (Figure 5K; STAR Methods). To quantify proliferating cells, a pulse of EdU was given to mice at day 3 post-MI, 24 h prior to heart extraction at day 4.

We enumerated tdTomato and GFP cells in each 100  $\mu$ m neighborhood based on their proliferative capacity (EdU $\pm$ ) and generated a cell-type proliferation map (Figure S9A, STAR Methods). We find that  $\alpha$ TIMP1-treated mice showed reduced amounts of proliferative myofibroblasts (tdTomato+EdU+) compared with IgG controls (Figures 5L and 5M).  $\alpha$ TIMP1 antibody treatment did not affect macrophage abundance (GFP+ cells), proliferation (GFP+EdU+), or the fraction of pro-fibrotic macrophages (marked by Galectin-3<sup>83,84</sup>) (Figures S9B–S9D and S9F). Moreover, while  $\alpha$ TIMP1 treatment did not significantly attenuate the fraction of  $\alpha$ SMA+ myofibroblasts, a slight trend was observed (Figure S9E).

Based on these *in vitro* and *in vivo* assays, we conclude that TIMP1 acts as a growth factor for cardiac myofibroblasts. It is expressed by cardiac myofibroblasts after injury together with its predicted receptors forming an autocrine signaling loop driving myofibroblast proliferation.

### Inhibiting TIMP1 reduces fibrosis after acute cardiac injury

The mathematical model predicts that inhibition of the autocrine growth factor loop should reduce fibrosis (Figure 5A). To test this *in vivo*, we performed MI using permanent LAD ligation on adult Hsd:ICR (CD1) mice. We injected IgG control or  $\alpha$ TIMP1 neutralizing antibodies directly to the injured myocardium following injury, and again 3 days after injury by RO injection (Figure 5N). We analyzed heart sections 35 days after injury (Figures 5O and 5P). Mice treated with  $\alpha$ TIMP1 antibody showed reduced fibrosis—the number of tissue sections with detectable scarring was 2.4-fold lower in the  $\alpha$ TIMP1 treated mice compared with mice treated with IgG control antibody.  $\alpha$ TIMP1 treatment reduced the severity of the scar, causing a 2.5-fold reduction in the number of sections that showed a transmural scar, defined as a scar that is continuous through the entire left ventricular wall. We conclude that inhibiting TIMP1 can attenuate fibrosis following MI.

We also tested heart function at days 3, 7, and 35 post-MI. We did not find a significant difference in EF nor fractional shortening (FS) values between treated and control groups. This may be due to the low correlation between fibrosis and systolic function parameters measured by echocardiography (i.e., EF and FS) following MI in mice (Figures S9G–S9I).

## DISCUSSION

We combined mathematical modeling together with *in vitro* and *in vivo* experimental approaches to investigate the concepts of hot and cold fibrosis in cardiac pathology and to identify targets to reduce fibrosis following cardiac injury. Previous mathematical modeling have demonstrated the important role of myofibroblast-macrophage interactions in driving and sustaining fibrosis.<sup>18,19,24</sup> Accordingly, we defined two types of fibrosis, hot fibrosis with coexisting myofibroblasts and macrophages

and cold fibrosis driven by myofibroblasts alone.<sup>19</sup> We developed a macrophage-myofibroblast double-reporter (MAMY) mouse that provides a tool to differentiate between cold and hot fibrosis *in vivo*. We find that acute MI results in cold fibrosis in mice, which is conserved in pigs and humans. After a transient immune-interacting state, myofibroblasts acquire a pro-fibrotic phenotype in cold fibrosis following MI and support their own proliferation by means of a growth factor autocrine loop. In contrast, chronic injury in mice resulted from either pressure overload injury (TAC) or the existence of a FBR (surgical suture) leads to hot fibrosis, with coexisting myofibroblasts and macrophages. Using a circuit-to-target approach, we predicted that inhibiting the myofibroblast autocrine loop should abrogate cold fibrosis. We identified TIMP1 as an autocrine growth factor for cardiac myofibroblasts. Antibody-mediated inhibition of TIMP1 reduced fibrosis in adult mice following MI.

Our findings suggest that fibrosis is different in distinct modes of cardiac injury. Acute injury in MI leads to cold fibrosis, whereas chronic injury—FBR and TAC—leads to hot fibrosis. Moreover, our results indicate that the pathology of acute MI consists of two phases, which could be viewed as two distinct disease states. The early phase is characterized by the activation of both myofibroblasts and macrophages with immune-interaction phenotypes. The late phase shows persistent myofibroblasts and a reduction in macrophage number and activity to basal levels.

Fibrosis in the heart has been mostly studied based on histological presentation. Histological definitions of fibrosis include replacement, interstitial, or perivascular fibrosis.<sup>54</sup> We propose that similar histological features can result in different fibrotic compositions (hot or cold fibrosis). Specifically, we identified replacement fibrosis as the outcome in both MI and TAC injuries. However, in MI, we observed cold fibrosis, whereas replacement fibrosis in TAC presents hot fibrosis. Our data thus suggest that fibrosis classification can be extended beyond the current histological categories.<sup>21</sup>

This study highlights the utility of a minimal mathematical model for identifying a target to reduce fibrosis. Targeting the autocrine loop makes sense because in cold fibrosis, the absence of macrophages leaves myofibroblasts as the primary source of their own growth factors. The model predicts that in order to abolish the cold fibrosis fixed point, it is not necessary to inhibit the autocrine loop completely. Instead, the loop needs only to be inhibited below a threshold ( $\sim 40\%$ ) leaving a single regenerative healing fixed point.

We identified TIMP1 as a cardiac myofibroblast autocrine growth factor both *in vivo* and *in vitro* and as a target for reducing cold fibrosis after MI. The canonical function of TIMP1 is inhibition of metalloproteinases, including MMPs.<sup>85</sup> Originally, TIMP1 was identified as a growth factor and is now emerging as a potent pro-inflammatory cytokine.<sup>45</sup> As a growth factor, TIMP1 facilitates cell-cycle activity in scleroderma fibroblasts<sup>74</sup> and hepatic stellate cells.<sup>86</sup> TIMP1-induced cellular proliferation was shown to be independent of its MMP inhibition activity in keratinocytes and multiple cell lines.<sup>87,88</sup> We show that TIMP1 acts as a growth factor for cardiac myofibroblasts and suggest that this activity is due to interaction with LRP1, but not with CD63 or APP. Future studies employing direct blocking or knockdown of LRP1 are necessary to fully clarify its role in

TIMP1-induced proliferation. Indirect activation of proliferation via MMP inhibition was not excluded. Our data suggest that TIMP1's function as a cardiac myofibroblast growth factor is conserved in mice, primates, and humans. In humans, increased levels of TIMP1 in the bloodstream have been linked to major cardiovascular risk factors.<sup>89</sup> Accordingly, TIMP1 knockout mice showed reduced fibrosis in a model of hypertension-induced chronic cardiac injury.<sup>90</sup> In contrast, these TIMP1 knockout mice had an exacerbated acute liver fibrosis.<sup>72</sup> Anti-TIMP1 antibody treatment reduced virus-induced myocarditis in mice.<sup>91</sup> It would be intriguing to see whether inhibiting TIMP1 alleviates fibrosis in other contexts in which it acts as a growth factor for pro-fibrotic cells. Agrin treatment, shown to reduce fibrosis after MI, appears to work by a distinct mechanism, inducing regenerative senescence in cardiac fibroblasts.<sup>92</sup>

Although TIMP1 is expressed exclusively by cardiac myofibroblasts post-MI, we find that TIMP1 receptors are present in all cardiac interstitial cells. This suggests, in the context of MI, a widespread influence of TIMP1 not limited to cardiac myofibroblasts. Our *in vivo* data suggest that TIMP1 inhibition did not affect monocyte (GFP+) infiltration, macrophage proliferation, or fate; however, we cannot rule out potential roles of TIMP1 in other arms of inflammation and subsequent fibrosis.<sup>45</sup>

Inhibiting the myofibroblast autocrine loop is an example of a more general strategy in which modulation of growth factor interactions promotes the collapse of an entire cell population. This strategy differs in a qualitative way from other approaches that aim at affecting ECM deposition from pro-fibrotic cells or modulating their phenotypes. The collapse of a cell type removes all of its secreted factors in a single step and thus may be more decisive as a treatment for a complex pathology such as fibrosis. An example is the recent use of chimeric antigen receptor-T (CAR-T) technology to specifically target cardiac myofibroblasts.<sup>37</sup>

In line with our study, a recent publication used a similar autocrine loop inhibition strategy in the context of late stage liver cirrhosis.<sup>93</sup> This study did not address the question whether liver cirrhosis (severe liver scarring) is hot or cold. Interestingly, elevated blood levels of TIMP1 induce an autocrine signaling loop of TIMP1 expression in hepatic stellate cells.<sup>94</sup> Thus, the inhibition of the autocrine signaling loop of a key pro-fibrotic cell population might be a general strategy to target fibrosis across organs.

Whereas cold fibrosis depends on the myofibroblast autocrine signaling loop, one may ask what drives hot fibrosis. Our model indicates that hot fibrosis requires paracrine signaling between macrophages and myofibroblasts. Key paracrine signals supporting hot fibrosis in chronic cardiac injuries were reported in recent studies showing that activated macrophages secrete IL1 $\beta$  that promotes fibroblast activation and subsequent fibrosis in cardiac-pressure-overloaded mice and humans.<sup>95,96</sup> It would be fascinating to explore hot and cold fibrosis in different organs and contexts.

The macrophage fibroblast circuit may apply beyond fibrosis: recent work identified a similar circuit with an autocrine loop in the breast tumor microenvironment.<sup>97</sup> Fibroblasts had a strong autocrine loop and the strongest outgoing signaling, whereas macrophages had the strongest incoming signals. Viewing the

cancer microenvironment as a type of hot fibrosis may help to use the present circuit-to-target approach to design interventions to collapse the tumor microenvironment for therapeutic purposes.<sup>19,98</sup>

In summary, we tested *in vivo* the concepts of hot and cold fibrosis from a mathematical cell-circuit model and found that acute MI evolves to cold fibrosis, whereas chronic cardiac injuries evolve to hot fibrosis. We propose that the therapeutic strategies should differ between cold and hot fibrosis and use the cell circuit to identify the autocrine loop as a target in cold fibrosis. We further demonstrate a treatment strategy to reduce fibrotic scarring in mouse heart by inhibiting an autocrine growth factor of myofibroblasts. Our study highlights the utility of mechanistic yet simple mathematical models to cut through the complexity of pathological processes and to provide useful concepts and molecular strategies for treatment.<sup>3</sup>

## RESOURCE AVAILABILITY

### Materials availability

This study did not generate new materials.

### Data and code availability

- Data: all data are available in the main text or the supplementary materials. All count matrices and metadata for each transcriptomic dataset: pig bulk-RNA sequencing and Visium spatial transcriptomics, will be publicly available in the Gene Expression Omnibus (<http://www.ncbi.nlm.nih.gov/geo/>) under data accession no. GEO: GSE247856, and GEO: GSE249517, as of the date of publication.
- Code: all custom generated code are available in the AlonLabWIS git. This repository has been archived at Zenodo with (<https://doi.org/10.5281/zenodo.14555560>).

## ACKNOWLEDGMENTS

We thank Marina Cohen from the Histology Unit, Department of Veterinary Resources, Weizmann Institute of Science for histological processing and staining. We also thank Dr. Hadas Keren-Shaul and Danna Robbins (The Nancy & Stephen Grand Israel National Center for Personalized Medicine, Weizmann Institute of Science) for pig bulk-mRNA sequencing library preparation and sequencing. We would like to acknowledge histology and next-generation sequencing facilities at the Vienna BioCenter Core Facilities (VBCF) for all aspects of Visium handling, sectioning, and sequencing. We thank Prof. Steffen Jung, Dr. Jung-Seok Kim, and Dr. Sebastian Trzebanski from the Department of Immunology and Regenerative Biology, Weizmann Institute of Science, Rehovot, Israel for insightful comments and technical assistance in flow cytometry experiments. This study has been supported by grants to E.T. from the European Research Council (ERC AdG grant no. 788194, CardHeal), REANIMA European Union's Framework Programme for Research and Innovation "Horizon2020." E.T. and R.S. were supported by the Israel Science Foundation (ISF, no. 2214/22). This study was further supported by a Cancer Research UK grant (C19767/A27145) and by the European Research Council under the European Union's Horizon 2020 research and innovation program (grant agreement No. 856487) to U.A. M.A. was supported by the EMBO Long-Term Fellowship (ALTF 304-2019), the Zuckerman STEM Leadership program, and the Israel National Postdoctoral Award Program for Advancing Women in Science. C.K. was funded by the ERC Advanced Grant Cor-Edit-P (grant no. 101021043). E.M.T. was funded by REANIMA European Union's Framework

Programme for Research and Innovation “Horizon2020” and FWF P36045 “Regenerative strategies for cardiac repair.” E.B. was funded by the EMBO ALTF447-2020 and the Marie Curie Post-doctoral individual fellowship “Axiomatrix.” A.K. and D.H. were funded by the Deutsche Forschungsgemeinschaft, Bonn, Germany (KR2047/8-2, KR2047/14-1, and KR2047/15-1).

## AUTHOR CONTRIBUTIONS

Conceptualization: S.M., M.A., A.M., U.A., and E.T.; methodology: S.M., M.A., and A.M.; investigation: S.M., M.A., A.M., E.B., D.H., Y.D., K.B.U., J.E., A.G., D.K., D.L., T.S., M.G., A.S., L.Z., J.W., A.B., C.K., H.B.-L., R.O.R.F., O.G., E.W., T.D., and Z.P.; visualization: S.M., M.A., A.M., and D.M.K.; funding acquisition: E.T. and U.A.; project administration: E.T. and U.A.; supervision: E.T., U.A., R.M., E.M.T., C.K., J.S.-R., A.K., and A.L.M.; writing—original draft: S.M., M.A., A.M., U.A., and E.T.; writing—review & editing: all authors.

## DECLARATION OF INTERESTS

E.T. is a Founder of a biomedical startup related to Agrin therapy for heart disease and has related patents. J.S.-R. reports funding from GSK, Pfizer, and Sanofi and fees/honoraria from Travers Therapeutics, Stadapharm, Astex, Pfizer, Grunenthal, Moderna, Tempus and Owkin.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS**
  - Mice
- **METHOD DETAILS**
  - Mouse myocardial infarction
  - Mouse transverse aortic constriction
  - Pigs heart samples
  - Flow Cytometry
  - Primary mouse cardiac myofibroblast cultures
  - Non-human-primate cardiac fibroblasts cultures
  - Immunofluorescence
  - Histology and picro-sirius red staining
  - Spatial transcriptome processing (Mouse)
  - Pig mRNA library preparation and sequencing
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
  - Cell segmentation and quantification
  - Double-reporter (MAMY) mice neighborhood analysis
  - Fibrosis analysis
  - Spatial transcriptomics analysis (Mouse)
  - Human spatial transcriptomics Analysis
  - Pig Bulk-mRNA sequencing analysis
  - Deconvolution of bulk-mRNA sequencing
  - Analysis of mouse Bulk-mRNA sequencing
  - Analysis of mouse single-cell mRNA sequencing
  - Pareto analysis
  - NicheNet analysis
  - myofibroblast proliferation score
  - *In-silico* perturbations of cold fibrosis
  - Statistical analysis

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.cels.2025.101198>.

Received: October 31, 2023  
Revised: September 28, 2024  
Accepted: January 27, 2025  
Published: February 18, 2025

## REFERENCES

1. Wynn, T.A. (2008). Cellular and molecular mechanisms of fibrosis. *J. Pathol.* 214, 199–210. <https://doi.org/10.1002/path.2277>.
2. Henderson, N.C., Rieder, F., and Wynn, T.A. (2020). Fibrosis: from mechanisms to medicines. *Nature* 587, 555–566. <https://doi.org/10.1038/s41586-020-2938-9>.
3. Alon, U. (2023). Systems Medicine, Physiological Circuits and the Dynamics of Disease (Chapman and Hall/CRC). <https://doi.org/10.1201/9781003356929>.
4. Davis, J., and Molkenin, J.D. (2014). Myofibroblasts: Trust your heart and let fate decide. *J. Mol. Cell. Cardiol.* 70, 9–18. <https://doi.org/10.1016/j.yjmcc.2013.10.019>.
5. Eddy, A.A. (2014). Overview of the cellular and molecular basis of kidney fibrosis. *Kidney Int. Suppl.* (2011) 4, 2–8. <https://doi.org/10.1038/kisup.2014.2>.
6. Friedman, S.L. (2008). Hepatic fibrosis—Overview. *Toxicology* 254, 120–129. <https://doi.org/10.1016/j.tox.2008.06.013>.
7. Mann, C.J., Perdiguer, E., Kharraz, Y., Aguilar, S., Pessina, P., Serrano, A.L., and Muñoz-Cánoves, P. (2011). Aberrant repair and fibrosis development in skeletal muscle. *Skelet. Muscle* 1, 21. <https://doi.org/10.1186/2044-5040-1-21>.
8. Noble, P.W., Barkauskas, C.E., and Jiang, D. (2012). Pulmonary fibrosis: patterns and perpetrators. *J. Clin. Invest.* 122, 2756–2762. <https://doi.org/10.1172/jci60323>.
9. Adams, T.S., Schupp, J.C., Poli, S., Ayaub, E.A., Neumark, N., Ahangari, F., Chu, S.G., Raby, B.A., Deluili, G., Januszyk, M., et al. (2020). Single-cell RNA-seq reveals ectopic and aberrant lung-resident cell populations in idiopathic pulmonary fibrosis. *Sci. Adv.* 6, eaba1983. <https://doi.org/10.1126/sciadv.aba1983>.
10. Martin, S.S., Aday, A.W., Almarzooq, Z.I., Anderson, C.A.M., Arora, P., Avery, C.L., Baker-Smith, C.M., Barone Gibbs, B.B., Beaton, A.Z., Boehme, A.K., et al. (2024). 2024 Heart Disease and Stroke Statistics: A Report of US and Global Data From the American Heart Association. *Circulation* 149, e347–e913. <https://doi.org/10.1161/cir.0000000000001209>.
11. Duffield, J.S., Lupher, M., Thannickal, V.J., and Wynn, T.A. (2013). Host Responses in Tissue Repair and Fibrosis. *Annu. Rev. Pathol.* 8, 241–276. <https://doi.org/10.1146/annurev-pathol-020712-163930>.
12. Wynn, T.A., and Vannella, K.M. (2016). Macrophages in Tissue Repair, Regeneration, and Fibrosis. *Immunity* 44, 450–462. <https://doi.org/10.1016/j.immuni.2016.02.015>.
13. Klingberg, F., Hinz, B., and White, E.S. (2013). The myofibroblast matrix: implications for tissue repair and fibrosis. *J. Pathol.* 229, 298–309. <https://doi.org/10.1002/path.4104>.
14. Pakshir, P., and Hinz, B. (2018). The big five in fibrosis: Macrophages, myofibroblasts, matrix, mechanics, and miscommunication. *Matrix Biol.* 68, 81–93. <https://doi.org/10.1016/j.matbio.2018.01.019>.
15. Buechler, M.B., Fu, W., and Turley, S.J. (2021). Fibroblast-macrophage reciprocal interactions in health, fibrosis, and cancer. *Immunity* 54, 903–915. <https://doi.org/10.1016/j.immuni.2021.04.021>.
16. Lech, M., and Anders, H.-J. (2013). Macrophages and fibrosis: How resident and infiltrating mononuclear phagocytes orchestrate all phases of tissue injury and repair. *Biochim. Biophys. Acta* 1832, 989–997. <https://doi.org/10.1016/j.bbdis.2012.12.001>.
17. Tzahor, E., and Dimmeler, S. (2022). A coalition to heal—the impact of the cardiac microenvironment. *Science* 377, eabm4443. <https://doi.org/10.1126/science.abm4443>.
18. Chowkwale, M., Lindsey, M.L., and Saucerman, J.J. (2023). Intercellular model predicts mechanisms of inflammation-fibrosis coupling after myocardial infarction. *J. Physiol.* 607, 2635–2654. <https://doi.org/10.1113/jp283346>.
19. Adler, M., Mayo, A., Zhou, X., Franklin, R.A., Meizlish, M.L., Medzhitov, R., Kallenberger, S.M., and Alon, U. (2020). Principles of Cell Circuits

- for Tissue Repair and Fibrosis. *Iscience* 23, 100841. <https://doi.org/10.1016/j.isci.2020.100841>.
20. Zhou, X., Franklin, R.A., Adler, M., Jacox, J.B., Bailis, W., Shyer, J.A., Flavell, R.A., Mayo, A., Alon, U., and Medzhitov, R. (2018). Circuit Design Features of a Stable Two-Cell System. *Cell* 172, 744–757.e17. <https://doi.org/10.1016/j.cell.2018.01.015>.
21. Setten, E., Castagna, A., Nava-Sedeño, J.M., Weber, J., Carriero, R., Reppas, A., Volk, V., Schmitz, J., Gwinner, W., Hatzikirou, H., et al. (2022). Understanding fibrosis pathogenesis via modeling macrophage-fibroblast interplay in immune-metabolic context. *Nat. Commun.* 13, 6499. <https://doi.org/10.1038/s41467-022-34241-5>.
22. Frangogiannis, N.G. (2015). Pathophysiology of Myocardial Infarction. *Compr. Physiol.* 5, 1841–1875. <https://doi.org/10.1002/cphy.c150006>.
23. Reed, G.W., Rossi, J.E., and Cannon, C.P. (2017). Acute myocardial infarction. *Lancet* 389, 197–210. [https://doi.org/10.1016/s0140-6736\(16\)30677-8](https://doi.org/10.1016/s0140-6736(16)30677-8).
24. Jin, Y.-F., Han, H.-C., Berger, J., Dai, Q., and Lindsey, M.L. (2011). Combining experimental and mathematical modeling to reveal mechanisms of macrophage-dependent left ventricular remodeling. *BMC Syst. Biol.* 5, 60. <https://doi.org/10.1186/1752-0509-5-60>.
25. Wang, Y., Yang, T., Ma, Y., Halade, G.V., Zhang, J., Lindsey, M.L., and Jin, Y.-F. (2012). Mathematical modeling and stability analysis of macrophage activation in left ventricular remodeling post-myocardial infarction. *BMC Genom.* 13, S21. <https://doi.org/10.1186/1471-2164-13-s6-s21>.
26. Heymans, S., González, A., Pizard, A., Papageorgiou, A.P., López-Andrés, N., Jaisser, F., Thum, T., Zannad, F., and Díez, J. (2015). Searching for new mechanisms of myocardial fibrosis with diagnostic and/or therapeutic potential. *Eur. J. Heart Fail.* 17, 764–771. <https://doi.org/10.1002/ehfj.312>.
27. Hinderer, S., and Schenke-Layland, K. (2019). Cardiac fibrosis – A short review of causes and therapeutic strategies. *Adv. Drug Deliv. Rev.* 146, 77–82. <https://doi.org/10.1016/j.addr.2019.05.011>.
28. Francis Stuart, S.D., De Jesus, N.M., Lindsey, M.L., and Ripplinger, C.M. (2016). The crossroads of inflammation, fibrosis, and arrhythmia following myocardial infarction. *J. Mol. Cell. Cardiol.* 97, 114–122. <https://doi.org/10.1016/j.yjmcc.2015.12.024>.
29. Shimizu, I., and Minamino, T. (2016). Physiological and pathological cardiac hypertrophy. *J. Mol. Cell. Cardiol.* 97, 245–262. <https://doi.org/10.1016/j.yjmcc.2016.06.001>.
30. Porrello, E.R., Mahmoud, A.I., Simpson, E., Hill, J.A., Richardson, J.A., Olson, E.N., and Sadek, H.A. (2011). Transient Regenerative Potential of the Neonatal Mouse Heart. *Science* 331, 1078–1080. <https://doi.org/10.1126/science.1200708>.
31. Zhu, W., Zhang, E., Zhao, M., Chong, Z., Fan, C., Tang, Y., Hunter, J.D., Borovjagin, A.V., Walcott, G.P., Chen, J.Y., et al. (2018). Regenerative Potential of Neonatal Porcine Hearts. *Circulation* 138, 2809–2816. <https://doi.org/10.1161/circulationaha.118.034886>.
32. Ye, L., D'Agostino, G., Loo, S.J., Wang, C.X., Su, L.P., Tan, S.H., Tee, G.Z., Pua, C.J., Pena, E.M., Cheng, R.B., et al. (2018). Early Regenerative Capacity in the Porcine Heart. *Circulation* 138, 2798–2808. <https://doi.org/10.1161/circulationaha.117.031542>.
33. Haubner, B.J., Schneider, J., Schweigmann, U., Schuetz, T., Dichtl, W., Velik-Salchner, C., Stein, J.-I., and Penninger, J.M. (2016). Functional Recovery of a Human Neonatal Heart After Severe Myocardial Infarction. *Circ. Res.* 118, 216–221. <https://doi.org/10.1161/circresaha.115.307017>.
34. Tzahor, E., and Poss, K.D. (2017). Cardiac regeneration strategies: Staying young at heart. *Science* 356, 1035–1039. <https://doi.org/10.1126/science.aam5894>.
35. Bassat, E., Mutlak, Y.E., Genzelinakh, A., Shadrin, I.Y., Baruch Umansky, K., Yifa, O., Kain, D., Rajchman, D., Leach, J., Riabov Bassat, D., et al. (2017). The extracellular matrix protein agrin promotes heart regeneration in mice. *Nature* 547, 179–184. <https://doi.org/10.1038/nature22978>.
36. D'Uva, G., Aharonov, A., Lauriola, M., Kain, D., Yahalom-Ronen, Y., Carvalho, S., Weisinger, K., Bassat, E., Rajchman, D., Yifa, O., et al. (2015). ERBB2 triggers mammalian heart regeneration by promoting cardiomyocyte dedifferentiation and proliferation. *Nat. Cell Biol.* 17, 627–638. <https://doi.org/10.1038/ncb3149>.
37. Aghajanian, H., Kimura, T., Rurik, J.G., Hancock, A.S., Leibowitz, M.S., Li, L., Scholler, J., Monslow, J., Lo, A., Han, W., et al. (2019). Targeting Cardiac Fibrosis with Engineered T cells. *Nature* 573, 430–433. <https://doi.org/10.1038/s41586-019-1546-z>.
38. Vagnozzi, R.J., Maillet, M., Sargent, M.A., Khalil, H., Johansen, A.K.Z., Schwaneckamp, J.A., York, A.J., Huang, V., Nahrendorf, M., Sadayappan, S., et al. (2020). An acute immune response underlies the benefit of cardiac stem cell therapy. *Nature* 577, 405–409. <https://doi.org/10.1038/s41586-019-1802-2>.
39. Alexanian, M., Przytycki, P.F., Micheletti, R., Padmanabhan, A., Ye, L., Travers, J.G., Gonzalez-Teran, B., Silva, A.C., Duan, Q., Ranade, S.S., et al. (2021). A transcriptional switch governs fibroblast activation in heart disease. *Nature* 595, 438–443. <https://doi.org/10.1038/s41586-021-03674-1>.
40. Aharonov, A., Shakked, A., Umansky, K.B., Savidor, A., Genzelinakh, A., Kain, D., Lendengolts, D., Revach, O.-Y., Morikawa, Y., Dong, J., et al. (2020). ERBB2 drives YAP activation and EMT-like processes during cardiac regeneration. *Nat. Cell Biol.* 22, 1346–1356. <https://doi.org/10.1038/s41556-020-00588-4>.
41. Sadek, H., and Olson, E.N. (2020). Toward the Goal of Human Heart Regeneration. *Cell Stem Cell* 26, 7–16. <https://doi.org/10.1016/j.stem.2019.12.004>.
42. Leach, J.P., Heallen, T., Zhang, M., Rahmani, M., Morikawa, Y., Hill, M.C., Segura, A., Willerson, J.T., and Martin, J.F. (2017). Hippo pathway deficiency reverses systolic heart failure after infarction. *Nature* 550, 260–264. <https://doi.org/10.1038/nature24045>.
43. Gabisonia, K., Prosdocimo, G., Aquaro, G.D., Carlucci, L., Zentilin, L., Secco, I., Ali, H., Braga, L., Gorgodze, N., Bernini, F., et al. (2019). MicroRNA therapy stimulates uncontrolled cardiac repair after myocardial infarction in pigs. *Nature* 569, 418–422. <https://doi.org/10.1038/s41586-019-1191-6>.
44. Nakada, Y., Canseco, D.C., Thet, S., Abdalsalam, S., Asaithamby, A., Santos, C.X., Shah, A.M., Zhang, H., Faber, J.E., Kinter, M.T., et al. (2017). Hypoxia induces heart regeneration in adult mice. *Nature* 547, 222–227. <https://doi.org/10.1038/nature20173>.
45. Schoeps, B., Frädrih, J., and Krüger, A. (2023). Cut loose TIMP-1: an emerging cytokine in inflammation. *Trends Cell Biol.* 33, 413–426. <https://doi.org/10.1016/j.tcb.2022.08.005>.
46. Forte, E., Skelly, D.A., Chen, M., Daigle, S., Morelli, K.A., Hon, O., Philip, V.M., Costa, M.W., Rosenthal, N.A., and Furtado, M.B. (2020). Dynamic Interstitial Cell Response during Myocardial Infarction Predicts Resilience to Rupture in Genetically Diverse Mice. *Cell Rep.* 30, 3149–3163.e6. <https://doi.org/10.1016/j.celrep.2020.02.008>.
47. Jung, S., Aliberti, J., Graemmel, P., Sunshine, M.J., Kreutzberg, G.W., Sher, A., and Littman, D.R. (2000). Analysis of Fractalkine Receptor CX3CR1 Function by Targeted Deletion and Green Fluorescent Protein Reporter Gene Insertion. *Mol. Cell. Biol.* 20, 4106–4114. <https://doi.org/10.1128/mcb.20.11.4106-4114.2000>.
48. Kanisicak, O., Khalil, H., Ivey, M.J., Karch, J., Maliken, B.D., Correll, R.N., Brody, M.J., J. Lin, S.-C.J., Aronow, B.J., Tallquist, M.D., et al. (2016). Genetic lineage tracing defines myofibroblast origin and function in the injured heart. *Nat. Commun.* 7, 12260. <https://doi.org/10.1038/ncomms12260>.
49. Orrskog, S., Rounioja, S., Spadafina, T., Gallotta, M., Norman, M., Hentrich, K., Fälder, S., Ygberg-Eriksson, S., Hasenberg, M., Johansson, B., et al. (2012). Pilus Adhesin RrgA Interacts with Complement Receptor 3, Thereby Affecting Macrophage Function and Systemic Pneumococcal Disease. *mBio* 4, e00535-12. <https://doi.org/10.1128/mbio.00535-12>.

How the deposited data were processed for this re-analysis (not part of the article)

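Visium spatial transcriptomics measured mRNA in 4 heart sections, 1 from 1 adult ICR mouse at each of days 1, 4, 7 and 14 after MI. The results text names day 2 for the first section, and day 1 was used as in the sample labels, the STAR Methods and Table S7. The authors made the deposited counts with Space Ranger on mm10 from images aligned by hand. They are UMI counts per gene and spot without normalization, limited to spots under tissue, and none of the later filters of the paper had been applied to them. Other experiments of the paper were not analysed here.

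Spots with more than 1% of UMIs from hemoglobin genes were removed, the limit that the paper gives, with a set of 8 hemoglobin genes chosen here because the paper's text names none. This left 7503 of 9102 spots. On day 14 it left 2086, fewer than the paper's 2117 after all of its filters, so it is not the paper's filter in every detail. Spot positions and images were not used here, so the manual removal of spots up to 2 spots from the tissue edge was not repeated. Genes with at least 1000 UMIs over the remaining spots were kept, 4769 of 32285. Depth per section was 11952107, 14350489, 9292678 and 15713779 UMIs in the remaining spots on days 1, 4, 7 and 14.

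A set of 2497 genes was reserved for reporting. Of the kept genes, it holds those named in the text, sex-linked and hemoglobin genes, those of the macrophage and myofibroblast lists of Table S5 and a random part of the others with seed 1. Cd82, Tgfb1, Tgfb2 and Osm had too few UMIs to be kept. The other 2272 genes, which include the marker genes of the regions, were used for clustering. UMI shares were scaled to 10000, increased by 1, turned to natural logs and centred. The first 10 principal components were clustered by k-means with 3 clusters and 20 starts. Regions were named by their markers with the highest mean z-score. Table S7 was seen before the markers were chosen. On counts drawn by Poisson noise from the profiles of the called regions themselves, 7501 of 7503 spots returned to their region, which is an easy test because it holds no mixed spots.

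Genes named in the text are all those that the paper names for the Visium sections or for TIMP1 and its receptors, and the 5 with the largest rise and the 5 with the largest fall per region comparison at an adjusted p under 0.05 and with the same direction in every section. This rule, the comparisons and most alternatives were set before the data were examined, but after the values of Table S7 had been seen.

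For the comparison of regions, UMIs were summed per section and region with at least 20 spots, which gave 12 libraries. edgeR 4.0.16 with limma 3.58.1 fitted TMM-normalized sums with the section as a block and robust quasi-likelihood dispersion, and p-values were adjusted by the Benjamini-Hochberg method over 2497 genes. Standard errors are the log2 fold change divided by the square root of the F statistic. A section counts toward a direction by its UMIs per total without TMM. TMM factors were 1.26 to 1.32 for scar-region libraries, 1.01 to 1.04 for the border region and 0.719 to 0.828 for the remote region. The common dispersion was 0.0356. Tested on simulated counts with 200 genes changed by a log2 value of 1 in the scar region, edgeR called 151 of them, and 15 of its 166 calls were false, or 9.04%. In the border region, where no gene was changed, it made 4 calls. The simulation drew all regions from remote-region profiles and found no regions by clustering. In the data far more genes differed, 917 higher and 870 lower in the scar region. The share of false calls in the data is therefore not known from it.

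Values per day are UMIs summed over a region and given as CPM, counts per 1000000 UMIs of the region, with exact Poisson 95% intervals. Ratios have exact conditional intervals. Shares of spots have exact Clopper-Pearson intervals, and the interval of a difference between shares combines the bounds of both. All of these cover counting error only, and no test between days was made with 1 mouse per day. A spot was positive for a gene when its UMI share was above the median over the spots of all sections, as in the paper. For the thinned shares, each spot of enough UMIs was drawn down without replacement to 1300 UMIs, the 5th percentile of UMIs per spot (1333) rounded down to a multiple of 100. This was done once at random, and the average over all thinnings, from the exact probability per spot, was added after seeing the data with intervals from 2000 resamplings of spots.

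The macrophage list of Table S5 has 102 genes, all of which were found, and 87 of the 88 genes of the myofibroblast list were found, 2 of the list genes by an older symbol. Lists of fast skeletal muscle (10 genes), adipocyte (5 genes), mesothelium (4 genes) and atrium (5 genes) were chosen after seeing the data. Gene coordinates are those of GENCODE vM21 on GRCm38.

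Alternatives were DESeq2 1.42.0, a minimum of 10 UMIs per gene, no section block, each section left out in turn, only the 2 compared regions in the fit, 4 or 5 clusters, Ward clustering, 5 or 20 components, all genes clustered, another random part of the genes with seed 2, sections clustered separately, no hemoglobin filter or one at 0.5%, spots of at least 1000 UMIs, other rules for positive spots, and other ways to form a fold or to summarize a list. After seeing the data, a fit on total UMIs without TMM and a run without the skeletal muscle spots were added. Further tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, scikit-learn 1.9.0, Matplotlib 3.10.9 and R 4.3.3.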

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

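All tests of the skeletal muscle pattern, and the gene list behind them, were chosen only after the result was seen.

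In the day 7 section, 118 of 1848 spots (6.39%) had at least 10 UMIs of 10 fast skeletal muscle genes, which the paper does not discuss for these sections. No spot of the other sections did, where a count of 0 allows up to 0.159% of spots on day 1, 0.179% on day 4 and 0.144% on day 14. The spots lay in the border region (66 spots, 20.1% of it), the scar region (32 spots, 8.40%) and the remote region (20 spots, 1.76%). The list held 6.06% of their UMIs, and their median depth was 4144 UMIs. Over the whole section the list had 30982 UMIs, against 53, 96 and 79 on days 1, 4 and 14. Of the 10 genes, 8 had at least 1 UMI on those days.

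Expression of the skeletal muscle genes by cardiomyocytes of these spots was tested first. Myh6 was at 579 CPM against 10751 CPM in the other remote-region spots of day 7, a log2 ratio of -4.22, but most of the spots lie in regions with less Myh6, so this ratio cannot tell. Against the other spots of the same region, Myh6 was lower in the border region (log2 ratio -3.33) and in the remote region (-4.84), and Tnni3 (-3.71 and -5.63), Tnnt2 (-3.26 and -3.46) and Actc1 (-3.22 and -4.18) fell as well. In these regions this argues against cardiomyocytes that keep their cardiac genes. For the 32 spots of the scar region Myh6 did not differ (0.048, -0.34 to 0.42), so there the explanation stays open, and so do cardiomyocytes that lost their cardiac genes. Skeletal muscle tissue in the section would raise the 10 genes together, by a like amount. The lowest log2 ratio in the list was 8.79 and the highest 9.67, with Myh1 at 12582 CPM against 17.8 CPM. Ckm, which both muscles express, was higher by 2.22, and Mb was lower (-1.17). These values are consistent with skeletal muscle tissue in the section, as a hypothesis found and tested on the same data. How such tissue came to lie there was not tested, and a mixture with heart cells in some of the spots stays open. No biological explanation by the day after MI was tested.

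Leaving these spots out, the day 7 log2 ratios of Timp1 and Lrp1 to the remote region stayed within their counting intervals in the scar and border regions, and the counts of genes past the threshold were 896 higher and 871 lower in the scar region and 617 higher and 586 lower in the border region.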

How the results depend on the processing

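The alternatives without skeletal muscle spots, with total UMIs only and with the average over thinnings, and both tests of other splits of the samples, were chosen only after the result was seen.

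For the 10 main results (differences between days in double-positive spots, changes of the 2 gene lists from day 4 to day 14, and counts of genes past the threshold), 142 of 176 alternative values moved by less than counting error or, for counts, by less than a factor of 1.5. Another 32 moved by more than that and kept their sign, and 2 reversed. Of 1317 alternative values per day and gene, 866 stayed within counting error, 448 moved and 3 reversed. Of 1331 alternative edgeR values of named genes, 1321 kept their direction and side of the threshold, 9 were no longer past it and 1 reversed.

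With 5 clusters, the scar region takes in most spots of days 4, 7 and 14 that are in the border region otherwise: it holds 42.9% of spots on day 4 and 41.7% on day 7, the border region holds 0.417% on day 4, and no border region is left on days 7 and 14. On day 1 the border region holds 33.4% of spots in place of 35.1%, and the scar region grows from 2.12% to 3.86%. This alternative gives no border values there and no border fit. Under it the scar region's part of double-positive spots differed by -1.39 points between days 14 and 4 (-9.56 to 5.94), where the value reported is 25.8 points, and the myofibroblast list's log2 ratio of day 14 to day 4 was 0.0015 in place of -0.25. Both reversed values lie within counting error of 0. Ankrd1 in the scar region also turned from lower to higher, with log2 ratios of 1.46, 0.99 and 1.01 on days 4, 7 and 14 and 0.69 in edgeR. Sections clustered separately gave no scar region on day 1 and no border region on day 14. Beyond the change of region that 5 clusters make, the cause of these shifts was not tested.

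The difference in the double-positive share of scar-region spots between days 14 and 4 (-56.6 points) was -43.6 with 5 clusters, -35.8 with spots of at least 1000 UMIs and -9.57 after thinning, under both rules for a positive spot, with -10.1 as the average over thinnings. Over all alternatives it lay between -58.6 and -9.57. The same difference between days 14 and 1, 11.3 points, had an interval that includes 0 (-5.55 to 24.3). It moved to 32.4 with spots of at least 1000 UMIs, where the interval leaves out 0 (7.58 to 50.1). As the average over thinnings it was 20.3, also with an interval that leaves out 0 (2.03 to 38.1). In the other alternatives the interval includes 0, and the difference lay between 6.95 and 32.4 over all of them. The scar region's part of double-positive spots differed by 63.0 points between days 14 and 1, by 72.4 with 5 clusters and by 88.5 after thinning under both rules, by 83.2 as the average over thinnings (range 59.0 to 88.5). Between days 14 and 4 it differed by 14.7 with the median of the same section, and by -1.39 to 31.0 over all alternatives. Depth limits these values: the scar region of day 1 had 52027 UMIs in 40 spots, and thinning kept 109 of its 293 spots on day 14. The cause of the other shifts was not tested.

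The macrophage list's log2 ratio of day 14 to day 4 in the scar region (-0.60) stayed negative in each alternative. It was -0.54 with 4 clusters, -0.21 with 5 clusters, -0.53 with Ward clustering, -0.52 with all genes clustered, -0.66 with sections clustered separately, -0.69 with no hemoglobin filter, -0.42 with spots of at least 1000 UMIs, -0.31 as a mean over genes and -0.36 without the 3 genes with most UMIs. The myofibroblast list's ratio moved to -0.30 with sections clustered separately, -0.41 with no hemoglobin filter, -0.22 with spots of at least 1000 UMIs and -0.037 as a mean over genes. The cause was not tested.

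With genes of at least 10 UMIs, more genes were tested, 7614 in place of 2497, and 1931 were higher and 1927 lower in the scar region and 1122 higher and 1115 lower in the border region. With total UMIs only, 1516 genes were higher and 505 lower in the scar region and 1251 higher and 260 lower in the border region, because the remote-region libraries no longer carry TMM factors below 1. DESeq2 gave 851 higher and 946 lower in the scar region and 572 higher and 729 lower in the border region. With each section left out in turn, 764 to 918 genes were higher and 751 to 905 lower in the scar region, and 441 to 578 higher and 421 to 554 lower in the border region.

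Calls of named genes that were lost concern the scar region of Nppa (0.32 with genes of at least 10 UMIs, 0.37 without the section block, 0.65 without day 1, 0.90 without day 7), Clu (0.19 with genes of at least 10 UMIs, 0.72 without the section block) and Thbs4 (0.72 with genes of at least 10 UMIs, 0.93 without day 7), and the border region of Spp1 (3.48 without the section block).

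With only 8 splits, from exchanging the region labels within sections, a test by other splits of the samples cannot exclude chance whatever the counts are. Of the 8 splits, 1 split, the real one, gave as many genes past the threshold for the scar region and 1 split, again the real one, for the border region. The other splits gave at most 23 genes for the scar region and 0 for the border region.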

Differences from the paper's values

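The average over thinnings and the counts by scale and by medians of 0 were chosen only after the result was seen, and the other alternatives named are those set before the data were examined.

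Table S7 gives fold changes to the remote zone of the same section, labelled as log2. Over the border region, its values follow the difference of median ln values found here with a slope of 0.92 on day 1, 0.94 on day 4 and 1.01 on day 7, against 0.61, 0.56 and 0.67 for the log2 ratio of summed UMIs. On day 14 the border slope on the ln scale was 0.52, and over the scar region it was 0.26, 0.69, 0.28 and 0.28 on days 1, 4, 7 and 14, so neither scale matches there. With mean in place of median ln values, the slopes were 0.93, 0.98, 0.98 and 0.51 in the border region on days 1, 4, 7 and 14. In the scar region they were 0.40, 0.74, 0.34 and 0.38, nearer to 1 than with medians on each day. Part of the differences below is therefore not separated from the choice of medians. The ln scale of medians is used throughout, with 1 standard deviation over resampled spots as the error. No error of the paper's value enters, so small differences count as well. On this scale the Spearman correlations with Table S7 over genes were 0.972, 0.981, 0.955 and 0.823 in the border region on days 1, 4, 7 and 14. In the scar region they were 0.807, 0.966, 0.892 and 0.880. Of 58 values of genes named in the text, 48 differed by more than that error and 57 had the same sign. Where the ln scale matches, in the border region on days 1, 4 and 7, 21 of 23 differed. Of the other 35 values 27 differed, and there a difference of scale is not separated from a difference of expression. The regions here also need not hold the same spots as the paper's zones, whose shares are compared below. For all 58 values, a difference in the spots of a region is therefore not separated from a difference of expression either. The exception in sign is Timp1 in the scar region on day 1, whose value here is 0. For 12 of the 58 values the median of the remote region is 0, because fewer than 50.0% of its spots have a UMI of the gene, and 11 of these differed. The ln difference is then set by the added 1 and is not a fold. This concerns Timp1 and Nppa on day 1, Timp1 on day 4, Fn1 on days 7 and 14 and Col1a1 on day 14, in both regions. Spots near the tissue edge, which the paper removed, are included here, and the paper's test took spots as replicates. Table S7 also lists a fold of 0 for Aebp1 in the infarct zone on day 14.

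For Ankrd1 in the scar region, the paper's values are 2.25, -0.47 and -0.0058 on days 1, 4 and 7, where the difference of median ln values is 0.57, -0.82 and -1.14 and the log2 ratio of summed UMIs is 0.22, -0.84 and -0.86. Clu in the scar region has the paper's values 1.31 on day 1, against 0.67 on the ln scale and 1.07 as log2 ratio of sums. On days 4, 7 and 14, the paper's values for Col1a1 in the scar region are 3.16, 1.86 and 1.82, and those obtained here are 3.37, 3.68 and 3.98 (ln) and 5.14, 5.28 and 6.44 (log2 of sums). The paper's values for Col3a1 in the scar region are 3.61, 1.99 and 2.79 on days 4, 7 and 14, beside 3.57, 3.43 and 3.76 on the ln scale and 5.23, 4.89 and 5.68 as log2 ratio of sums. For Fn1 in the scar region, the paper's values are 2.56, 0.99 and 1.09 on days 4, 7 and 14, where the difference of median ln values is 3.34, 3.72 and 3.39 and the log2 ratio of summed UMIs is 5.88, 5.53 and 7.05. Myh6 in the scar region has the paper's values -1.25, -0.61 and -0.34 on days 1, 7 and 14, against -2.16, -2.36 and -2.04 on the ln scale and -3.30, -3.31 and -2.54 as log2 ratio of sums. On days 1, 7 and 14, the paper's values for Myl2 in the scar region are -0.71, -0.46 and -0.44, and those obtained here are -1.85, -2.38 and -1.88 (ln) and -2.70, -3.19 and -2.61 (log2 of sums). The paper's values for Timp1 in the scar region are 1.15 and 1.48 on days 1 and 4, beside 0 and 3.05 on the ln scale and 3.17 and 6.11 as log2 ratio of sums.

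For Ankrd1 in the border region, the paper's values are 2.78, 1.38 and 1.21 on days 1, 4 and 7, where the difference of median ln values is 2.60, 1.46 and 1.09 and the log2 ratio of summed UMIs is 2.95, 1.86 and 1.45. Clu in the border region has the paper's values 1.90, 2.62, 2.49 and 0.19 on days 1, 4, 7 and 14, against 1.84, 2.38, 2.01 and 1.47 on the ln scale and 2.75, 3.06, 2.93 and 2.67 as log2 ratio of sums. On days 7 and 14, the paper's values for Col1a1 in the border region are 1.54 and 1.55, and those obtained here are 2.04 and 2.43 (ln) and 3.04 and 4.04 (log2 of sums). The paper's values for Col3a1 in the border region are 2.69 and 2.05 on days 4 and 14, beside 2.58 and 2.50 on the ln scale and 3.85 and 3.91 as log2 ratio of sums. For Fn1 in the border region, the paper's values are 1.41, 1.06 and 1.56 on days 4, 7 and 14, where the difference of median ln values is 1.92, 2.04 and 1.78 and the log2 ratio of summed UMIs is 4.11, 3.07 and 4.16. Myh6 in the border region has the paper's values -2.05, -1.62, -1.46 and -0.15 on days 1, 4, 7 and 14, against -1.34, -0.98, -0.83 and -0.30 on the ln scale and -1.79, -1.21, -1.10 and -0.41 as log2 ratio of sums. On days 1, 4, 7 and 14, the paper's values for Myl2 in the border region are -1.37, -1.59, -1.02 and -0.23, and those obtained here are -0.74, -0.99, -0.58 and -0.40 (ln) and -1.02, -1.38, -0.84 and -0.49 (log2 of sums). The paper's values for Nppa in the border region are 2.44, 4.17 and 2.95 on days 1, 4 and 7, beside 3.17, 3.54 and 2.20 on the ln scale and 4.64, 3.55 and 4.05 as log2 ratio of sums. For Timp1 in the border region, the paper's values are 1.54 and 0.75 on days 1 and 4, where the difference of median ln values is 2.60 and 1.74 and the log2 ratio of summed UMIs is 4.67 and 3.96.

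Of the alternatives, 5 clusters brought Myh6 in the scar region on day 1 and Fn1 in the scar region on day 4 within the error of the paper's values. Col3a1 and Myl2 in the border region on day 4 came within it as well, but there 5 clusters leave 0.417% of spots in the border region, fewer than the 20 spots asked for elsewhere, so this says little. Timp1 in the scar region on day 1 came within it with 4 clusters, 5 clusters and the other random part of the genes. Col3a1 in the scar region on day 4 did so with Ward clustering and with hemoglobin of at most 0.5%, Ankrd1 in the border region on day 4 with no hemoglobin filter, and Fn1 in the border region on day 14 with 5 components, with all genes clustered and with no hemoglobin filter. None of the alternatives did so for the other values listed.

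The share of spots in each zone was read by eye from the bars of Figure S8C, which cover the paper's 1516, 1596, 1510 and 2117 spots, while those obtained here cover 1890, 1679, 1848 and 2086 spots. For the infarct zone the paper's bars show about 26% on day 1, about 57% on day 7 and about 38% on day 14, and the scar region held 2.12%, 20.6% and 14.0%. For the border zone on day 4 the bar shows about 55%, and the border region held 22.6%. For the remote zone the bars show about 31% on day 1, about 25% on day 4 and about 26% on day 7, and the remote region held 62.8%, 59.4% and 61.6%. The other 5 of the 12 shares were within a factor of 1.5 of the bars. Read by eye, the maps of the same panel show the remote zone as the majority of spots on days 1, 4 and 7, which is at odds with its bars. With 5 clusters the day 7 scar region came within a factor of 1.5 of the paper's value, and none of the other alternatives did so for any of these values.

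Double-positive spots by zone were read by eye from Figure S8F, which draws part of each section and whose legend gives no number of spots. The paper's infarct-zone part is about 52% on day 1, about 70% on day 4 and about 93% on day 7, and the scar region's part is 1.69% of 531 spots, 38.9% of 702 spots and 50.9% of 409 spots. No alternative came within a factor of 1.5 for day 1. For day 4, 5 clusters, the median of the same section and both thinned counts did so, and for day 7, 5 clusters and both thinned counts. The average over thinnings, chosen after the result was seen, did so for both days.

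The paper states that co-expressing spots became more abundant in the infarct zone over time. The scar region's part of double-positive spots rose on each day, to 64.7% on day 14. With 5 clusters it differed by -1.39 points between days 14 and 4, and the scar region then takes in most border-region spots. The rise from day 1 depends on how regions were drawn. On day 1 the scar region had 40 spots, 2.12% of the section, and the border region held 71.8% of the double-positive spots. Sections clustered separately gave no scar region on day 1. Within the scar region, the share of double-positive spots was highest on day 4 at 90.4% and was 33.8% on day 14. After thinning to 1300 UMIs these shares were 50.9% and 41.3%, and the difference of -9.57 points (-20.6 to 1.89) is within counting error, while the average over thinnings, chosen after the result was seen, was -10.1 points (-17.4 to -2.79).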

Other observations

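Thinning for days 7 and 4, the average over thinnings, the test of the macrophage list alone, the test of the number of spots as the only cause, those of the labels of days 1 and 4 and of labels exchanged between sections and that of RNA from the same section were chosen only after the result was seen.

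A difference in UMIs per spot was weighed as a cause of the falling share of double-positive scar-region spots after day 4. After thinning to 1300 UMIs the difference of days 14 and 4 shrank to -9.57 points (-20.6 to 1.89), which is within counting error. Averaged over all thinnings it was -10.1 points, and resampled spots leave out 0 (-17.4 to -2.79). Depth could thus account for much of the difference, and whether it accounts for all of it cannot be told from these values, since resampling takes neighbouring spots as independent. Part of the shrinkage comes from leaving out shallow spots, since the same spots without thinning differ by -30.4 points. Between days 7 and 4 the thinned difference was -13.2 points (-21.3 to -4.90), and -18.0 on average, which argues against depth as the whole cause there. Depth per spot does not enter CPM, and scar-region Timp1 was 3132 CPM on day 4 and 1102 CPM on day 14. With 1 mouse per day, day and mouse cannot be separated, and the time after MI stays open as an untested explanation.

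The scar region's part of double-positive spots rose from 38.9% on day 4 to 64.7% on day 14 (56.6 to 72.3). It could rise because the number of spots per region changes. The part divided by the region's part of all spots was 0.801 on day 1, 2.16 on day 4, 2.47 on day 7 and 4.61 on day 14, but this ratio also rises when the other regions lose spots or positive spots, so it cannot tell. With the day 4 shares of double-positive spots in each region and the day 14 numbers of spots, the part would be 44.5%, 20.2 points short of day 14 (12.8 to 27.5), which argues against the number of spots as the only cause. With the day 14 shares and the day 4 numbers of spots it would be 41.3% (23.4 points short, 16.1 to 29.3), so at full depth the shares alone do not give the rise either. Averaged over thinnings, the part was 68.2% on day 4 and 86.3% on day 14. The numbers of spots alone would give 70.8%, 15.5 points short of day 14 (9.30 to 21.5). The shares alone would give 74.7%, 11.6 points short (6.12 to 16.1). In the random thinning, where the part was 91.8% on day 14, the numbers of spots alone would give 73.5%, 18.3 points short (6.84 to 29.2). The shares alone would give 84.1% there, 7.74 points short (-1.63 to 15.8), which is within counting error. The numbers of spots alone thus do not give the rise. Whether the shares alone do cannot be told, because the random thinning does not exclude it, and how much each adds stays open. With 5 clusters, where the scar region takes in most border-region spots, the rise from day 4 to day 14 was not seen (-1.39 points).

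Of the lists of Table S5, macrophage genes held 1.73%, 3.45%, 2.03% and 2.28% of scar-region UMIs on days 1, 4, 7 and 14, and myofibroblast genes held 2.00%, 9.19%, 10.6% and 7.71%. The myofibroblast list contains Timp1, and Col3a1, Col1a2 and Col1a1 held 43.5% of its UMIs on day 4. A lower macrophage and a higher myofibroblast share on day 14 than on day 4 had been looked for, and the second was not seen, with a log2 ratio of -0.25 and 45 of 87 genes lower. The paper does not state such a rise. For cell numbers in other experiments, it reports a myofibroblast peak by day 7 and raised numbers afterwards. For the macrophage list the ratio was -0.60, with 72 of 102 genes lower. The list also fell from day 4 to day 14 in the border region, from 0.911% to 0.406% of UMIs with 87 genes lower. In the remote region it fell from 0.214% to 0.135% with 91 genes lower, so the fall is not particular to the scar region. A few abundant genes could carry the scar-region ratio, but without the 3 genes with most UMIs it was -0.36, which argues against them as the whole cause.

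A mislabelled sample was tested with the fold changes of 161 genes that Table S7 lists on all days. Table S7 comes from these same 4 sections. The test can therefore only find a label that was changed between the paper's analysis and the deposited counts. A section with a wrong day in both cannot be found this way. In the scar region, 4 of 4 sections had their highest Spearman correlation across genes with the paper's values for their own day, and in the border region 3 of 4 did. The margins in the scar region were small, 0.0083, 0.0252, 0.00744 and 0.0171 over the best other day on days 1, 4, 7 and 14, and with genes resampled each of their intervals includes 0. The day 14 border region, with 52 spots, correlated better with days 1, 4 and 7 (0.784, 0.848 and 0.847) than with day 14 (0.779), and each of the 4 sections had its lowest border correlation with the paper's day 14 values. For the sections of days 1 and 4, the border region had margins of 0.0691 (0.0395 to 0.107) and 0.0419 (0.0253 to 0.066). These argue against deposited labels that differ there from those behind Table S7. On day 7 the border margin was 0.016 (-0.0035 to 0.0386), so a single wrong label of day 7 or day 14 is not excluded. For labels exchanged between the 4 sections, the given order of days had a higher sum of correlations than each of the 23 other orders, by at least 0.0327 (0.0063 to 0.0519) in the scar region and 0.0488 (0.00829 to 0.0763) in the border region. This argues against an exchange after the paper's analysis, although genes are not independent replicates and these intervals are too narrow. Xist had 247, 429, 281 and 240 UMIs on days 1, 4, 7 and 14, and of Ddx3y, Uty, Kdm5d and Eif2s3y only Kdm5d was seen, with 1 UMI on day 14.

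On day 1, Timp1 was high in the border region (1414.5 CPM), where Col1a1 was at 316 CPM. Free RNA or reads spread from other spots could be the source, and collagen genes would then come along. Timp1 UMIs per Col1a1 UMI were 4.48 in the border region on day 1 and 0.194, 0.0674 and 0.182 on days 4, 7 and 14, and per Postn UMI 10.7 on day 1 and 0.338, 0.1196 and 0.159 later, but sections of later days cannot be the source, so these ratios cannot tell. Within the day 1 section, Timp1 UMIs per Col1a1 UMI were 0.299 in the scar region, 0.556 in the remote region and 1.93 in the 261 spots removed for hemoglobin, where Timp1 was at 292 CPM. The border region had 5912 Timp1 UMIs, against 26, 428 and 201 in these groups. This argues against RNA spread from spots outside the border region of the same section, although per Postn UMI the removed spots had 10.05, about as many as the border region. RNA from tissue outside the measured spots, and a source in which Timp1 is made without collagen, stay open and were not tested.

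Nppa in the remote region was at 1933 CPM on day 4, against 140.0, 299 and 80.0 CPM on days 1, 7 and 14. Atrial tissue in the section could bring Nppa, but on day 4 the remote region had 0 UMIs of Sln, 5 of Myl7 (0.522 CPM) and 13 of Myl4. No spot of days 1, 4 and 14, and 1 spot of day 7, had at least 10 UMIs of the atrium list. This argues against atrial tissue, and other explanations, the day after MI among them, were not tested.

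Other receptors that the paper names for TIMP1 were also higher in the scar region. The edgeR log2 fold changes were 1.86 for Cd63 (adjusted p = 3.9e-05), 1.53 for App (adjusted p = 2.07e-05), 2.99 for Cd74 (adjusted p = 8.63e-06) and 4.47 for Cd44 (adjusted p = 6.98e-08), each higher in 4 of 4 sections. Cd82, which was not among the tested genes, had log2 ratios to the remote region of 3.95, 2.86, 2.60 and 2.94 on days 1, 4, 7 and 14, the first from 5 UMIs. Postn rose by 4.26 in the scar region (adjusted p = 4.14e-05, 4 of 4 sections) and by 3.96 in the border region (adjusted p = 0.000173, 4 of 4 sections). Thbs4 rose by 2.39 in the border region (adjusted p = 8.14e-05, 4 of 4 sections) and by 1.20 in the scar region (adjusted p = 0.00794, 4 of 4 sections), where the call was lost without day 7 (0.93) and with genes of at least 10 UMIs (0.72). Tgfb3 rose by 3.67 in the scar region (adjusted p = 8.89e-05, 3 of 4 sections) and had 0 UMIs there on day 1. Tgfb1 and Tgfb2, which were not tested, had scar-region log2 ratios of 2.69, 3.31, 2.27 and 2.52 and of 4.27, 3.00, 3.38 and 2.73 on days 1, 4, 7 and 14, with an interval of -0.40 to 4.62 for Tgfb1 on day 1. Osm had at most 11 UMIs in any region and day, too few for a comparison.

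Spots with at least 10 UMIs of the adipocyte list numbered 12, 4, 7 and 4 on days 1, 4, 7 and 14, and those with at least 10 UMIs of the mesothelium list 0, 1, 7 and 1.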
